# Dynamic changes in RNA–protein interactions and RNA secondary structure in mammalian erythropoiesis

**DOI:** 10.26508/lsa.202000659

**Published:** 2021-07-27

**Authors:** Mengge Shan, Xinjun Ji, Kevin Janssen, Ian M Silverman, Jesse Humenik, Ben A Garcia, Stephen A Liebhaber, Brian D Gregory

## Abstract

Two features of eukaryotic RNA molecules that regulate their post-transcriptional fates are RNA secondary structure and RNA-binding protein (RBP) interaction sites. However, a comprehensive global overview of the dynamic nature of these sequence features during erythropoiesis has never been obtained. Here, we use our ribonuclease-mediated structure and RBP-binding site mapping approach to reveal the global landscape of RNA secondary structure and RBP–RNA interaction sites and the dynamics of these features during this important developmental process. We identify dynamic patterns of RNA secondary structure and RBP binding throughout the process and determine a set of corresponding protein-bound sequence motifs along with their dynamic structural and RBP-binding contexts. Finally, using these dynamically bound sequences, we identify a number of RBPs that have known and putative key functions in post-transcriptional regulation during mammalian erythropoiesis. In total, this global analysis reveals new post-transcriptional regulators of mammalian blood cell development.

## Abstract (precis)

Analysis of PIP-seq data from a model of erythropoiesis reveals dynamics of RBP–RNA interaction and changes in RNA secondary structure throughout red blood cell development.

## Introduction

In eukaryotic systems, RNA-binding proteins (RBPs) interact with RNAs from synthesis to decay, thereby adding complexity to the transcriptome. A recent whole mRNA RBPome study identified several hundred RBPs in HeLa cells that have the capacity to play critical roles in determining RNA functions (1). These functions encompass an array of post-transcriptional processes including splicing, polyadenylation, nuclear export, localization, transport, translation, and degradation (2).

RBPs have been shown to interact with their binding targets in a sequence and RNA secondary structure specific manner (3). Several high-throughput methods have emerged in the last decade to address the interplay between RNA-binding proteins, their targets, and RNA secondary structure. These techniques generally either use chemical probing agents or structure-specific RNases (single-stranded RNases (ssRNases) and double-stranded RNases [dsRNases]) to provide site-specific evidence for a region being in single- or double-stranded configurations (4, 5).

To date, the known repertoire of RBP–RNA interaction sites has been built on a protein-by-protein basis, with studies identifying the targets of a single protein of interest, often through the use of techniques such as crosslinking and immunoprecipitation sequencing (CLIP-seq) (6). In CLIP-seq, samples are irradiated with UV to induce the cross-linking of proteins to their RNA targets. Subsequent immunoprecipitation with an antibody pulls down the protein and bound RNA fragments, and these fragments are then sequenced and mapped back to the transcriptome. For instance, this technique was used to identify PABPC1-binding sites throughout the transcriptome, and this study was further able to demonstrate that 5′ UTR PABPC1 interaction sites mediated translational control of bound target transcripts (7). In contrast to this targeted approach, we have recently reported the approach of protein interaction profile sequencing (PIP-seq) (8) that allows for a global and unbiased analysis of RBP–RNA interaction sites in a sample of interest. In PIP-seq, RNA-protein interactions are stabilized by formaldehyde cross-linking followed by interrogation using a combination of proteinase, ssRNase, and dsRNase treatments. This approach creates a set of orthogonal libraries that are capable of concurrently elucidating RNA secondary structure and protein bound sequences throughout the transcriptome of interest (8).

Studies on mammalian erythropoiesis have revealed that this process involves a series of complex and stage-specific changes in gene expression. Mature erythrocytes are derived from hematopoietic stem and progenitor cells, which undergo a series of increasingly restrictive lineage commitment events. Importantly, this process includes a significant dependence on post-transcriptional regulatory processes, especially during its terminal steps (9). Terminal erythropoiesis involves a decrease in cell size, an increase in the production of hemoglobin, membrane reorganization, chromatin condensation, and finally enucleation (10, 11). Whereas each stage of differentiation also exhibits stage-specific transcriptomes, the contributions of RNA secondary structure and RBP-binding site dynamics to this process have not been previously explored on a global scale.

Here, by performing PIP-seq on mouse erythroid leukemia (MEL) cells, we identify RBP-binding sites, provide a transcriptome-wide look at RNA secondary structure, and profile these RNA features and their interactions throughout the terminal stages of red blood cell development. Our results produce an unbiased view of RBP-binding events and RNA secondary structure changes that occur during the terminal stages in mammalian red blood cell development. In addition, the datasets provide a resource for future investigations of the functional importance of bound RNA regions and RNA secondary structures to this critical process of cellular differentiation.

## Results

### MEL cells as a model for red blood cell differentiation

Murine erythroleukemia (MEL) cell lines are arrested at the proerythroblast stage of development, show very low level of spontaneous differentiation, can be maintained indefinitely in tissue culture, and can be induced to differentiate along the erythroid lineage through treatment with a variety of chemical compounds such as DMSO. Studies show that by day 3 of growth on DMSO, there is a 20-fold increase in heme uptake, and a 12-fold increase in hemoglobin synthesis compared to unstimulated cells and by day 4 the cells have mostly matured to normoblasts that stain positive for benzidine reflecting high levels of hemoglobin content (12). Thus, since the 1970s, this cell line has served as an attractive model for the study of the terminal events in erythroid differentiation in vitro (13).

MEL cells undergoing terminal erythroid differentiation become smaller in size and show marked nuclear compaction (14, 15). At this late stage of differentiation, transcription is dramatically curtailed and the cellular events are almost entirely post-transcriptionally regulated (16), making this system an attractive model for studying mammalian post-transcriptional regulation in the context of an important developmental process. For our analysis, we generated two biological replicates of cultured MEL cells at each of three time points post DMSO treatment: 0, 2, and 4 d. mRNA-seq on these samples confirmed the biological relevance of the selected time points by revealing large-scale increases of globin gene transcripts as would be expected in a setting of terminal erythroid differentiation (Fig S1A). 

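MEL cells are a mouse erythroleukemia line arrested at an early erythroid stage, and DMSO, used here at 2%, releases them into terminal differentiation. Poly(A)-selected, strand-specific libraries were made from 2 cultures on each of days 0, 2 and 4, which gives 6 libraries. The authors trimmed adapters with cutadapt, aligned the reads to the mm10 mouse genome (GRCm38) with TopHat, and deposited unnormalized read counts on 32654 RefSeq transcripts for each library. The paper's text does not name the counting program, its use of strand or its handling of overlapping transcripts. Counts on transcripts summed to 43415610 and 53899476 in the day 0 replicates, 39258359 and 45896399 in the day 2 replicates, and 35294930 and 45621291 in the day 4 replicates. Beside these counts, the deposited values list reads that fell on no feature, whereas ambiguous reads and alignments that were not unique are both listed at 0. Of the sum of counts on transcripts and reads on no feature, the latter made up between 50.5% and 58.4%. A read counted on several transcripts would enter that sum more than once, so the share of reads on no feature may be higher. Transcripts of the globin genes took 0.034% to 0.043% of the counts at day 0, 0.796% to 0.989% at day 2 and 3.85% to 4.13% at day 4. Globin copies with the same or nearly the same counts are each included, so reads shared by copies can enter these percentages more than once. Of the 23218 transcripts with at least 1 count, 5245 (22.6%) had the same count as another transcript in every library. The match was made without regard to gene, and transcripts with few counts can match by coincidence. Transcripts of one gene may therefore not be separate measurements, but how often this holds was not counted. Gene symbols came from a RefSeq table of GRCm38 for 32199 transcripts and from GENCODE for 187 others, and 268 transcripts had none. Where a gene rather than a transcript is reported, its transcript with the highest mean count stands for it. Counts were scaled with edgeR's TMM factors, which ranged from 0.921 to 1.07, and edgeR's filterByExpr kept 18351 transcripts. All 6 libraries entered 1 quasi-likelihood fit, and a transcript was called at a Benjamini-Hochberg adjusted p below 0.05. The labels give replicate numbers 1 and 2 on every day. The difference between replicates correlated across the 18351 transcripts by 0.032 for day 0 and day 2, 0.045 for day 0 and day 4, and 0.079 for day 2 and day 4, so same-numbered cultures deviated together only slightly. A fit with the replicate number as a block was made beside the one without it. Over 119 tested transcripts of genes that the paper names or that changed most, the block called 90 for day 2 against day 0, 54 for day 4 against day 2 and 101 for day 4 against day 0, where the fit without it called 89, 57 and 99. Calls of Pum2, Thoc5 and Tnrc6c for day 4 against day 2 were lost with the block, Rbm38 for day 2 against day 0 and Ccnd3 and Zfp36l2 for day 4 against day 0 were gained, and no log2 fold change turned its sign. The largest shift of a log2 fold change was 0.09.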

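Hba-a1 (NM_008218, chromosome 11 from 32283672 to 32284486 of GRCm38) had 125 ± 3.59 counts scaled to library size (CPM) at day 0, 2512 ± 362 at day 2 and 10628 ± 1179 at day 4 (SD, n = 2 cultures). Its log2 fold change was 4.33 for day 2 against day 0 (standard error 0.19, edgeR adjusted p = 8.41e-08) and 2.08 for day 4 against day 2 (standard error 0.17, edgeR adjusted p = 7.85e-05), and 4.32 and 2.08 with the replicate block (edgeR adjusted p = 1.12e-06 and 0.000297). Over the whole course the log2 fold change was 6.41 (standard error 0.20, edgeR adjusted p = 6.88e-09), and 6.40 with the block (edgeR adjusted p = 1.3e-07). With each day 0 and day 4 library left out in turn it stayed between 6.28 and 6.52. Hba-a2 (NM_001083955, chromosome 11 from 32296492 to 32297310) had 1113578 counts in total against 1113635 for Hba-a1, so the deposited counts do not tell these near-identical copies apart. Likewise, Hbb-bs (NM_001201391, chromosome 7 from 103826523 to 103827928) and Hbb-b1 (NM_001278161) each had 496938 counts. Hbb-bs rose from 41.8 ± 14.6 CPM at day 0 to 905 ± 137 at day 2 and 5036 ± 93.7 at day 4 (SD, n = 2). Its log2 fold change for day 4 against day 0 was 6.91 (standard error 0.27, edgeR adjusted p = 1.24e-08), and 6.93 with the replicate block (edgeR adjusted p = 2.84e-07). Hbb-b2 (NM_016956) had the same counts in every library as Hbb-bt (NM_008220), 388733 in total, and a log2 fold change of 6.77 (standard error 0.25, edgeR adjusted p = 9.69e-09, and 6.78 with the block, edgeR adjusted p = 2.47e-07). Hba-x (NM_010405, chromosome 11 from 32276600 to 32278116) had 4.46 ± 0.166 CPM at day 0, 108 ± 22.5 at day 2 and 336 ± 178 at day 4 (SD, n = 2). The day 4 replicates of Hba-x lay apart, at 7560 and 20900 counts. For the step from day 2 to day 4, its log2 fold change was 1.64 (standard error 0.28, edgeR adjusted p = 0.00205). Leaving out single libraries of those days moved it between 0.95 and 2.09. For day 4 against day 0 the log2 fold change of Hba-x was 6.23 (standard error 0.36, edgeR adjusted p = 1.19e-07, and 6.15 with the block, edgeR adjusted p = 2.86e-07). All of these transcripts were higher at both steps with an adjusted p below 0.05, and also with the block and with DESeq2. For Hba-x and Hbb-bs, leaving out single libraries of day 0 or day 4 moved the log2 fold change between these days most, from 5.55 to 6.69 and from 6.58 to 7.31, whereas total counts in place of TMM gave 7.02 for Hbb-bs. Hbb-bh1, Hbb-bh2 and Hbb-y had 28, 7 and 12 counts in total and were not tested. From the increases of globin transcripts over the time points, the paper concludes that the time points are relevant to terminal erythroid differentiation.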

Specifically, NM_001278161 (Hbb-b1), NM_016956 (Hbb-b2), NM_008218 (Hba-a1), NM_001083955 (Hba-a2), NM_001201391 (Hbb-bs), and NM_010405 (Hba-x) are among the genes whose abundance continuously increases throughout the three time points of differentiation used in this study (false discovery rate [FDR] < 0.05, DESeq2 analysis). Previous work has also characterized a set of genes whose expression is repressed as MEL cells progressively commit to the erythroid lineage. We find that our data recapitulates several of these repressed marker genes (13). 

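Myb (NM_001198914, chromosome 10 from 21124930 to 21160984) was at 371 and 399 CPM in the day 0 replicates, 103 ± 16.9 CPM at day 2 and 29.4 ± 5.82 at day 4 (SD, n = 2). Both steps fell beyond the replicate spread, with log2 fold changes of -1.90 (standard error 0.16, edgeR adjusted p = 2.95e-06) and -1.82 (standard error 0.16, edgeR adjusted p = 9.85e-05), or -1.91 and -1.82 with the replicate block (edgeR adjusted p = 1e-05 and 0.000302). Day 4 against day 0, the log2 fold change of Myb was -3.72 (standard error 0.17, edgeR adjusted p = 2.7e-08, and -3.73 with the block, edgeR adjusted p = 2.92e-07). Cdk4 (NM_009870, chromosome 10 from 127063535 to 127067288) went from 562 ± 141 to 289 ± 6.30 and 219 ± 20.1 CPM (SD, n = 2). Its log2 fold change was -0.96 by day 2 (standard error 0.16, edgeR adjusted p = 0.000391) and -1.36 by day 4 (standard error 0.16, edgeR adjusted p = 2e-05, and -1.34 with the block, edgeR adjusted p = 2.52e-05), whereas the step from day 2 to day 4 did not pass the threshold (-0.40, edgeR adjusted p = 0.0822, and 0.0507 with the block). The call for that step depended on the method, since DESeq2 (adjusted p = 0.0481) and total counts (edgeR adjusted p = 0.0474) called it, as did adjustment over the 4 genes given here alone. Myc (NM_001177352, chromosome 15 from 61985341 to 61990361) was at 173 ± 36.6, 142 ± 2.53 and 79.8 ± 17.1 CPM (SD, n = 2). The change by day 2 was within the replicate spread (log2 fold change -0.29, edgeR adjusted p = 0.148), and the change by day 4 was larger (-1.12, standard error 0.17, edgeR adjusted p = 0.000106, and also -1.12 with the block, edgeR adjusted p = 0.000411). Gapdh (NM_008084, chromosome 6 from 125161852 to 125166467) fell from 114 ± 37.7 CPM at day 0 to 27.3 ± 2.64 at day 2 and 29.8 ± 4.12 at day 4 (SD, n = 2). Its log2 fold change for day 4 against day 0 was -1.94 (standard error 0.20, edgeR adjusted p = 5.99e-06, and -1.91 with the block, edgeR adjusted p = 3.2e-06), all of it reached by day 2, since day 4 against day 2 gave 0.13 (edgeR adjusted p = 0.652). In the GENCODE annotation, 22 pseudogene transcripts share at least 50% of the 31-base words of Gapdh. With each day 0 and day 4 library left out in turn, the log2 fold changes ranged from -3.93 to -3.53 for Myb, from -1.61 to -1.08 for Cdk4, from -1.36 to -0.90 for Myc and from -2.24 to -1.56 for Gapdh. Adjusted over these 4 genes alone, all 4 passed at day 4.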

Specifically, by day 4 of DMSO induction, we observed that Cdk4, GAPDH, Myb, and Myc are all significantly (FDR < 0.05, DESeq2 analysis) down-regulated (Fig S1B).

**Figure S1.**
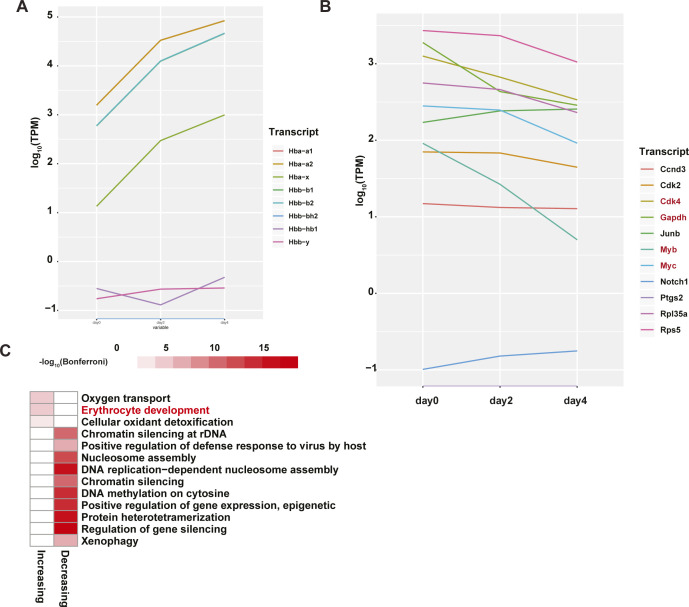
Validation of MEL cells as a model of terminal erythropoiesis through mRNA-seq. **(A)** Average transcripts per million values of selected hemoglobin transcripts at 0, 2, and 4 d after differentiation. **(B)** Average transcripts per million of transcript markers identified in Tsiftsoglou et al. as being significantly decreased during lineage commitment. Transcripts that vary significantly in abundance by day 4 post induction are written in red. **(C)** Heat map of the −log_10_(Bonferroni) values of biological process Gene Ontology terms for continuously increased and decreased transcripts (false discovery rate < 0.05). Erythropoiesis related term is highlighted in red.

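Among the other markers of Fig S1B, Junb (NM_008416, chromosome 8 from 84976909 to 84978748) rose, with a log2 fold change for day 4 against day 0 of 1.15 (standard error 0.14, edgeR adjusted p = 1.92e-05, and 1.16 with the replicate block, edgeR adjusted p = 1.48e-05). Rpl35a (NM_021338, chromosome 16 from 33056453 to 33060189) fell, at -0.74 (standard error 0.12, edgeR adjusted p = 0.000219, and 0.00036 with the block). Ccnd3 (NM_001081636, chromosome 17 from 47505051 to 47599689) was lower at day 2 (log2 fold change -0.37, standard error 0.12, edgeR adjusted p = 0.0226, though not called with total counts, at -0.17 and 0.239) and higher again at day 4 than at day 2 (0.66, standard error 0.12, edgeR adjusted p = 0.00321). Day 4 against day 0, Ccnd3 changed by 0.29 (standard error 0.12, edgeR adjusted p = 0.0544), and its adjusted p was 0.0385 with the block and between 0.0111 and 0.0626 over the alternatives. Cdk2 (NM_183417, chromosome 10 from 128697938 to 128705051) changed by -0.16 (standard error 0.13, edgeR adjusted p = 0.277). Notch1 had 37 counts over the 6 libraries and Ptgs2 had 0, and neither was tested.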

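Taking a transcript as continuously increasing when both steps, day 2 against day 0 and day 4 against day 2, were higher with an edgeR adjusted p below 0.05, 1592 of the 18351 tested transcripts qualified. With the replicate block there were 1563, of which 1515 were shared. A required log2 fold change of at least 1 at each step lowered this number to 216, whereas taking transcripts with group means in order over the 3 days and a call for day 4 against day 0 raised it to 5253. The Gene Ontology gene sets were not used here. In their place stands a list of 50 genes with known roles in erythroid cells (heme synthesis, membrane skeleton, transcription factors and surface proteins, without the globins named above), of which 49 were tested. Counted as 1 transcript per gene, 21 of the 49 (42.9%) were continuously increasing, against 1044 of all 12489 tested genes (8.36%), an odds ratio of 8.37 (two-sided Fisher's exact test, p = 7.7e-11). The block gave 22 of the 49, with an odds ratio of 9.42 (Fisher's exact test, p = 4.67e-12). Over the alternatives tried, the odds ratio lay between 3.72, with group means in order, and 12.9, with a log2 fold change of at least 1 required at each step. The continuously increasing genes of the list included Alas2, Ank1, Epb42, Epor, Fech, Foxo3, Gypc, Hbq1a, Hbq1b, Kel, Ppox, Slc25a37, Slc4a1, Sptb, Tal1, Tmod1, Trim10, Tspan33 and Zfpm1. For day 4 against day 0, the median log2 fold change of the 49 genes was 1.21, higher than in every one of 10000 random lists matched on mean expression, and 38 genes were higher and 11 lower (39 and 10 with scaling by total counts).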

As expected, a Gene Ontology (GO) enrichment analysis of the differentially abundant transcripts showed an enrichment for erythrocyte developmental genes in transcripts that are continuously increasing (*P*-value < 8.04 × 10^−5^, hypergeometric test). 

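Transcripts lower at both steps with an edgeR adjusted p below 0.05 numbered 1702, and 1673 with the replicate block, of which 1599 were shared. Histone genes were taken by symbol, 76 in all, of which 71 were tested. Of these, 34 (47.9%) were continuously decreasing, against 1127 of the 12489 tested genes (9.02%), an odds ratio of 9.52 (Fisher's exact test, p = 1.49e-17), and the block gave 33 (odds ratio 9.10, Fisher's exact test, p = 1.01e-16). The odds ratio moved most, to 47.2, when a log2 fold change of at least 1 was required at each step. The median log2 fold change of the 71 genes was -1.37 for day 2 against day 0, -1.06 for day 4 against day 2 and -2.31 for day 4 against day 0, and at day 4 single genes ranged from -4.29 to 2.24. With the block the medians were -1.31, -1.06 and -2.26. Of the 71 genes, 64 were called at day 4 against day 0, 59 lower and 5 higher, and adjustment over the histone genes alone also called 64. Many histone mRNAs carry no poly(A) tail and the libraries were poly(A)-selected.

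**Figure D1:**
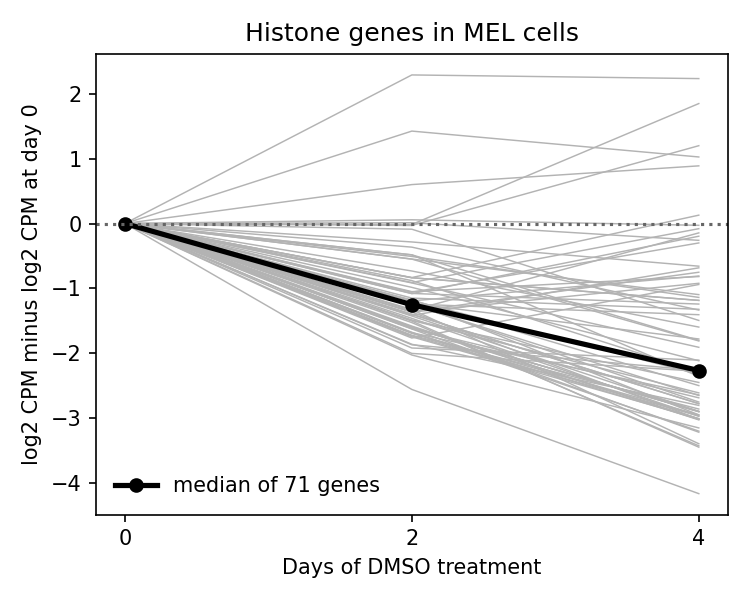
Change of 71 histone genes with days of DMSO treatment, as log2 CPM minus the log2 CPM at day 0. Each grey line is 1 gene, drawn through the mean of the 2 replicates, and the black line is the median of the genes. At day 4, 65 genes lie below their day 0 level and 6 above it, or 63 and 8 with scaling by total counts.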

On the other hand, continuously decreasing transcripts showed an enrichment for those associated with nucleosome assembly (*P*-value < 8.97 × 10^−12^, hypergeometric test) and other terms associated with DNA binding and gene regulation (Fig S1C). Furthermore, when we retrieved the 133 transcripts annotated to be relevant to erythrocyte differentiation from the Mouse Genome Institute (17, 18) and queried how many of them were statistically differentially abundant in our mRNA-seq dataset, we found that of the 123 genes with retrievable RefSeq accession identifiers, 28 were differentially abundant in cells 2 d after DMSO treatment (day 2) as compared to before treatment (day 0), 9 were differentially abundant after 4 d of treatment with DMSO (day 4) compared to 2, and a total of 33 transcripts were differentially abundant when comparing data from day 4 cells to those from before DMSO treatment. 

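The Mouse Genome Institute list was not used here. On the erythroid list of 49 tested genes, 40 were called for day 2 against day 0 (30 higher, 10 lower), 33 for day 4 against day 2 (28 higher, 5 lower) and 44 for day 4 against day 0 (34 higher, 10 lower), at an edgeR adjusted p below 0.05 over all transcripts. The replicate block called 40, 33 and 46 of them, and adjustment over the list alone 41, 37 and 44. The same threshold called many transcripts outside the list. For day 2 against day 0, 11639 of 18351 transcripts (63.4%) were called, 5847 higher and 5792 lower. Day 4 against day 2 gave 5684 (31.0%), 2682 higher and 3002 lower, and day 4 against day 0 gave 13268 (72.3%), 6643 higher and 6625 lower. With the block there were 11564, 5578 and 13246 transcripts. A log2 fold change of at least 1 was reached by 4209, 1082 and 6450 of the called transcripts. The balance of higher and lower calls depended on the scaling. With total counts alone, 7593 transcripts were higher and 4187 lower for day 2 against day 0, 1880 higher and 3787 lower for day 4 against day 2, and 7436 higher and 5896 lower for day 4 against day 0. Under that scaling the median log2 fold change of all tested transcripts was 0.22, -0.09 and 0.11 in the same order.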

In total, these mRNA-seq data suggest that these MEL cells are indeed undergoing erythroid differentiation and serve as an appropriate gateway to studying post-transcriptional regulation using our PIP-seq pipeline.

### PIP-seq analysis of MEL cell development

PIP-seq libraries were prepared from two biological replicates of MEL cells collected at 0-, 2-, and 4-d post cell differentiation induction with DMSO (same samples as used for mRNA-seq) (19). PIP-seq analysis allows global identification of RNA-protein interaction sites as well as mapping of RNA secondary structure (8, 20, 21). Briefly, total cellular extract was divided into footprinting and structure only samples (four total libraries per replicate). To globally identify RBP-bound RNA sequences, footprinting samples were treated with an RNase specific to either ssRNA or dsRNA (ssRNase or dsRNase, respectively), followed by protein denaturation and sequencing library preparation. Conversely, the “structure only” samples had proteins denatured in SDS and degraded with Proteinase K prior to RNase digestion. The denaturation of proteins before RNase treatment makes sequences that were RBP-bound in the footprinting sample accessible to RNases in these “structure only” reactions. Thus, sequences that are enriched in footprinting relative to “structure only” samples are identified as protein-protected sites (PPSs) (8, 20, 21). The “structure only” libraries allowed us to determine the native (protein-bound) RNA base-pairing probabilities for the total transcriptomes of the three MEL cell developmental time points (Fig S2).

**Figure S2.**
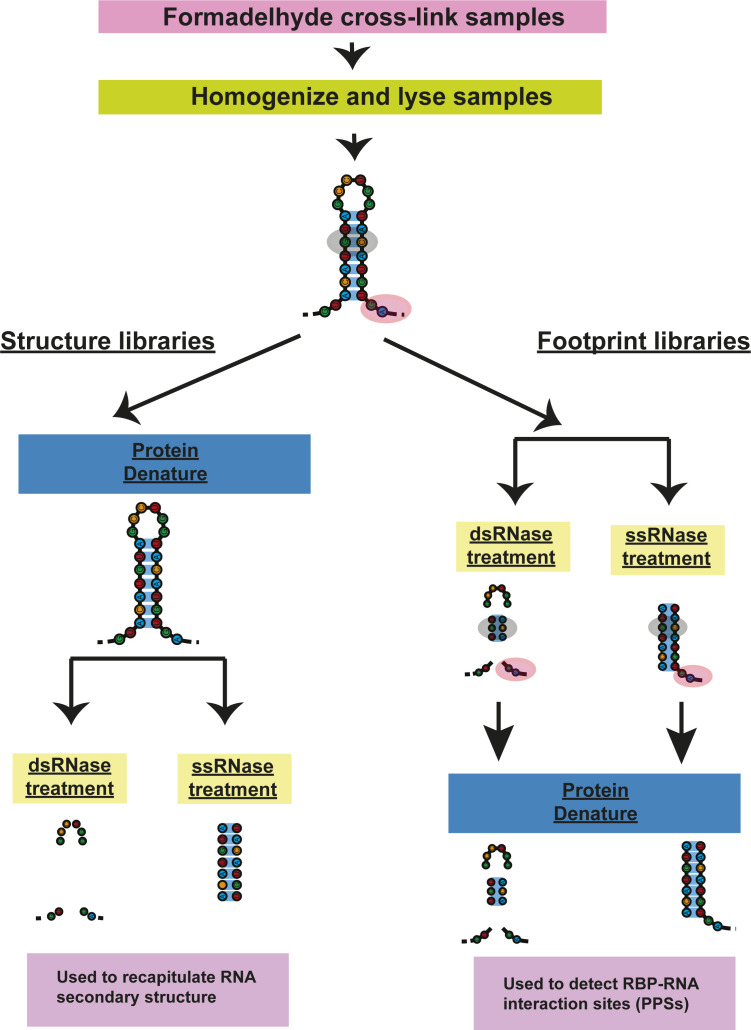
Overview of the protein interaction profile sequencing (PIP-seq) protocol. Samples are first cross-linked with formaldehyde to preserve RNA-binding protein-RNA interactions and then lysed and homogenized. Each sample is subsequently split into four libraries, two for structure-only/control, and two for footprinting. In the structure-only/control libraries, the proteins are first removed and the libraries are then subjected to either ssRNase or dsRNase treatment to digest away single- or double-stranded RNAs, respectively. In footprinting samples, digestion with either ss- or dsRNase occurs first, which allows for the preservation of RNA-binding protein-RNA interactions as protein-protected sites. After RNAse treatment, the samples are then treated with proteinase K to remove any protein bound proteins and sequencing libraries are constructed.

The 24 resulting libraries (three time-points, two replicates per time-point, four libraries per replicate) produced between 36 and 58 million raw reads per library. We first assessed the reproducibility of our technology by using a 1,000-nt sliding window approach to correlate the read abundance between the biological replicates of the footprinting or structure-only samples at each time point. Overall, we observed high Pearson correlation values between 0.985 and 0.989 (Fig S3A), indicating the high reproducibility and quality of these PIP-seq libraries.

**Figure S3.**
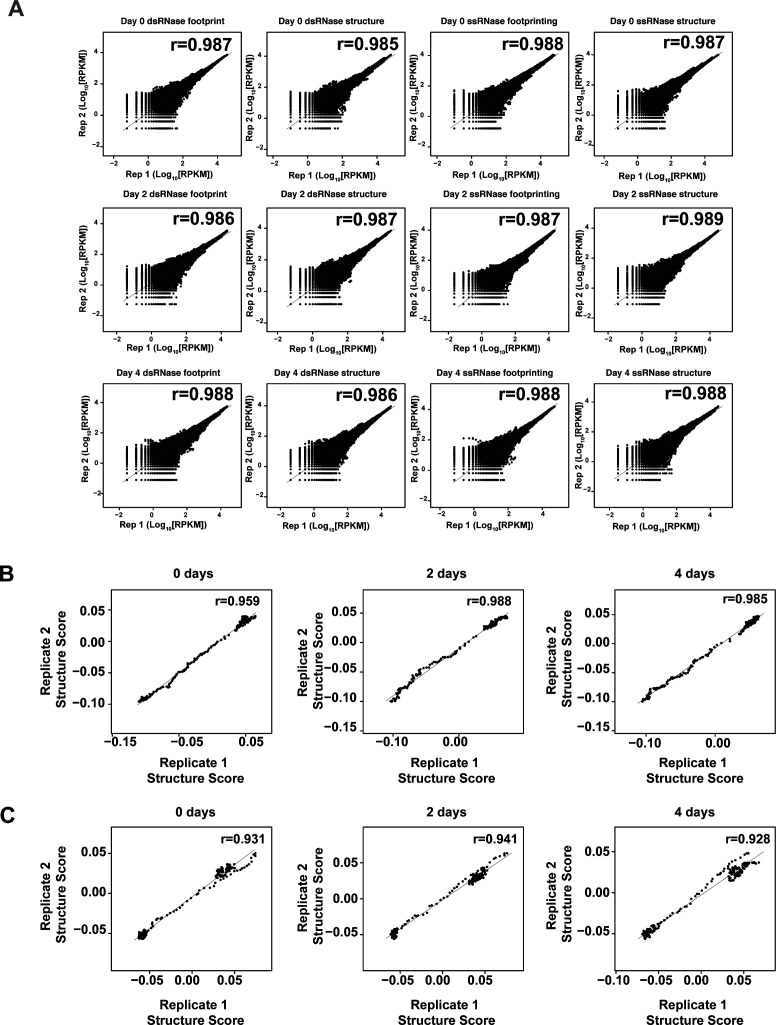
PIP-seq libraries are highly correlated. **(A)** RPKM in a 1,000-nt sliding window between biological replicates of each of the 24 libraries are correlated against each other and the correlation measured by Pearson values. **(B)** Correlation of structure score between replicates 1 and 2 in the 200-nt window around the annotated start codon. **(C)** Correlation of structure score between replicates 1 and 2 in the 200-nt window around the annotated stop codon.

To identify PPSs in the three different MEL developmental stages, we used a Poisson distribution model to identify regions enriched in the footprinting samples as compared to the structure-only libraries for the three different time points at a FDR of 5% as previously described (8, 20, 21). Because ribosomes are also capable of interacting with RNA and PIP-seq is unable to distinguish between ribosome-protected sites and RBP-protected sites, we filtered out PPSs that were between 20 and 40 nts in length as the majority of ribosome occupancy sites are ∼30 nt long (22). We first analyzed the size distribution of our entire collection of PPSs (Fig 1A) and determined that the most PPSs were >40 nt. In fact, only about 17% of PPSs fell within the 20–40 nt region, and these PPSs were then excluded from further analysis to minimize the effect of potential ribosomal interaction.

**Figure 1.**
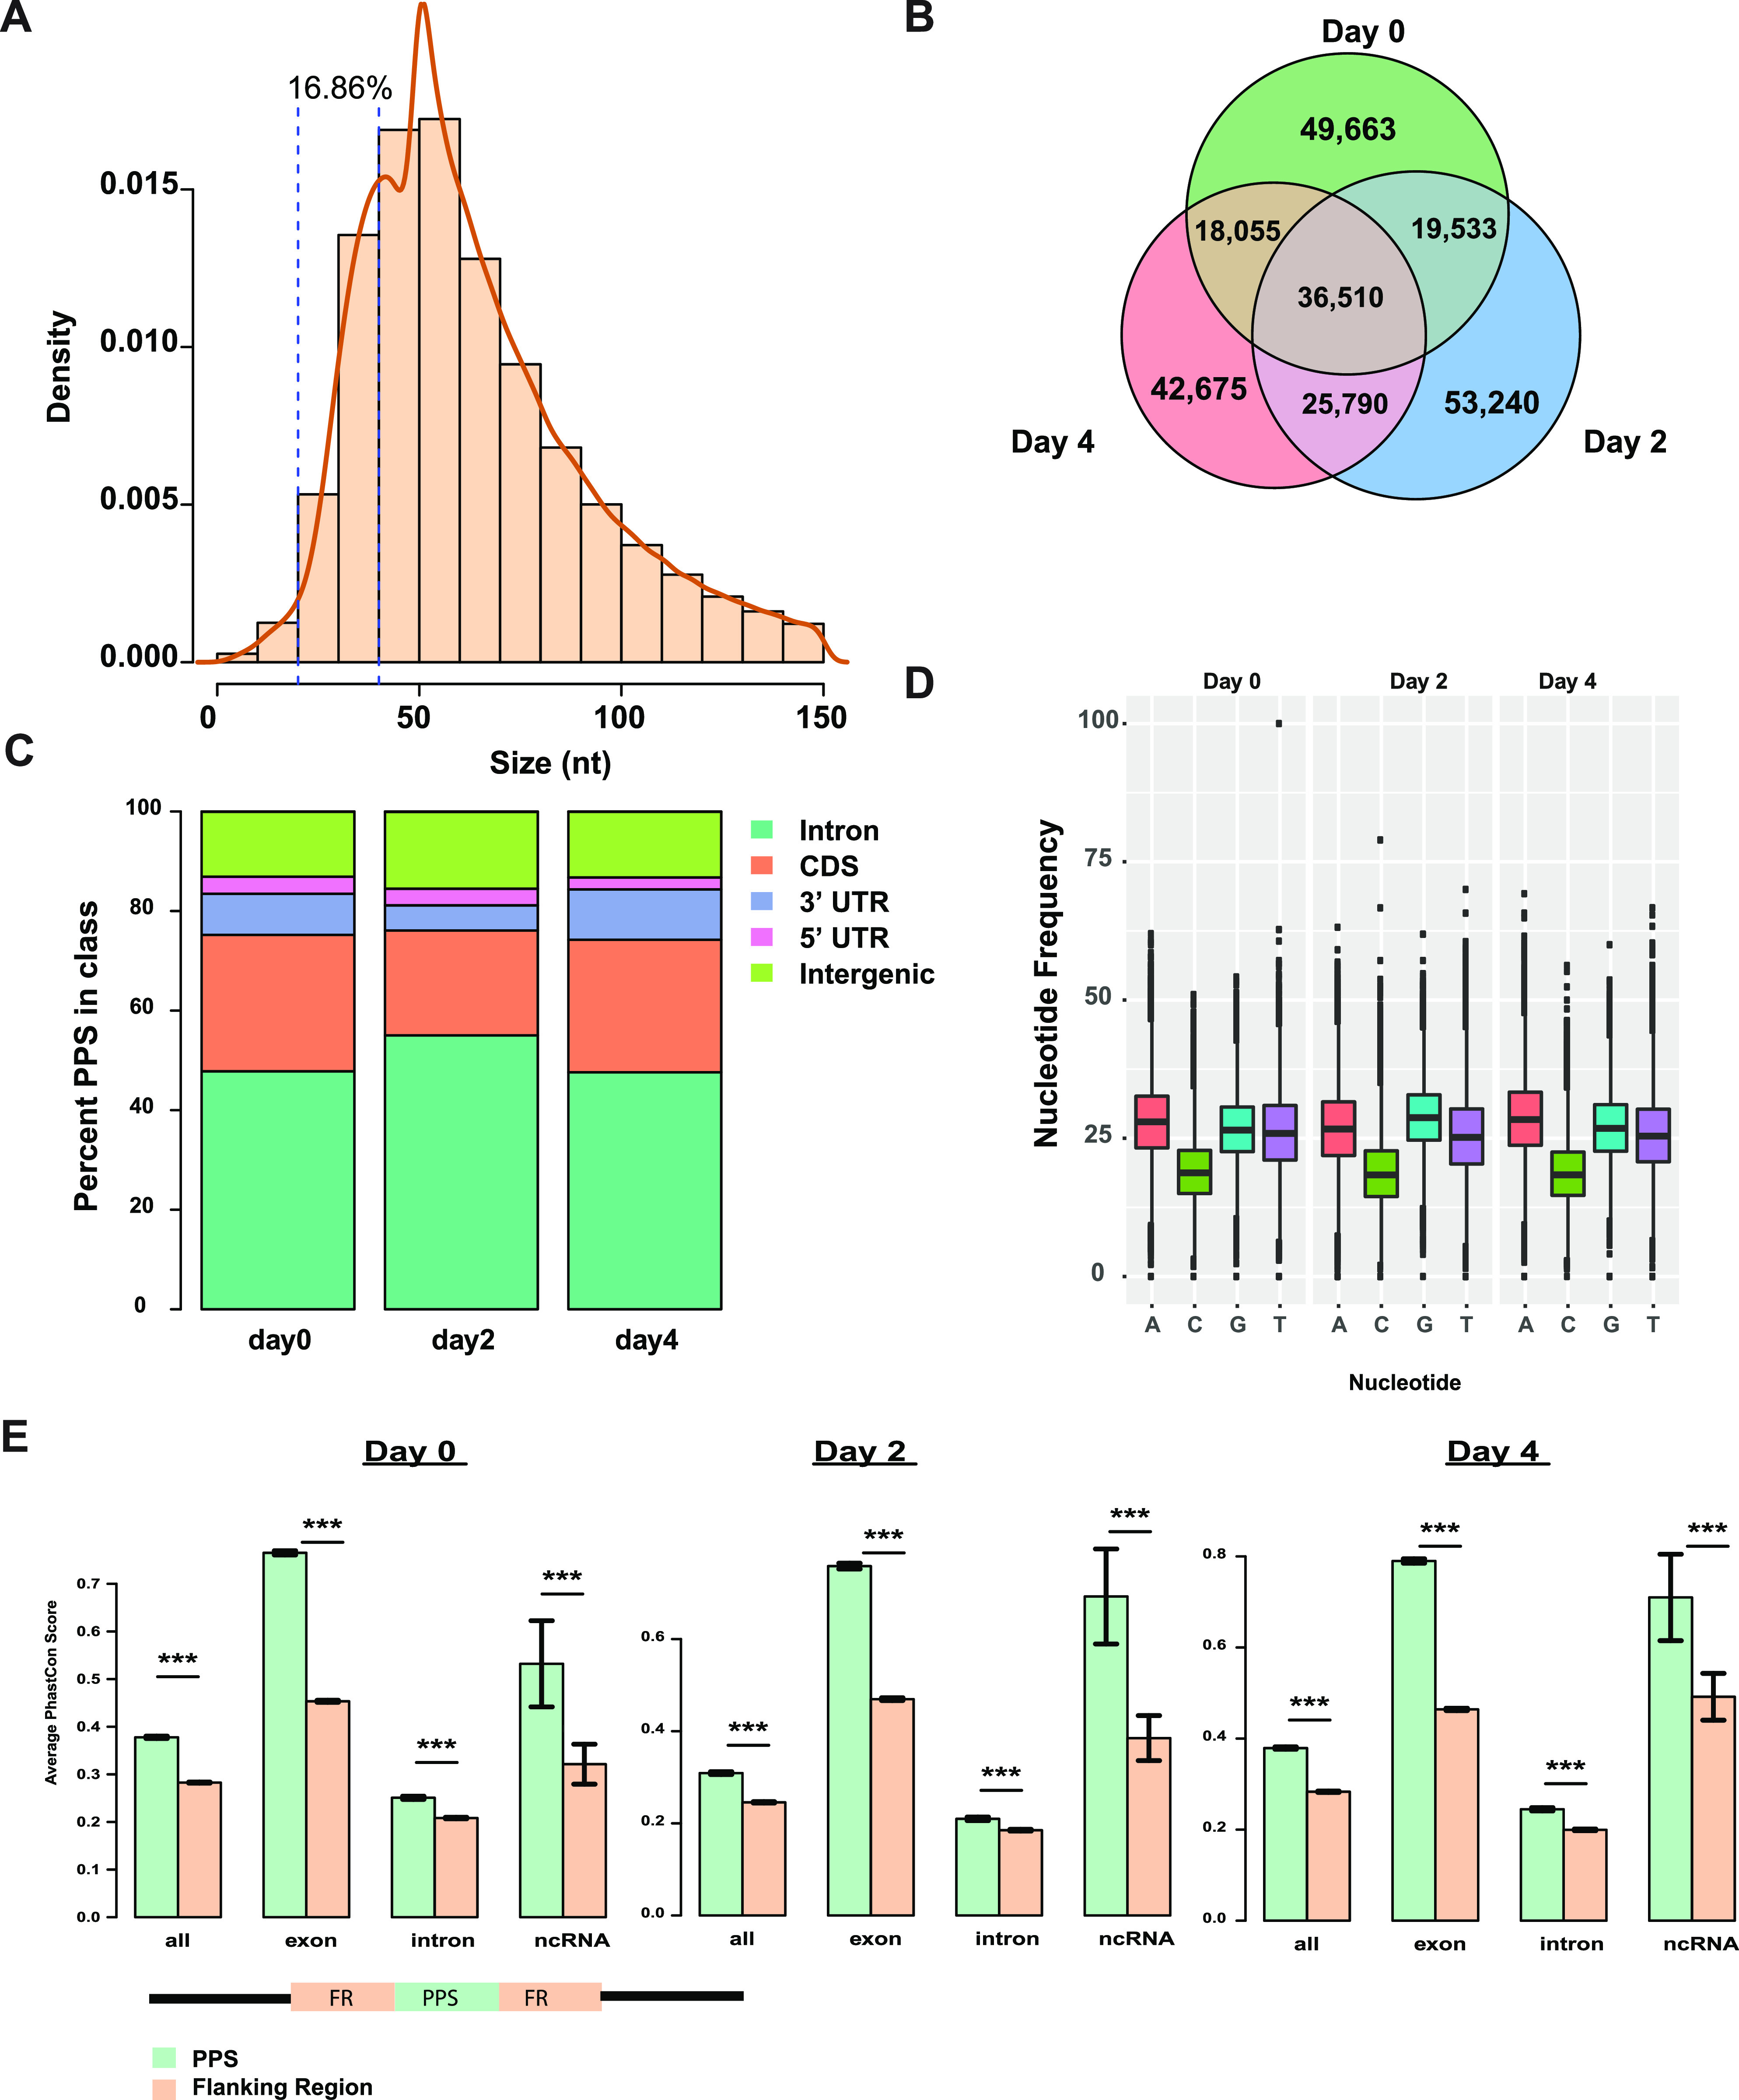
Characterization of protein-protected sites (PPSs) during MEL differentiation. **(A)** Density plot showing the distribution of the entire collection of PPSs before filtering out those within 20–40 nt size range (region bounded by blue dotted line; percentage indicating the percentage of total PPSs that were filtered out). **(B)** Overlap of PPSs identified at day 0 (green), day 2 (blue), and day 4 (red). **(C)** The genomic classes represented by PPSs before, 2, or 4 d after induction of MEL cell differentiation. **(D)** Boxplots of distribution of each nucleotide in PPSs found at 0, 2, or 4 d post induction with DMSO. **(E)** Comparison of average PhastCon scores between PPSs (green bars) and equal-sized flanking regions (orange bars) for various genomic regions at each time point. ***denotes *P*-value < 1 × 10^−10^, Kolmogorov–Smirnov test. Error bars ± SEM.

To further assess the ability of our PIP-seq data to reproducibly characterize the global landscape of RBP-binding and RNA secondary structure in the MEL cell samples, we calculated PPS density and RNA secondary structure scores at each nucleotide (termed RBP-binding and RNA secondary structure, respectively) for all detectable protein-coding transcripts across the three developmental time points as previously described (8, 20, 21, 23, 24). Using the structure-only samples, RNA secondary structure is represented by a structure score, which is a generalized log ratio (glog) of dsRNA-seq and ssRNA-seq reads at a particular nucleotide, with positive and negative scores indicating nucleotides that are more likely to be paired (dsRNA) or unpaired (ssRNA), respectively. The raw structure scores were then normalized to the average structure score of the entire spliced transcript, resulting in structure scores in which the positive or negative values indicate the likelihood of a nucleotide being double-stranded (more structured) or single-stranded (less structured), respectively. To ensure reproducibility of the calculated structure scores, structure scores for each biological replicate of the three developmental time points were calculated separately. This analysis revealed a significant level of similarity in overall structure scores for total transcripts (Spearman’s ρ > 0.93; *P*-value < 2.2 × 10^−16^; asymptotic t approximation) (Fig S3B and C) between biological replicates of all three time points, further confirming the high reproducibility of the PIP-seq experiments’ ability to assess the global landscape or RNA secondary structure.

To ensure reproducibility of the RBP-binding levels, average PPS density for each biological replicate of the three developmental time points was calculated separately. This revealed a significant level of similarity in the patterns of RBP binding (PPS density) surrounding the start and stop codons of mRNAs (Spearman’s ρ > 0.82; *P*-value < 2.2 × 10^−16^; asymptotic t approximation) (Fig S4A–C) between biological replicates of all three time points, providing even more evidence of the high reproducibility of the PIP-seq experiments. Given this significant level of correlation between replicate datasets for both RBP-binding and RNA secondary structure analysis, all further analyses were performed using structure scores and RBP-binding values calculated from merged biological replicates.

**Figure S4.**
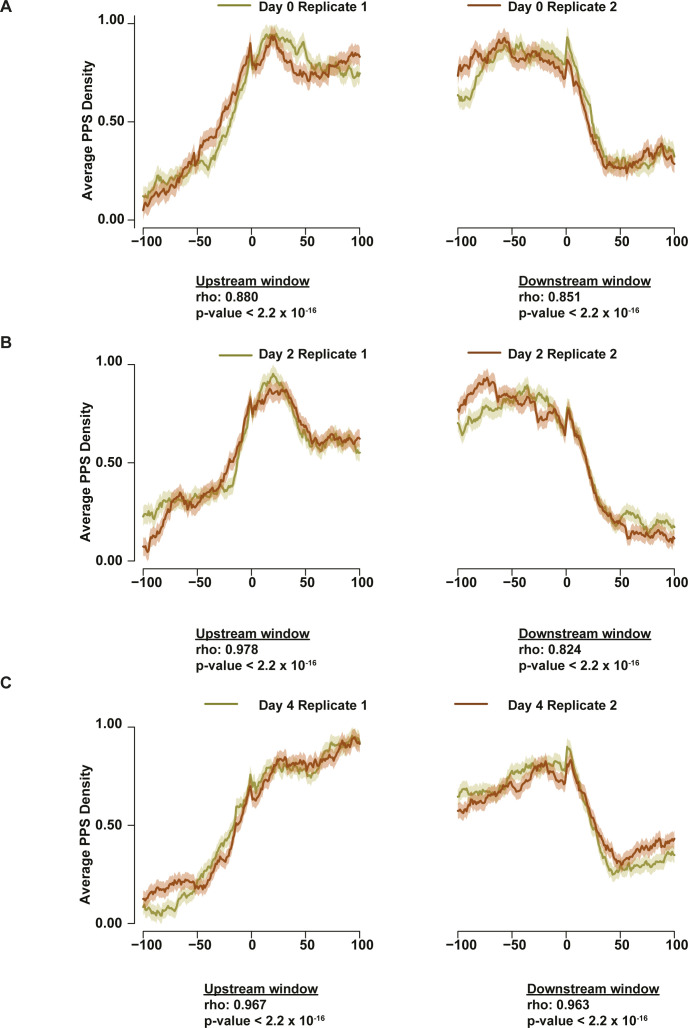
Protein-protected site (PPS) density is highly correlated around transcript start and stop sites. **(A, B, C)** Correlation of PPS density in the 200-nt window around the start and stop codon between the two biological replicates for all three time points (A: day 0, B: day 2, C: day 4) measured. PPS density values are normalized so that the highest density value becomes 1.0. Significance calculated using Spearman’s rho, all *P*-values < 2.2 × 10^−16^.

### The RNA–protein interaction landscape of developing red blood cells

Even after the previously described filtering step, we identified 245,466 total PPSs (total PPSs) across the three developmental time points (Fig 1B). On average, 41% of the PPSs were detected across both biological replicates at each of the three time points (high confidence PPSs), with the lowest reproducibility found in the 3′ UTRs (Fig S5A). This reproducibility compares favorably with CLIP-seq experiments, which generally produce <35% overlap between biological replicates, especially when considering the complexity of the RBP bound transcriptome in mammals (25). As further confirmation of bona fide RBP interaction site detection by PIP-seq, we overlapped our PPSs and a set of randomly generated mock PPSs with binding site calls for PABPC1 or PABPC4 from a high-quality CLIP-seq dataset (7). For both no treatment (day 0) and DMSO treatment for 2 d (day 2), PIP-seq detected PPSs were significantly (*P*-value < 2.2 × 10^−16^; χ^*2*^ test) more enriched for CLIP-detected PABPC1 and PABPC4-binding sites than a set of randomly selected background control set of sites (see the Materials and Methods section). Specifically, 9.53% of day 0 PABPC1 CLIP sites overlapped with the day 0 PPSs by at least one nucleotide compared to 0.24% of the background control set. Similarly, 7.41% of day 2 PABPC1 CLIP sites overlapped a high confidence PPS site, while only 0.29% of the same sites overlapped the background sites (Fig S5B). The same pattern of higher overlap between CLIP sites and actual PPSs as compared to background control sites was observed for PABPC4 CLIP-seq data for both day 0 and day 2 treatments. This recapitulation of known PABPC1 and PABPC4-binding sites in our de novo PPS detection confirms that PIP-seq is capable of detecting verifiable RBP–RNA interaction sites. Also, these data were remarkably consistent with PABPC1’s known interaction with the poly(A) tail (26, 27); PPSs that overlapped PABPC1 CLIP-sites showed a positive enrichment in the 3′ UTR identified PPSs (Fig S5C).

**Figure S5.**
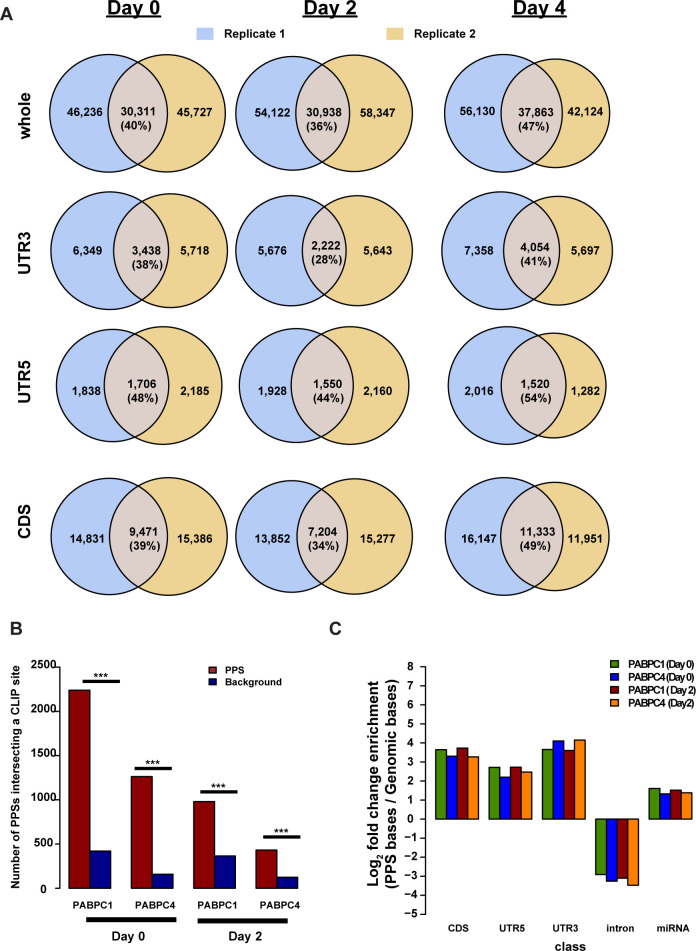
Characteristics of the PIP-seq dataset. **(A)** Overlap between protein-protected sites (PPSs) identified from two biological replicate PIP-seq experiments at each time point, separated by whole transcript, 3′ UTR, 5′ UTR, and CDS regions. **(B)** The number of PABPC1 or PABPC4 CLIP-seq identified binding sites that overlap high confidence PPSs (red bars) or a background set matched for strand, size, and chromosome distribution (blue bars) at day 0 and day 2. ***denotes *P*-value < 2.2 × 10^−16^, χ^2^ test. **(C)** Log_2_ enrichment of high confidence PPSs that overlap PABPC1 or PABPC4 CLIP-seq datasets at 0- or 2-d post induction separated by CDS, 5′ UTR, 3′ UTR, intron, or miRNA. Enrichment is calculated based on the number of bases in each class over the genomic total.

As outlined above, PIP-seq identified a total of 245,466 PPSs across the three developmental time points. These PPSs could be further classified into “control PPSs,” representing the PPSs that were found in undifferentiated cells (n = 49,663), or “developmental PPSs,” which are the PPSs found only in differentiated cells (n = 121,705). The rest of the PPSs were distributed among the possible combinations of time points, with 36,510 PPSs being shared between all three measured timepoints (Fig 1B). The PPSs were then grouped based on their genomic classification (i.e., intron, CDS, 3′ UTR, or 5′ UTR) within mRNAs. This revealed that the majority of PPSs are found within the intron (47–55%), followed by the coding sequence (CDS) (21–27%), and the 5′ and -3′ UTRs (8–12% total) (Fig 1C). Overall, these patterns showed no significant differences across the three time points examined in our data.

### Potential RBP–RNA interacting sites are evolutionarily conserved

Because RBP–RNA interaction sites can be sequence dependent, we hypothesized that functionally important interaction sites would be less prone to random genetic mutation. First, we characterized the nucleotide frequency of the PPSs and found that the nucleotides contained in PPSs seem to be equally distributed among the four bases with the exception of Cs, which are the least common nucleotide present in collection of identified PPSs (Fig 1D). We hypothesized that these PPSs, being potential sites of interaction between RBPs and RNAs, would be more conserved than sites that are not interacting with RBPs. Using a comparison of the 60-way PhastCon scores calculated using mammalian species (including guinea pig, kangaroo rat, and rabbit), we also found that PPSs have significantly (all *P*-values < 0.001, Kolmogorov-Smirnov test) higher PhastCon scores than their equally sized flanking regions that occur directly up- and downstream of the PPS (see the Materials and Methods section) (Fig 1E), indicating that PPSs are even more evolutionarily conserved than their neighboring regions. Consistent with our model, we observed that PPSs within exons had the highest PhastCon score, indicating that these PPSs are the most conserved throughout evolution. These results lead us to propose that PPSs, as potential interaction sites between RBPs and their target RNA, are less prone to the effects of genetic drift in mice, likely as a result of maintaining a sequence-specific interaction with a RBP(s) (20).

### RBP–RNA interactions are dynamic during terminal erythropoiesis

The current understanding of RBP–RNA interactions is that of a dynamic relationship where RBPs bind to specific locations along an RNA molecule depending on the RBP’s role in the RNA’s lifecycle. Thus, specific RBP–RNA interactions can occur in a cell and developmental specific context to affect a specific aspect of the target RNA molecule. In support of this, we witnessed the dynamics of these relationships in our PIP-seq data, as there were PPSs that are only detected after MEL cells have been induced to differentiate (Fig 1B), and we were able to subset the MEL transcriptome into transcripts that only had day 0 PPSs and those with PPSs only after differentiation induction (Fig 2A). An analysis of the mammalian phenotypes (MPs) associated with these two subsets of transcripts showed that both sets are associated with abnormal hematopoiesis phenotypes, such as abnormal blood physiology (Bonferroni: 0.015; day 0 PPSs), abnormal hematopoietic system physiology (Bonferroni: 0.025; day 0 PPSs), and hematopoietic system phenotype (Bonferroni: 0.028; day 2 and day 4 PPSs). As expected, these two subsets of transcripts also had differing GO enrichment patterns, with transcripts that contain just day 2 and day 4 PPSs being enriched for those encoding proteins required for erythrocyte development, whereas those with day 0 PPSs were enriched for mRNAs encoding proteins involved in DNA and RNA processing (Fig 2C).

**Figure 2.**
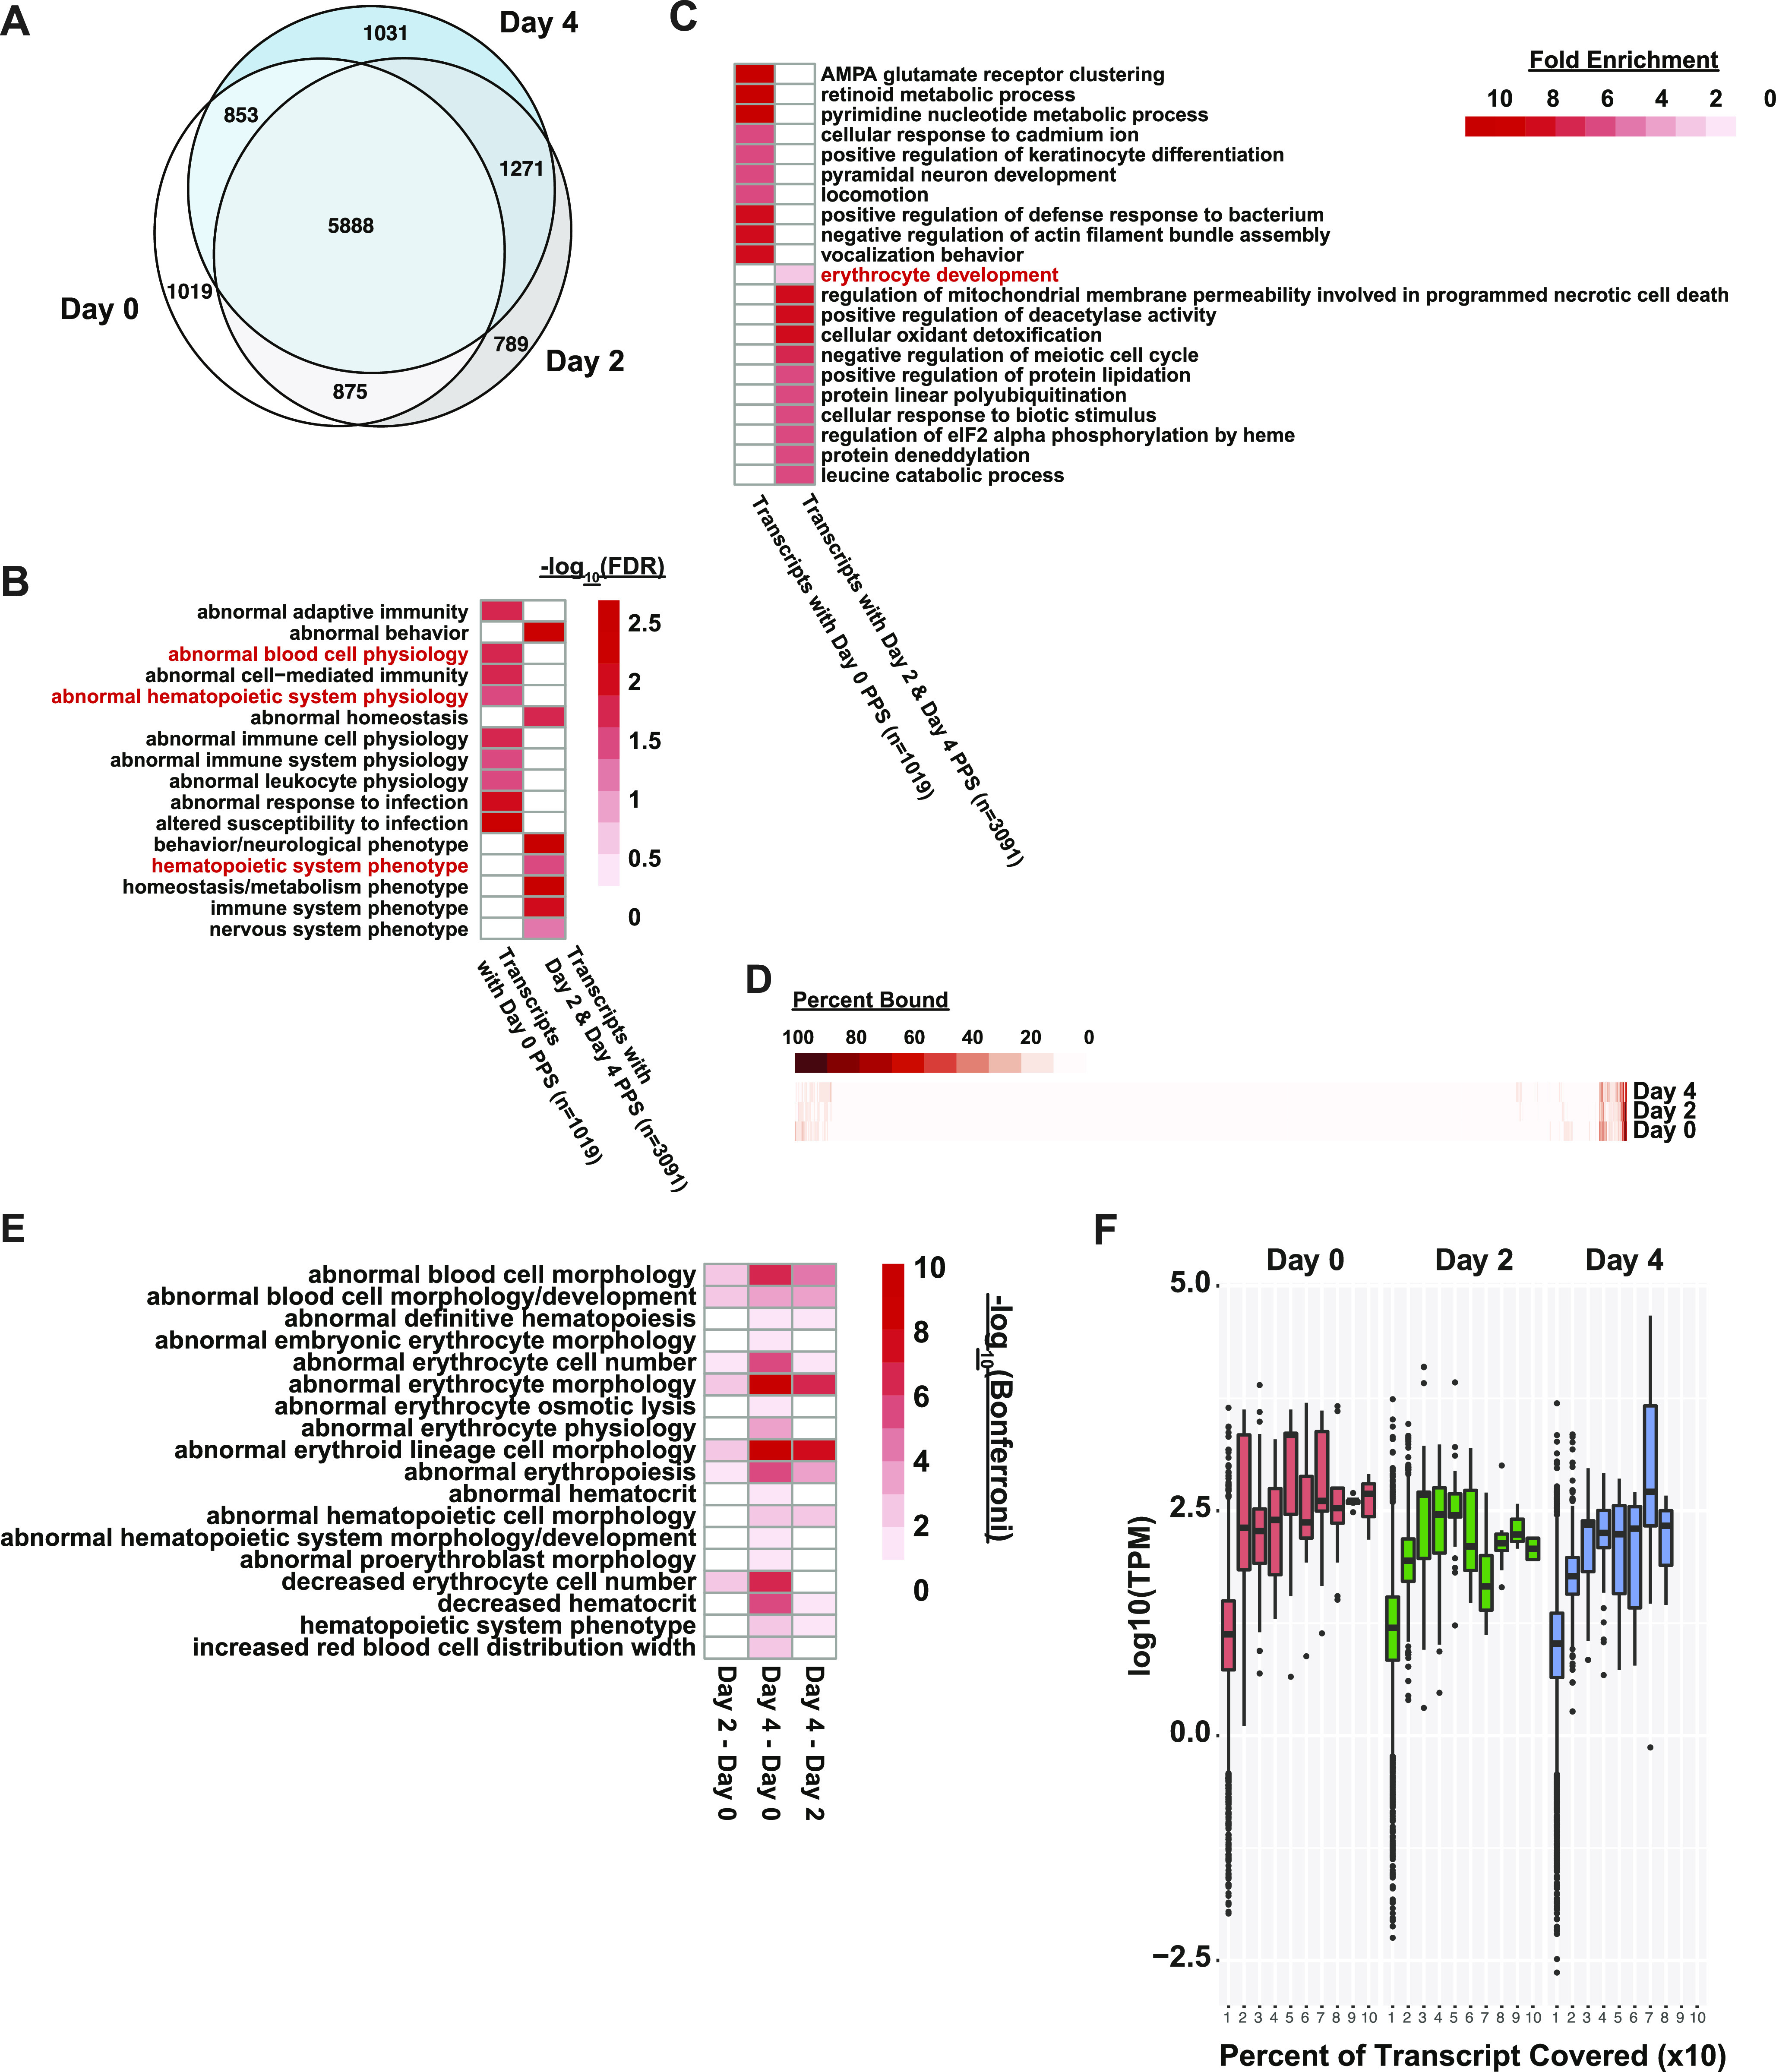
Dynamics of RBP–RNA interactions in mammalian erythropoiesis. **(A)** Euler diagram showing overlap of transcripts with high confidence protein-protected sites (PPSs) found at day 0 (white), day 2 (gray), or day 4 (light blue). **(B)** −log_10_ (false discovery rate) values of blood and hematopoiesis related mammalian phenotype terms associated with either transcripts that only have day 0 PPSs and genes that only have day 2 and day 4 PPSs. **(C)** Fold enrichment of top 10 top significant Gene Ontology (GO) terms and erythropoiesis related GO terms in transcripts with just day 0 PPSs or transcripts with day 2 or day 4 PPSs. Erythropoiesis relevant GO terms are highlighted in red. **(D)** Heat map of transcripts colored by the percentage covered by a PPS at 0, 2, or 4 d after induction. **(E)** Heat map of significant mammalian phenotypes related to erythropoiesis associated with the top 10% of transcripts that increase or decrease in PPS coverage in pairwise comparisons between MEL cells after 0, 2, or 4 d of differentiation. **(F)** Boxplot of transcripts per million values for transcripts at 0 (red), 2 (green), or 4 (blue) d after differentiation, grouped by the percentage of the transcript covered split into deciles.

When we measured the percentage of a transcript that was covered by a PPS at a given timepoint, we observed that some transcripts become increasingly bound throughout development, just as there were transcripts who become less covered as cells develop (Fig 2D). After identifying the transcripts with the largest increases or decreases in PPS coverage, we noted that they were enriched for transcripts related to abnormal hematopoietic phenotypes (Fig 2E). This led us to examine the relationship between the percentage of a transcript that is covered by PPSs and its RNA abundance. While we detected a visible positive trend between PPS coverage and RNA abundance as measured by median transcripts per million (TPM), we also noted that the range between TPMs in each of the deciles measured was very similar (Fig 2F). This suggests that although there is a minor correlation between PPS coverage and RNA abundance, there are definitely additional factors that regulate RNA-RBP interactions on mRNAs that are independent of RNA abundance.

### RNA-binding proteins are differentially regulated during terminal erythropoiesis

It has long been established that RNA-binding proteins play an essential role in regulating translation during erythropoiesis (28). Thus, we were interested in studying the regulation of their transcript abundance levels during mammalian erythropoiesis. The RBPDB catalog encompasses 515 murine RBPs (29). Using DAVID (30, 31) we were able to retrieve the appropriate RefSeq annotation for 472 of these RBPs and we examined whether the levels of their encoding mRNAs changed in abundance throughout erythropoiesis as modeled by our MEL cells. Out of the 472 RBPs, 127 of them were identified as being differentially abundant in at least one comparison with FDR < 0.05. 

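The RBPDB catalog was not used here. Families of RNA-binding proteins were instead taken by gene symbol (for example Rbm, Hnrnp, Srsf, Ddx, Dhx, Pcbp, Elavl, Celf and Larp), which gave 287 tested genes. Of these, 242 (84.3%) were called in at least 1 of the 3 comparisons between days at an edgeR adjusted p below 0.05. Adjustment over the families alone also called 242, and so did the fit with the replicate block. Among all 12489 tested genes, 9949 (79.7%) were called, so the families stood little above the other genes (odds ratio 1.38, Fisher's exact test, p = 0.0534). For day 4 against day 0, 72 family genes were higher and 151 lower. Requiring a log2 fold change of at least 1 changed the number most, to 96.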

Functionally, these differentially expressed RBPs were involved in splicing (Bonferroni: 6.67 × 10^−35^, hypergeometric test), mRNA transport (Bonferroni: 0.009, hypergeometric test), and positive regulation of translation (Bonferroni: 0.013, hypergeometric test). Furthermore, of the 58 RNA-binding proteins that have established roles in the erythropoietic pathway according to their GO annotations, 13 are differentially abundant in our MEL model, with the majority of them showing decreased abundance during the course of this developmental process (Fig S6A). 

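Fig S6A names 55 of these genes, of which 52 were tested, while Anxa1, Rbm47 and Tlr9 had 0, 7 and 11 counts over the 6 libraries. At day 2 or day 4 against day 0, 43 of the 52 were called at an edgeR adjusted p below 0.05, 17 higher and 26 lower, and adjustment over the list alone also called 43. In the single comparisons, day 2 against day 0 gave 33 (15 higher, 18 lower) and day 4 against day 0 gave 39 (16 higher, 23 lower). Over all 3 comparisons, the fit with the replicate block called 44. With a log2 fold change of at least 1 required, 12 remained of those called, 4 higher and 8 lower. The largest falls at day 4 were those of Zc3h8 (NM_020594, chromosome 2 from 128926268 to 128944084; log2 fold change -2.17, standard error 0.21, edgeR adjusted p = 3.73e-06) and Rrs1 (NM_021511, chromosome 1 from 9545408 to 9547455; -1.92, standard error 0.21, edgeR adjusted p = 8.72e-06). The largest rise was that of Zfp36 (NM_011756, chromosome 7 from 28376784 to 28379228; 1.98, standard error 0.20, edgeR adjusted p = 5.21e-06). With the block these were -2.18, -1.90 and 1.98 (edgeR adjusted p = 1.82e-05, 4.82e-05 and 2.35e-05). Jmjd6 (NM_033398) was lower at day 2 (-1.48, standard error 0.11, edgeR adjusted p = 1.19e-06) and at day 4 (-1.37, standard error 0.11, edgeR adjusted p = 7.94e-07), with the same rounded values under the block (edgeR adjusted p = 8.56e-06 and 4.9e-06).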

The change in their abundance suggests that these RBPs are either responding to, or acting in, the erythropoietic process.

**Figure S6.**
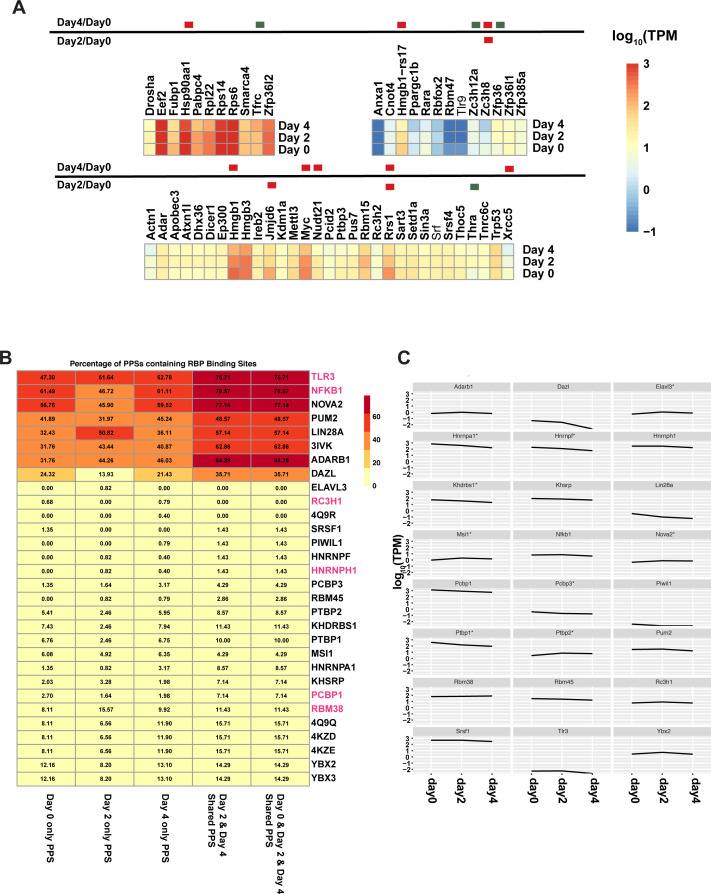
Abundance of transcripts encoding known RNA-binding proteins (RBPs) and predicting the corresponding RBP-binding sites in protein-protected sites (PPSs). **(A)** Average transcripts per million values for transcripts with RNA binding and erythropoiesis Gene Ontology annotations at 0-, 2-, and 4-d post DMSO induction. Significantly differentially abundant transcripts (false discovery rate < 0.05) are denoted with a colored box next to the transcript name, with red boxes indicating significant decreases and green colored boxes indicating significant increases. **(B)** The percentage of PPSs 400–500 nucleotides downstream of the stop codon in the 3′ UTR that contain a possible binding site for the listed RBP. PPSs are restricted to those found in both replicates and binding sites are detected using the ATtRACT database and restricted to *Mus musculus* specific RBPs. RBPs highlighted in red are known to have listed as having abnormal hematopoietic phenotypes when mutated according to MGI. **(C)** Line plots of average transcripts per million values for the *Mus musculus* RBPs used in **(B)**. Transcripts with significant differential abundance in at least one pairwise comparison are noted with an asterisk next to its name.

We have previously demonstrated that PPSs identified in the PIP-seq analysis are sites of RBP–RNA interactions (8, 19, 20, 21). Thus, we leveraged databases such as ATtRACT (32) and RBPDB (29), which contain experimentally determined binding sequences of several murine RBPs, to interrogate whether our PPSs contained the known interaction sequences of any characterized RBPs. To minimize the influence of ribosomal binding, we focused on high confidence PPSs found in the 3′ UTR. Using ATtRACT, we first scanned these PPSs for the binding sequences of potential RBP partners and saw that suggested RBPs were, for the most part, known to play roles in regulating hematopoiesis (Fig S6B). For example, proteins that seem to bind to enriched sequences found in PPSs at 2- and 4-d post induction include PUM2, which is known to regulate hematopoiesis (33), and ADAR1/ADAR2. The protein ADAR1 is essential for erythropoiesis in mice by providing adenosine-to-inosine RNA editing (34), whereas ADAR2 is suspected to be a marker for myeloid blast cell differentiation (35). In addition, the search also identified potential binding sites for the RNA-binding proteins DAZL and TLR3. Whereas DAZL has no currently known roles in erythropoiesis, TRL3 mutant mice do exhibit abnormal hematopoietic phenotypes that include abnormal B and NK cell physiology (36), suggesting TLR3 and potentially DAZL as candidates for future validation. The ability to use our collection of PPSs to identify prevalent motifs for known RBPs creates an attractive method for identifying RBPs that may have, as of yet, unidentified roles in erythropoiesis and provides a valuable resource for developing future research directions.

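Of the 24 RNA-binding protein genes named in Fig S6C, 20 had enough counts to be tested. Dazl had 6 counts over the 6 libraries, Lin28a had 1, and Piwil1 and Tlr3 had 0. At an edgeR adjusted p below 0.05, 18 of the 20 were called in at least 1 comparison, 7 higher and 11 lower. The list-wide adjustment called 17, without Pum2, and the replicate block also called 17. By comparison, 14 were called for day 2 against day 0, 5 for day 4 against day 2 and 17 for day 4 against day 0. A required log2 fold change of at least 1 moved the number most, to 9, with 4 higher and 5 lower. Pcbp3 (NM_021568, chromosome 10 from 76761854 to 76962117) had 31 and 35 counts at day 0 and 1 count in each day 4 library, and was at least 8.8-fold lower at day 4. Elavl3 (NM_010487, chromosome 9 from 22015005 to 22052146) rose from 12 and 17 counts at day 0 to 37 and 51 at day 4, a log2 fold change of 1.74 (standard error 0.35, edgeR adjusted p = 0.000894, and 1.75 with the block, edgeR adjusted p = 0.0011). Ptbp2 (NM_019550, chromosome 3 from 119718741 to 119784647) rose by 1.47 (standard error 0.12, edgeR adjusted p = 1.08e-06, and also 1.47 with the block, edgeR adjusted p = 6.65e-06). Several calls were small, such as Khsrp with -0.28 for day 4 against day 0 (edgeR adjusted p = 0.043) and Pum2 with -0.32 for day 4 against day 2 (edgeR adjusted p = 0.0496, and 0.055 with the block). Scaled by total counts, Khsrp changed by -0.17 and was not called.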

When we queried our mRNA-seq data for the abundance pattern of transcripts encoding RBPs, we noted that mRNAs encoding nine of those RBPs showed patterns of differential abundance in at least one pairwise comparison, suggesting that they are themselves under regulation in mammalian erythropoiesis development. Interestingly, Tlr3 and Nfkb1, which were the two RBPs with the most potential sites in the sequences that were scanned by ATtRACT, were not among the transcripts with differential mRNA abundance. This lack of correlation may reflect a need for the cell to maintain a steady state of these mRNAs throughout the erythropoiesis process (Fig S6C). However, we did note that Nova2 showed a significant increase in abundance in day 4 cells compared with uninduced cells and our high confidence PPSs showed that a large portion of them contained a potential binding site for the NOVA2 protein. This observation supports NOVA2 as an attractive candidate for the regulation of mammalian erythropoiesis. 

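Tlr3 (NM_126166, chromosome 8 from 45395665 to 45411075) had 0 counts in every library, so it was not detectable at this depth, where 3 counts were taken as the floor of detection. Nfkb1 (NM_008689, chromosome 3 from 135584655 to 135691969) was at 69.5 ± 1.33 CPM at day 0, 68.2 ± 0.725 at day 2 and 56.6 ± 3.25 at day 4 (SD, n = 2). Its log2 fold change was -0.03 for day 2 against day 0 (standard error 0.10, edgeR adjusted p = 0.827) and -0.27 for day 4 against day 2 (standard error 0.10, edgeR adjusted p = 0.0646). Day 4 against day 0 gave -0.30 (standard error 0.10, edgeR adjusted p = 0.0206, and also -0.30 with the replicate block, edgeR adjusted p = 0.025), and from -0.35 to -0.24 with each library of those days left out in turn. This call depended on the scaling: with total counts alone the value was -0.18 (edgeR adjusted p = 0.15), the upper end of a range from 0.0132 over the alternatives. Total counts gave 0.17 for day 2 against day 0 (edgeR adjusted p = 0.176) and called the step from day 2 to day 4, at -0.35 (edgeR adjusted p = 0.0278).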

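Nova2 (NM_001029877, chromosome 7 from 18925888 to 18965319) was near the lower limit of what the test covered, with 16 and 28 counts in the day 0 replicates, 40 and 44 at day 2 and 40 and 59 at day 4. In CPM this was 0.478 ± 0.122, 0.927 ± 0.0442 and 1.21 ± 0.138 (SD, n = 2). The log2 fold change was 0.93 for day 2 against day 0 (standard error 0.30, edgeR adjusted p = 0.0187, and 0.0235 with the replicate block, but 0.107 with DESeq2) and 1.32 for day 4 against day 0 (standard error 0.29, edgeR adjusted p = 0.00188, and also 1.32 with the block, edgeR adjusted p = 0.00319). The step from day 2 to day 4, at 0.39 (standard error 0.27, edgeR adjusted p = 0.297), was within the replicate error. With single day 0 and day 4 libraries left out, the value for day 4 against day 0 ran from 1.09 to 1.61.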

Taken together, our results demonstrate that the transcripts encoding several of the known RBPs are differentially regulated in erythropoiesis and that we can use our PPSs to look for potential regions of RBP–RNA interactions for these known RBPs. Furthermore, we were able to identify several RBPs whose abundances change throughout erythropoiesis and could also potentially bind to high confidence PPSs based on their validated binding sequence.

### RNA secondary structure and RBP-binding landscapes are dynamic in erythropoiesis

To compare the patterns of RNA secondary structure and RBP binding, we focused on the region 400 nt up- and downstream of the start and stop codon of detectable mRNAs expressed in the three developmental time points, as these regions have important regulatory functions in mRNA fate and function. We calculated the RNA secondary structure of 22,605 transcripts for all three time points and uncovered progressive increases in the level of RNA secondary structure in both of these regions during the later stages of mammalian red blood cell development (all *P*-values < 0.001; Wilcoxon test) (Fig 3A). In the 3′ UTR, our RNA secondary structure analysis revealed an overall increase in RNA secondary structure during mammalian erythropoiesis, suggesting that 3′ UTRs are collectively becoming more double-stranded during this developmental process. The pattern is less clear when it comes to the 5′ UTR. In the 5′ UTR, we observed the interesting pattern of a decrease in RNA secondary structure going from day 0 to day 2 cells and then an increase in RNA secondary structure in the same region at day 4 such that, on average, the region becomes more double-stranded in day 4 cells than in day 0 cells. Of note is that the mean RNA secondary structure immediately surrounding the annotated start and stop codons increased throughout development. This general increase in RNA secondary structure is likely to result in RNAs acquiring a more energetically favorable state (more paired) during these later stages of development. In total, these findings reveal large-scale changes in RNA secondary structure during a mammalian cell developmental process, which could be one of the ways that these transcripts are post-transcriptionally regulated in erythropoiesis. Because RNA secondary structure is an important part of post-transcriptional regulation, the transcripts that show marked difference in RNA secondary structure throughout development could be those that are functionally important to mammalian erythropoiesis.

**Figure 3.**
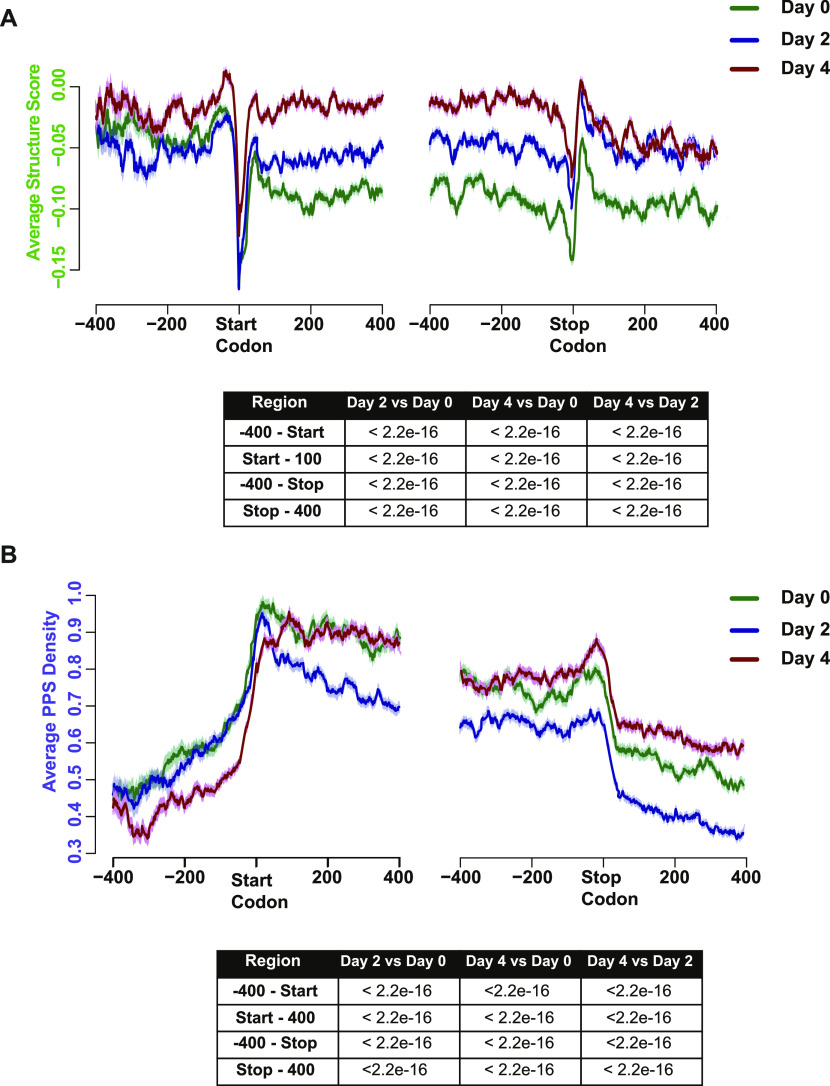
Distinct RNA-protein and RNA secondary structure profiles in differentiating MEL cells. Scaled RNA secondary structure score (top) or average protein-protected site density profiles (bottom) at each nucleotide ± 400 nt from the annotated start or stop codons in detectable mRNAs expressed in MEL cells before (green lines) as well as 2 (blue lines) or 4 (dark red lines) d after MEL cell differentiation. Table below each chart lists the calculated *P*-value for the ± 100 nt surrounding the start and stop codon per the Wilcoxon rank sum test. Solid lines indicate the average value at the position and shading around the lines represent ± SEM.

We then measured the PPS density of the same 22,605 transcripts across the three time points and found that PPS density of transcripts is higher in the CDS as than the UTRs, with a slight peak of protein binding directly over the start and stop codons (Fig 3B). In contrast, RNA secondary structure presented a dramatic decrease at both UTR-CDS junctions over the translation start and stop codons and then rose again throughout the CDS and UTR regions (Fig 3A). In the 5′ UTR, day 2 and day 0 PPS density seem to be at similar levels whereas day 4 PPS density is markedly decreased until the start codon. In the 400-nt window after the start codon, we see that PPS density levels between day 0 and day 4 are overlapping, whereas day 2 levels drop noticeably. The greatest separation between the three time points is observed in the 400-nt window after the stop codon, where we observed that day 2 PPS density levels drop significantly when compared with day 0 levels, whereas day 4 PPS density values were significantly (all *P*-values < 0.001; Wilcoxon test) higher than those at day 0 (Fig 3). Our data revealed an increase in RNA secondary structure in the 5′ UTR of day 4 cells in comparison to uninduced cells and, in the same region, we observed a decrease in PPS density, suggesting that the increase in RNA secondary structure and decrease in RBP–RNA interaction are related. Overall, the structured 5′ UTRs observed at day 4 could serve to impede the binding of RBPs that could regulate the translation or other functionalities of those particular transcripts (37). RBPs have been shown to bind to the 3′ UTR to control mRNA stability and also translation in erythropoiesis (28), and the increase in PPS density in the region at day 4 could be a result of the cell stabilizing the transcripts that are still present in the later stages of development as transcription is decreased. In total, our results demonstrate wide-spread rearrangements of RBP binding near the translation start and stop codons during the process of erythroid terminal differentiation.

As a large portion of the overall transcriptome in late-stage erythroid differentiation is taken up by globin (e.g., Hbb) transcripts, we wondered how much, if any, Hbb contributed to the overall patterns of RNA secondary structure and PPS density changes observed in our PIP-seq analysis. To answer that question, we re-analyzed our data after removing Hbb transcripts and found that neither the RNA secondary structure (Fig S7A) nor the PPS density patterns (Fig S7B) demonstrated appreciable changes, and thus we retained Hbb in all subsequent analyses. We also further investigated the relationship between PPSs and RNA secondary structure by calculating the change in RNA secondary structure for PPSs that are found in the 3′ UTR or the 5′ UTR. For PPSs that were detected in the UTRs at any time point, the average RNA secondary structure showed a very minor increase when we compared induced cells to uninduced cells (Fig S8A), although the values ranged from -3 to 2.6. We observed a similar spread of change in RNA secondary structure scores when we specifically examined PPSs that were only found in induced cells (Fig S8B). These findings suggest that the presence or absence of a PPS is not uniformly correlated with an increase or decrease in RNA secondary structure in the untranslated regions.

**Figure S7.**
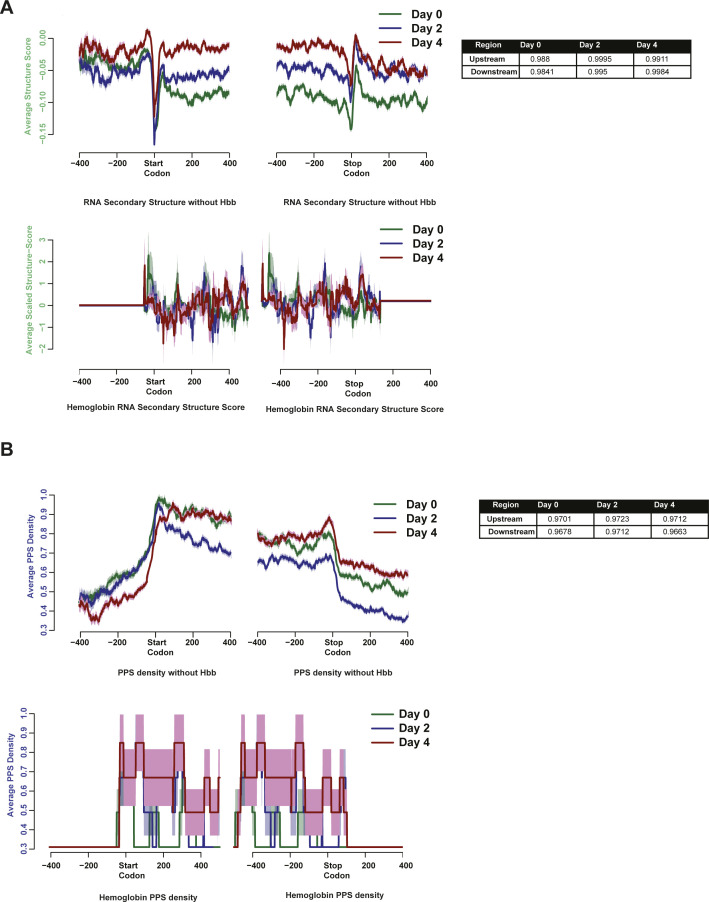
RNA secondary structure and RNA–protein interaction profiles show similar anti-correlation patterns throughout development. **(A)** RNA secondary structure profile of all transcripts plotted in Fig 3, with the exception of *Hbb* (top) and the RNA secondary structure profile of *Hbb* (bottom). Table to the right indicates the *P*-value in Welsh’s *t* test comparing RNA secondary structure scores in the full set of transcripts with the set of transcripts without *Hbb*. Solid lines represent the average value at the position and shading around the lines represent ± SEM. **(B)** protein-protected site (PPS) density profile for the same set of transcripts as in Fig 3 with the exception of globins (*Hbb-y*, *Hbb-bh1*, *Hbb-bh2*, *Hbb-bt*, *Hba-a2*, *Hba-a1*, and *Hba-x*) (top) and the PPS density profile of the globin transcripts listed above (bottom). Table to the right indicates the *P*-value in Welsh’s *t* test comparing PPS density profiles in the full set of transcripts with the set of transcripts without *Hbb*. Solid lines represent the average value at the position and shading around the lines represent ± SEM.

**Figure S8.**
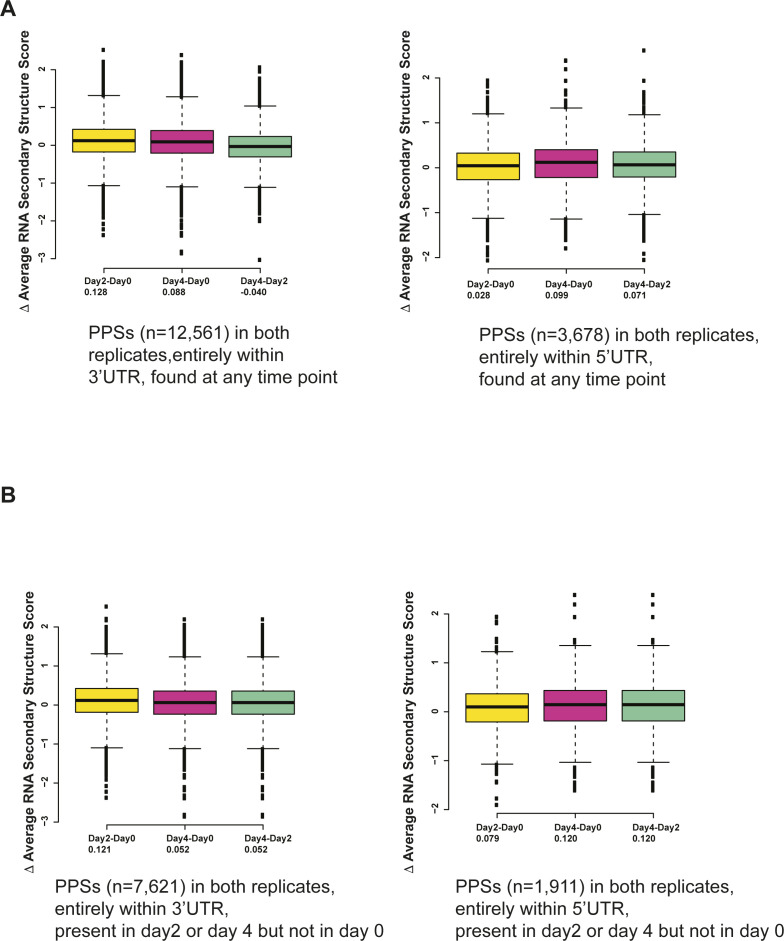
Change in average RNA secondary structure for selected protein-protected sites (PPSs) found in 3′ UTR and 5′ UTR. **(A)** Change in RNA secondary structure in day 2–day 0 (yellow), day 4–day 2 (pink), and day 4–day 0 (green) for PPSs found at any time point in both replicates in the 3′ UTR (left) or in the 5′ UTR (right). Mean change in RNA secondary structure written below the labels. **(B)** Change in RNA secondary structure in day 2–day 0 (yellow), day 4–day 2 (pink), and day 4–day 0 (green) for PPSs found at either in day 2 or day 4 in both replicates in the 3′ UTR (left) or in the 5′ UTR (right). Mean change in RNA secondary structure written below the labels.

Although the addition of an RBP–RNA interaction site in the UTRs did not lead to a consistent increase or decrease in RNA secondary structure, we do observe an anti-correlation between RBP–RNA interaction sites and RNA secondary structure on a global scale when we examine the window around the start and stop codons in entire transcriptome instead of focusing on specific transcripts. Consistent with previous studies carried out in Arabidopsis (20, 21), our combined analyses of RBP binding and RNA secondary structure revealed that these two features tend to be generally anti-correlated features across all detectable mRNAs (Spearman’s ρ ≤ −0.25; *P*-values < 3.97 × 10^−4^; asymptotic *t* approximation) in all three developmental time points (Fig S9A–C). In addition to this transcriptome-wide pattern for all three time points, we found on average that the strongest anti-correlations occurred in the last 100 nt of the 5′ UTR and into the first 100 nt of the CDS (Spearman’s ρ ≤ −0.46; *P*-values < 1.03 × 10^−11^; asymptotic *t* approximation) as compared with the 200 nt surrounding the stop codon, which demonstrated less, but still significant, anti-correlation in the two developmental time points (Fig S9A–C). In general, these findings reveal that RNA secondary structure and RBP binding tend to be anti-correlated features in mammalian red blood cell progenitors.

**Figure S9.**
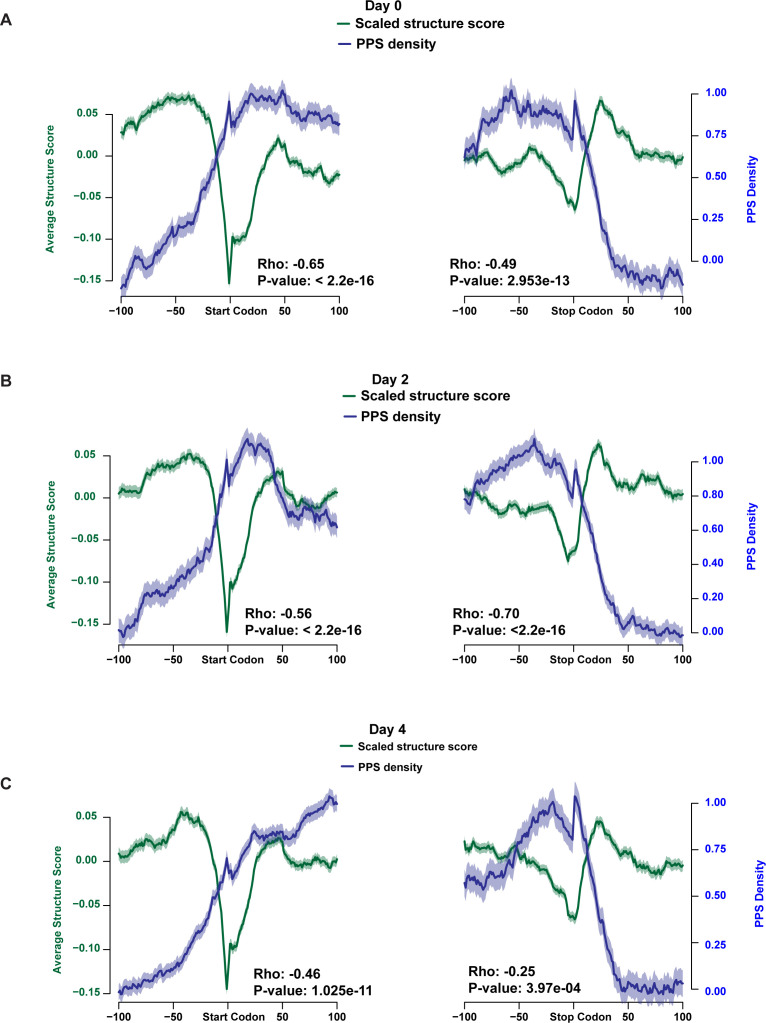
RNA secondary structure and RNA–protein interaction profiles show similar anti-correlation patterns throughout development. **(A, B, C)** protein-protected site density (blue lines) and scaled structure score (green lines) for detectable mRNAs at each nucleotide ± 100 nt from the annotated start or stop codons in MEL cells before (A) as well as 2 (B) and 4 (C) d after induction of MEL differentiation. Spearman’s rho correlation between the protein-protected site density and scaled structure score across the region and *P*-value are indicated below graphs. Solid lines represent the average value at the position and shading around the lines represent ± SEM.

We then separated the transcripts into percentiles based on the changes in their RNA secondary structure and analyzed the enriched GO terms and MPs associated with those that show the most increase in RNA secondary structure, those that show the most decrease in RNA secondary structure, and those that show little change (45–55^th^ percentiles of change) in RNA secondary structure as controls. When we looked at the change in differentiated cells from their undifferentiated state, we found that most of the enriched GO terms are involved in general biological pathways, including primary metabolic and nucleic acid metabolic process (Fig 4A). In terms of mammalian physiology, transcripts that increase or decrease in RNA secondary structure are both associated with general organismal survival. We observed that transcripts which fall within the top 10% of transcripts that increase or decrease in structure after 4 d of DMSO-induction display enrichment for phenotypes such as abnormal erythropoiesis (FDR: 0.01), abnormal definitive hematopoiesis (FDR: 0.002), and abnormal blood cell morphology/development (FDR: 3.18 × 10^−5^) (Fig 4B). Overall, our findings revealed an enrichment for transcripts encoding proteins associated with hematopoietic processes and phenotypes in those that exhibit larger increases in RNA secondary structure around the start codon, particularly when comparing cells in the later stages of red blood cell development with undifferentiated control samples.

**Figure 4.**
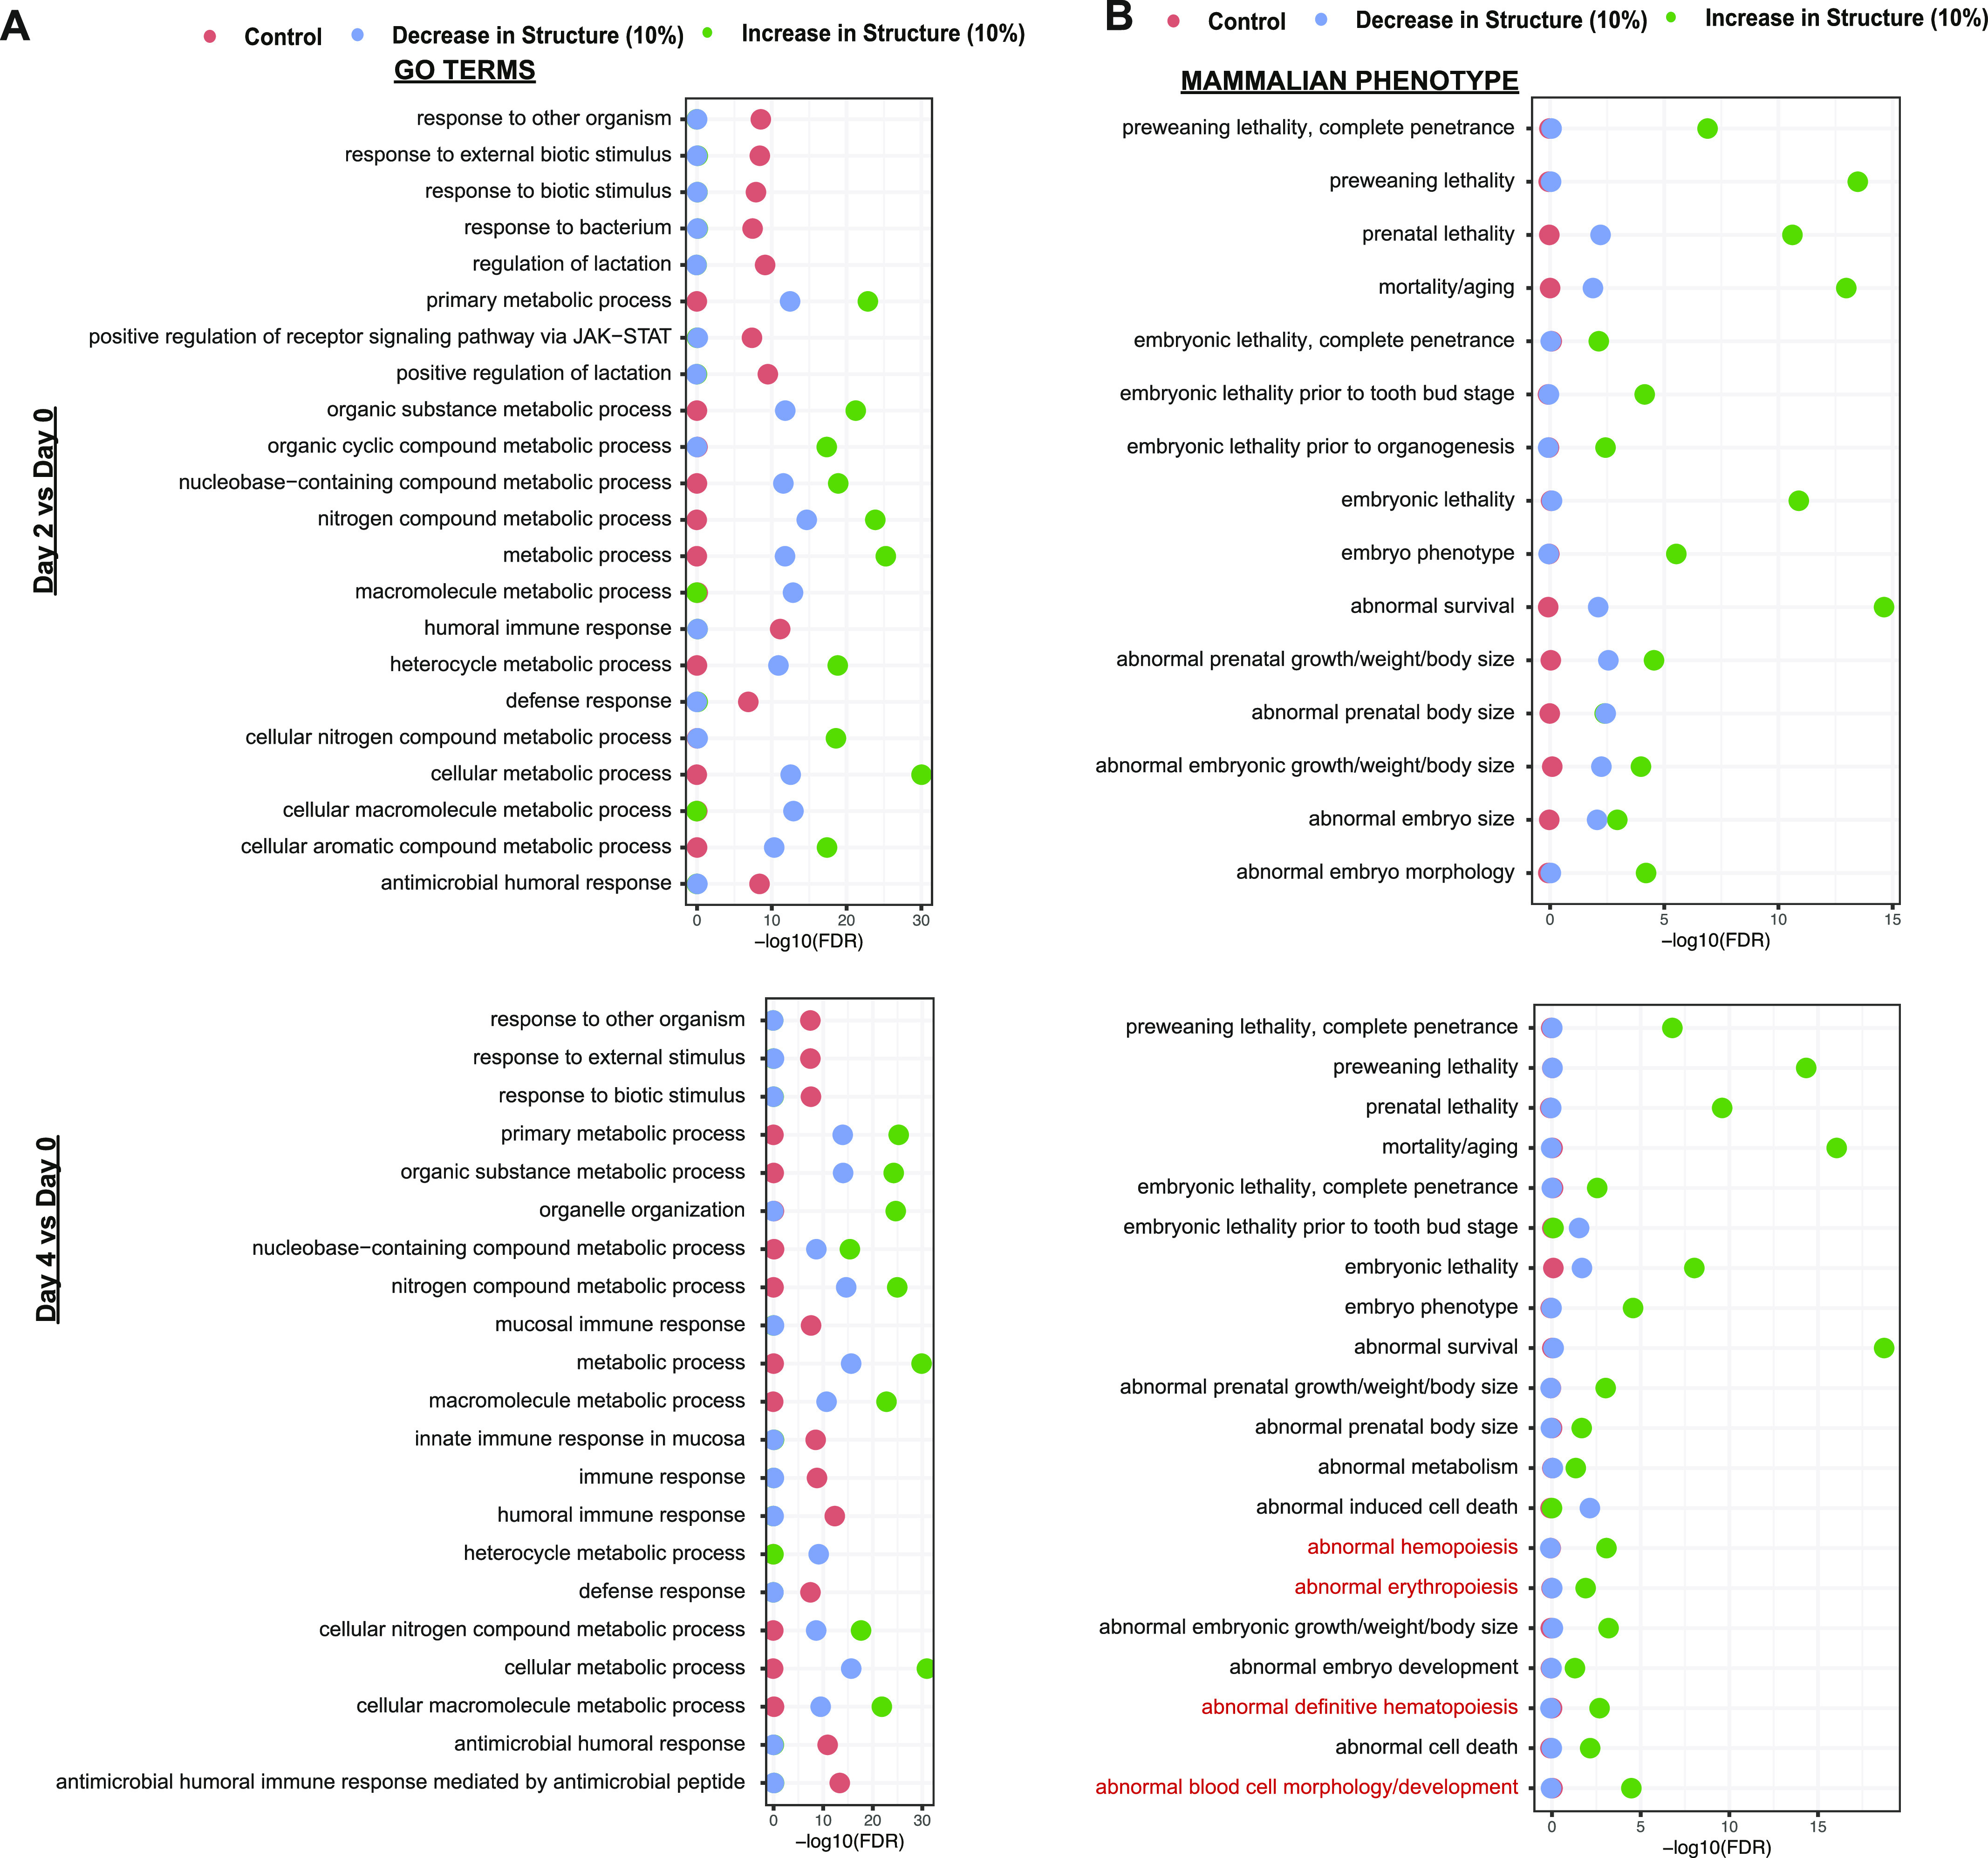
Transcripts with the most change in RNA secondary structure are associated with hematopoietic phenotypes. **(A)** −log_10_(false discovery rate) of Gene Ontology enrichment associated with three sets of transcripts: control set of transcripts (45–55^th^ percentile of change in RNA secondary structure score; red dots), transcripts with the highest 10% decrease in RNA secondary structure score (green dots), and transcripts with the highest 10% of increase in RNA secondary structure score (blue dots). Change is calculated between day 2 and day 0 cells (top) and day 4 and day 0 cells (bottom). **(B)** Mammalian phenotypes associated with three sets of transcripts: control set of transcripts (45–55^th^ percentile of change in RNA secondary structure score; red dots), transcripts with the highest 10% decrease in RNA secondary structure score (green dots), and transcripts with the highest 10% increase in RNA secondary structure score (blue dots). Change is calculated between day 2 and day 0 cells (top) and day 4 and day 0 cells (bottom). Hematopoietic related terms are highlighted in red.

Next, we used the change in the average RNA secondary structure score in the 200-nt window around the start codon to partition the transcripts into six distinct clusters. Each of the six clusters showed different dynamics in the pattern of changes in RNA secondary structure around the start codon. However, the changes in RNA secondary structure did not appear to correlate with changes in mRNA abundance or in PPS coverage. In fact, when comparing the mRNA abundance patterns for all six clusters, we noticed that they all exhibited a similar pattern despite how their RNA secondary structure changed throughout development (Fig 5A). In addition, most of the transcripts showed no change in how much of the transcript is covered by RBP binding events, irrespective of the change in RNA secondary structure. This lack of correlation among RNA secondary structure conformation, RBP–RNA interaction, and mRNA abundance suggests that these parameters do not have a cause-and-effect relationship and appear to be largely independent of each other when interrogated on a global scale.

**Figure 5.**
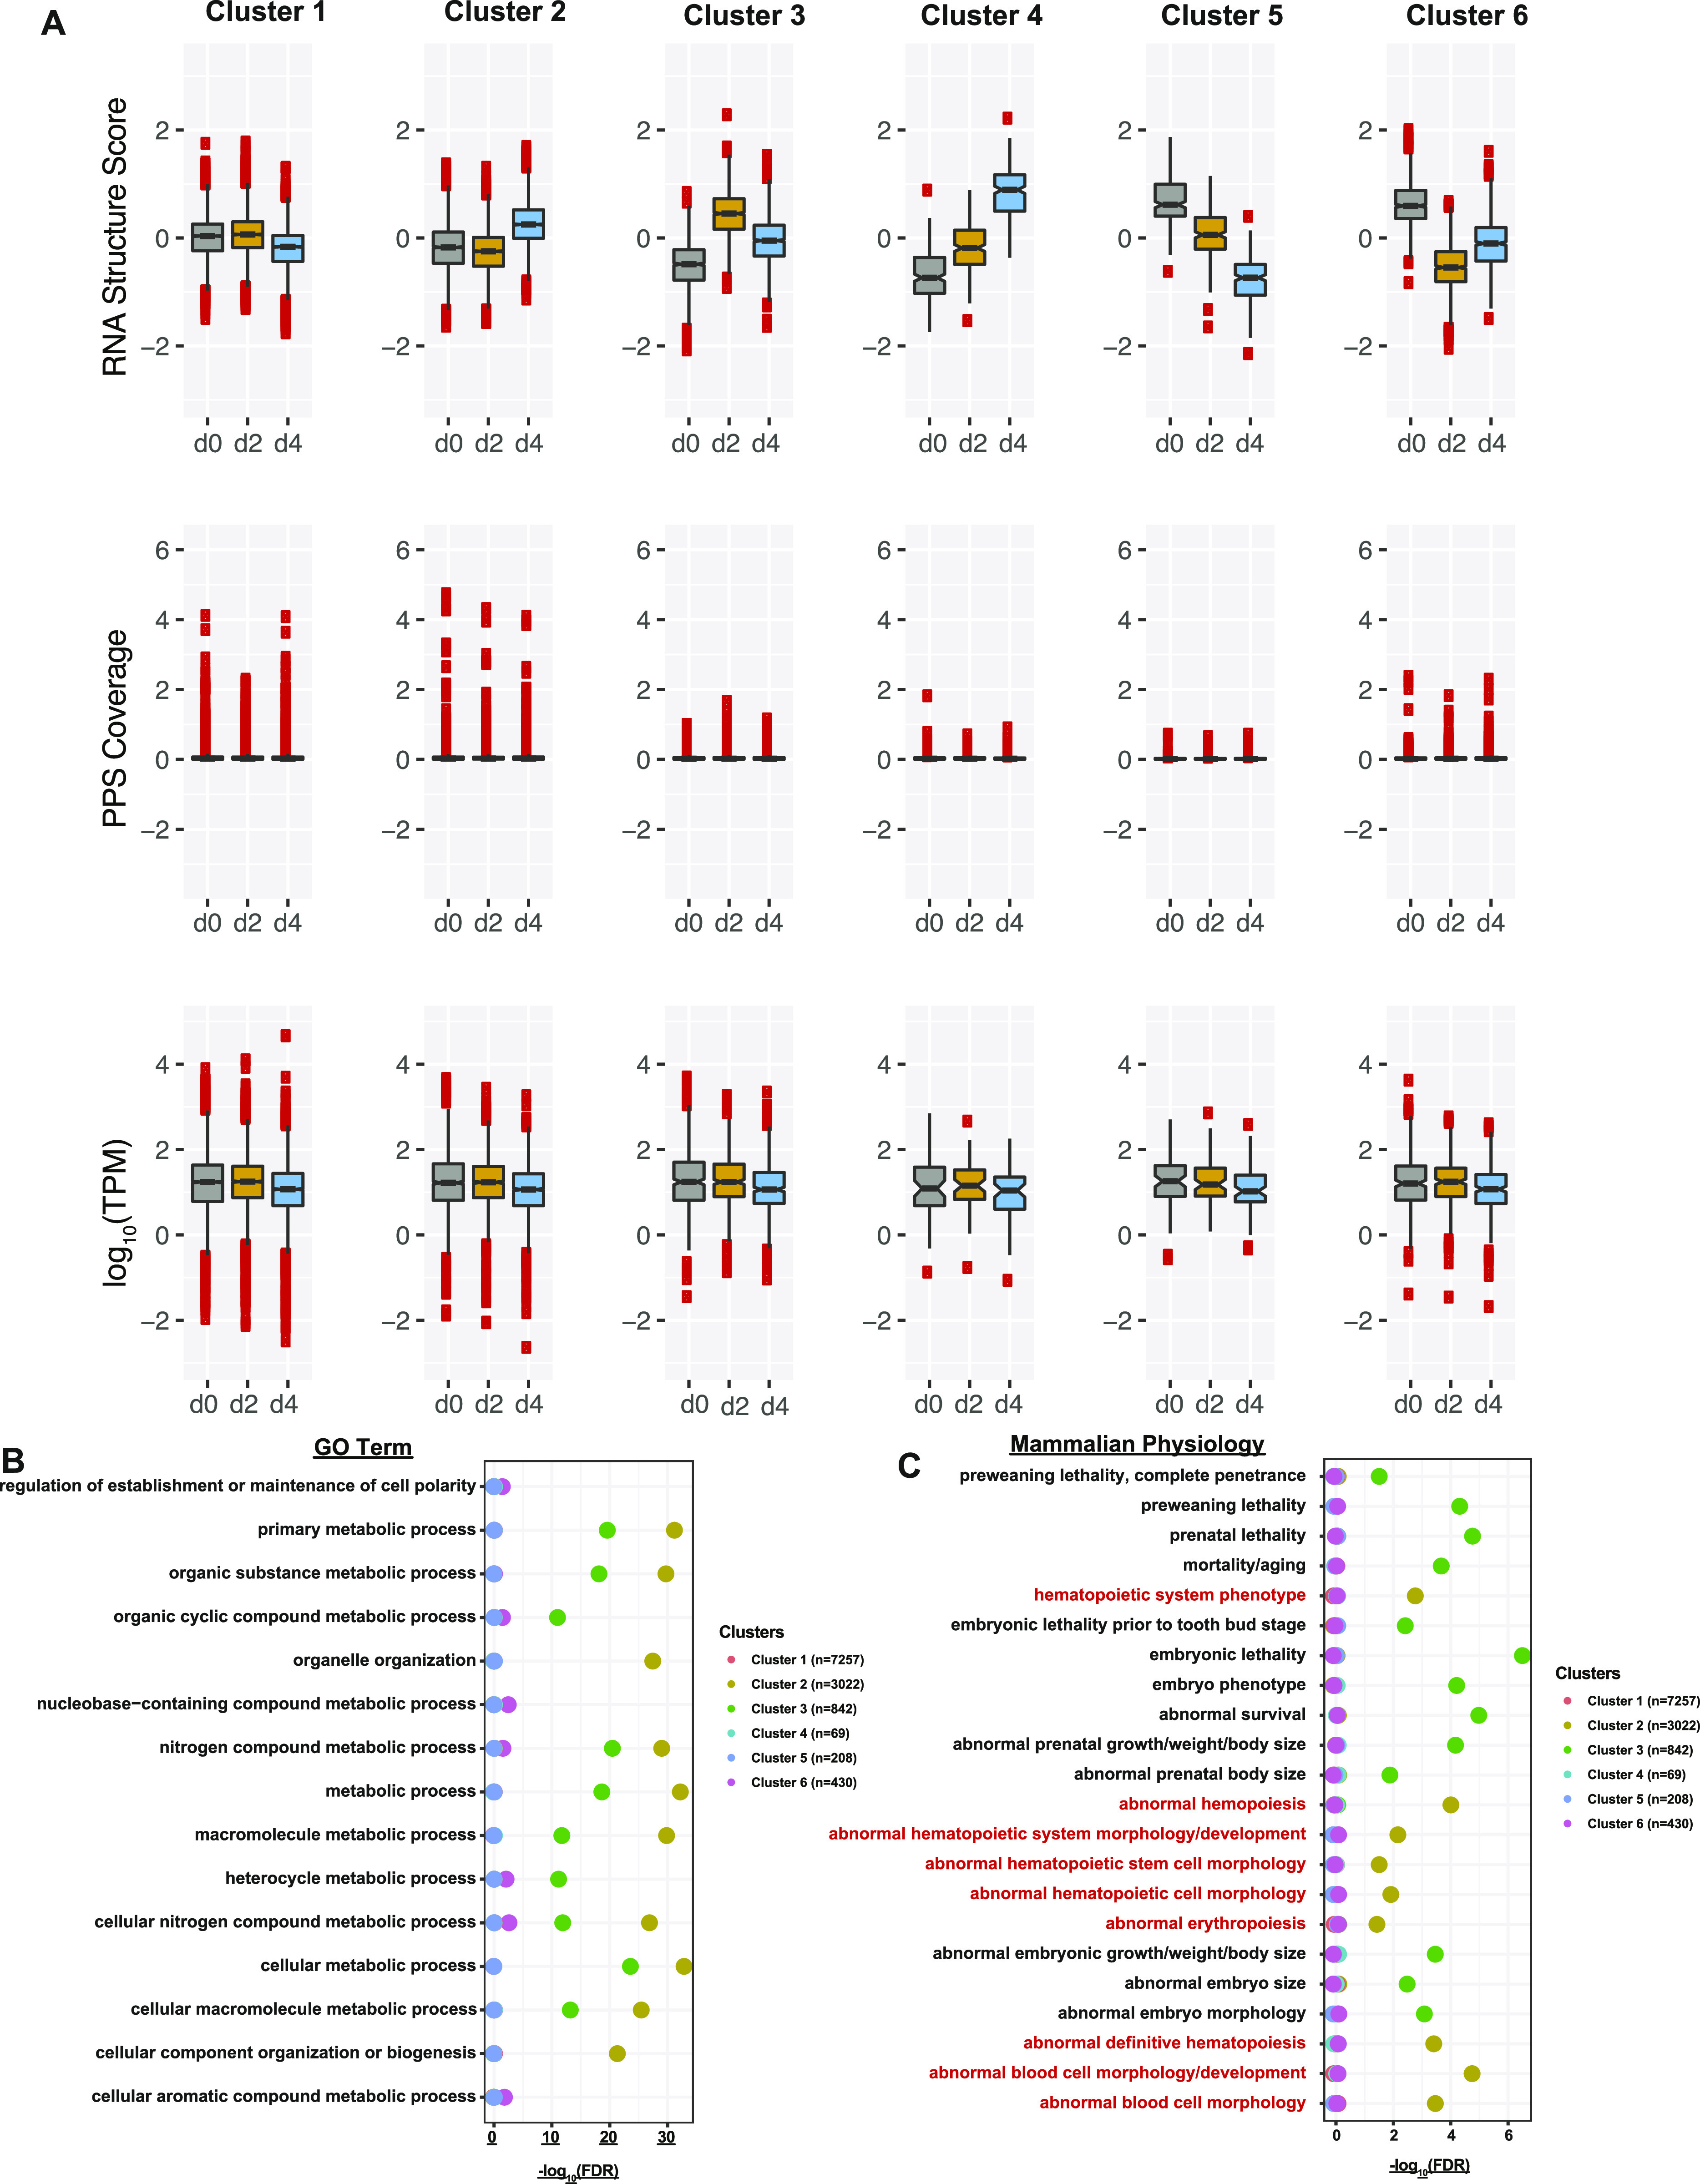
Hierarchical clustering of transcripts based on their patterns of RNA secondary structure score during MEL cell differentiation. **(A)** The RNA secondary structure score (top), protein-protected site coverage (middle), and normalized mRNA abundance (bottom) distribution of transcripts in each of the six clusters identified by hierarchical clustering at day 0 (gray box), day 2 (yellow box), and day 4 (blue box). **(B)** −log_10_(false discovery rate) of Gene Ontology enrichment of the transcripts identified in each cluster. Erythropoiesis related terms are highlighted in red. **(C)** −log_10_(false discovery rate) of any mammalian phenotypes associated with transcripts in each of the clusters. Erythropoiesis related terms are highlighted in red.

When we examined what biological processes the proteins encoded by the transcripts in each of the clusters were involved in, cluster 1 showed no significant enrichment for terms despite being the cluster with the highest number of transcripts. Cluster 2, the cluster in which transcripts increased in RNA secondary structure in terminal differentiation, was enriched in various metabolic processes as metabolic process (FDR: 5.46 × 10^−33^) and cellular macromolecule metabolic process (FDR: 2.82 × 10^−26^). The next cluster with the most significant terms was cluster 3, which contained transcripts that increase and then decrease in RNA secondary structure in the developmental window that we probed. Cluster 3 showed an enrichment in the same terms as cluster 2, however to a lesser degree. Cluster 4, which has transcripts going from unpaired to a more paired state, and cluster 5, its converse, have no significant terms to note, potentially because of the small number of transcripts that fall within either cluster (69 for cluster 4 and 208 for cluster 5). Transcripts in cluster 6 started off being paired, changed to a more unpaired state upon differentiation, and then somewhat increased their overall RNA secondary structure score in the latest time point. These transcripts showed a very minor enrichment for the same terms that are also found in clusters 2 and 3 (Fig 5B). Overall, changes in secondary structure surrounding the mRNA start codon do not appear to be a good indicator of encoded protein function in the process of terminal erythropoiesis.

However, once we interrogated the clusters for any associated MPs, we found that cluster 2 was enriched for transcripts that, when mutated, resulted in mice with abnormal blood phenotypes such as the more general hematopoietic system phenotype (cluster 2 FDR: 0.001) or the more specific abnormal erythropoiesis (FDR: 0.037) and abnormal blood cell morphology/development (FDR: 1.88 × 10^−5^) (Fig 5C). This observation suggests that although the transcripts undergoing structural rearrangement, particularly those that increase in RNA secondary structure throughout development, are not enriched in those that function specifically in erythropoiesis, they are the ones that would likely lead to abnormal phenotypes if mutated. In total, our findings reveal that RNA secondary structure and RBP-binding events are dynamic throughout the development of mammalian red blood cells. In addition, we observe an anti-correlation of mRNA secondary structure and RBP-binding events around the translation start and stop codons. This anti-correlation parallels what we have observed in other eukaryotic transcriptomes (20, 21).

### Identifying RBPs as potential post-transcriptional regulators of erythropoiesis

As we’ve confirmed the presence of known RBP-binding sequences in our PPSs, we next sought to leverage our collection of PPSs to discover additional overrepresented sequences, which could be new binding sequences for RBPs that are key regulators of terminal erythropoiesis in our model. To do so, we first isolated protein interaction sites that overlapped the 50–100-nt window immediately downstream of annotated stop codons. We decided on this region because the large majority (∼90%) of annotated 3′ UTRs are at least 50 nts long and that window encompassed a region of change in RNA secondary structure where structure increases in induced cells when compared with uninduced cells (Fig 3). We then used the de novo motif finding algorithm HOMER (38) to identify several significantly enriched motifs in these sequences. The online database RBPDB (29) provided a resource for matching de novo identified motifs against the RNA recognition sequences of known RBPs. Among the motifs enriched in our collection of PPSs (Figs S10–Figs S12), we identified the RNA recognition sequences for the RBPs ELAVL1, PABPC1, FUS, and KHDRBS3 (Fig 6A), suggesting that these proteins may be involved in the post-transcriptional regulation of red blood cell development. In fact, knockdown of ELAVL1 induces a variety of hematopoietic abnormalities, including abnormal definitive hematopoiesis and decreased erythroid progenitor cell number (25, 28, 39, 40, 41). PABPC1 can bind to the 3′ poly(A) tail of mRNAs as well as interact with the cap-binding complex subunit eIF4G to facilitate mRNA translation and PABPC4, a related protein, has been shown to play a critical role in erythroid differentiation (7, 16, 42). FUS has been identified to contribute to the maintenance of hematopoietic stem cells and FUS-deficient mice also exhibit abnormal hematopoietic phenotypes such as decreased B cell numbers, although no erythropoietic specific phenotypes have been reported (43, 44). These findings suggest that the enriched sequence motifs in our PPS datasets are bound by a collection of RBPs, a number of which are known to function in mammalian erythropoiesis. Thus, the other RBPs with enriched binding sequences in our PPS datasets in the terminal stages of MEL development may be good candidates for further testing of functionality in this important developmental process.

**Figure S10.**
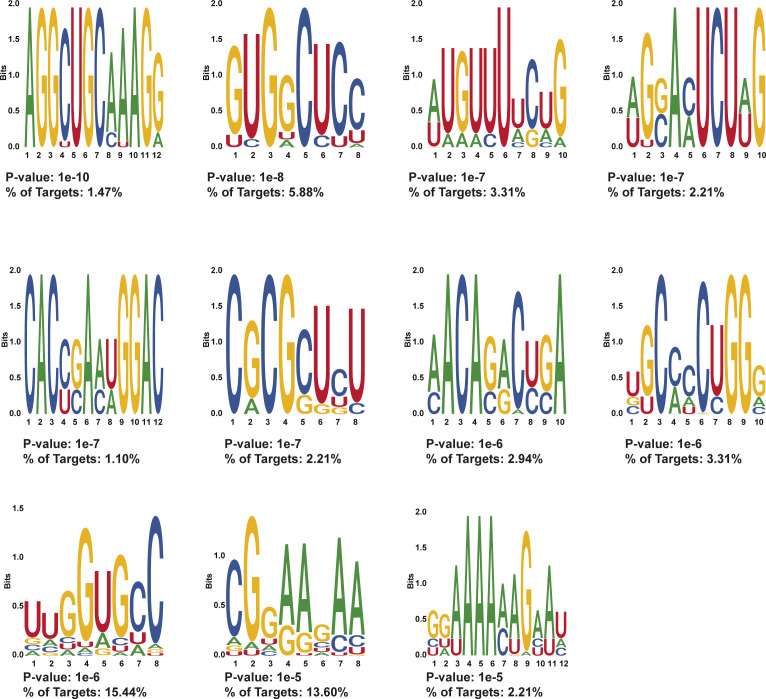
HOMER motifs detected in protein-protected sites 50–100 nt after stop codons in day 0 treated MEL cells. HOMER motifs discovered in de novo motif enrichment analysis performed with default parameters in protein-protected sites that are only found in 50–100 nt after the stop codon in MEL cells after 0 d of DMSO induction. The *P*-value and the percentage of targets that contained each motif are written below each motif.

**Figure S11.**
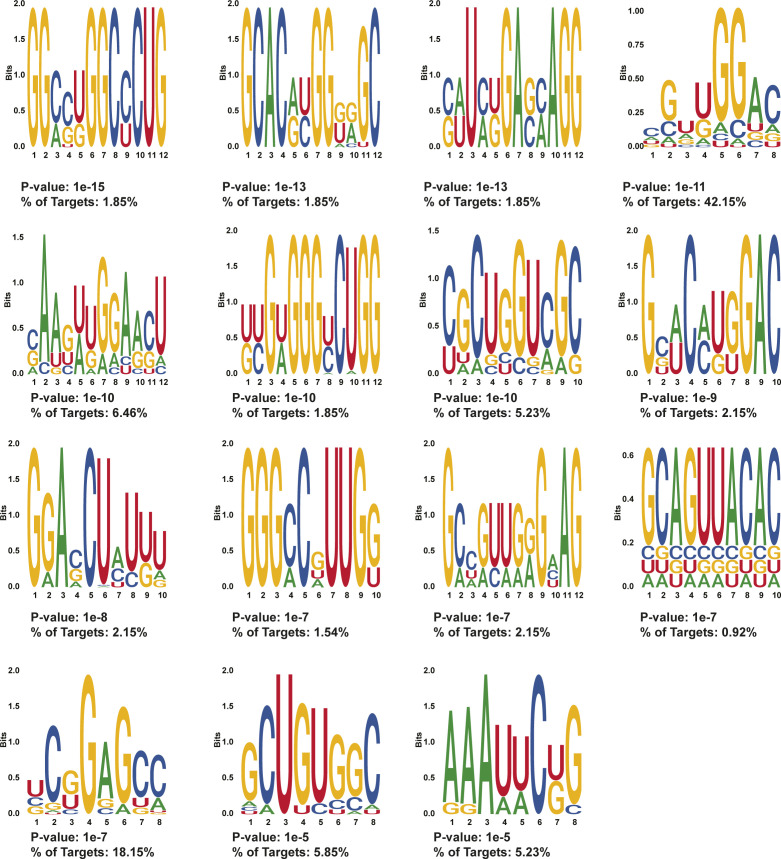
HOMER motifs detected in protein-protected sites 50–100 nt after stop codons in day 2 treated MEL cells. HOMER motifs discovered in de novo motif enrichment analysis performed with default parameters in protein-protected sites that are only found in 50–100 nt after the stop codon in MEL cells after 2 d of DMSO induction. The *P*-value and the percentage of targets that contained each motif are written below each motif.

**Figure S12.**
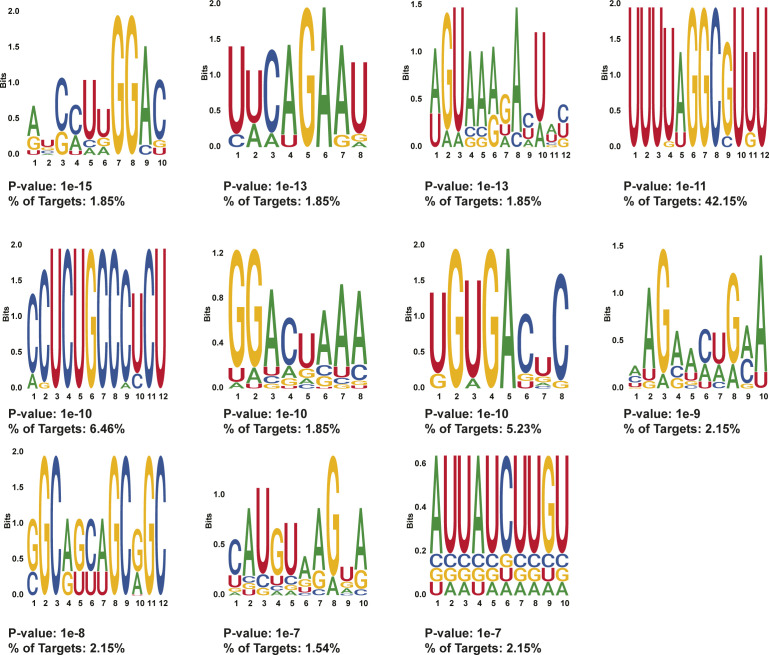
HOMER motifs detected in protein-protected sites 50–100 nt after stop codons in day 2–treated MEL cells. HOMER motifs discovered in de novo motif enrichment analysis performed with default parameters in protein-protected sites that are only found in 50–100 nt after the stop codon in MEL cells after 4 d of DMSO induction. The *P*-value and the percentage of targets that contained each motif are written below each motif.

**Figure 6.**
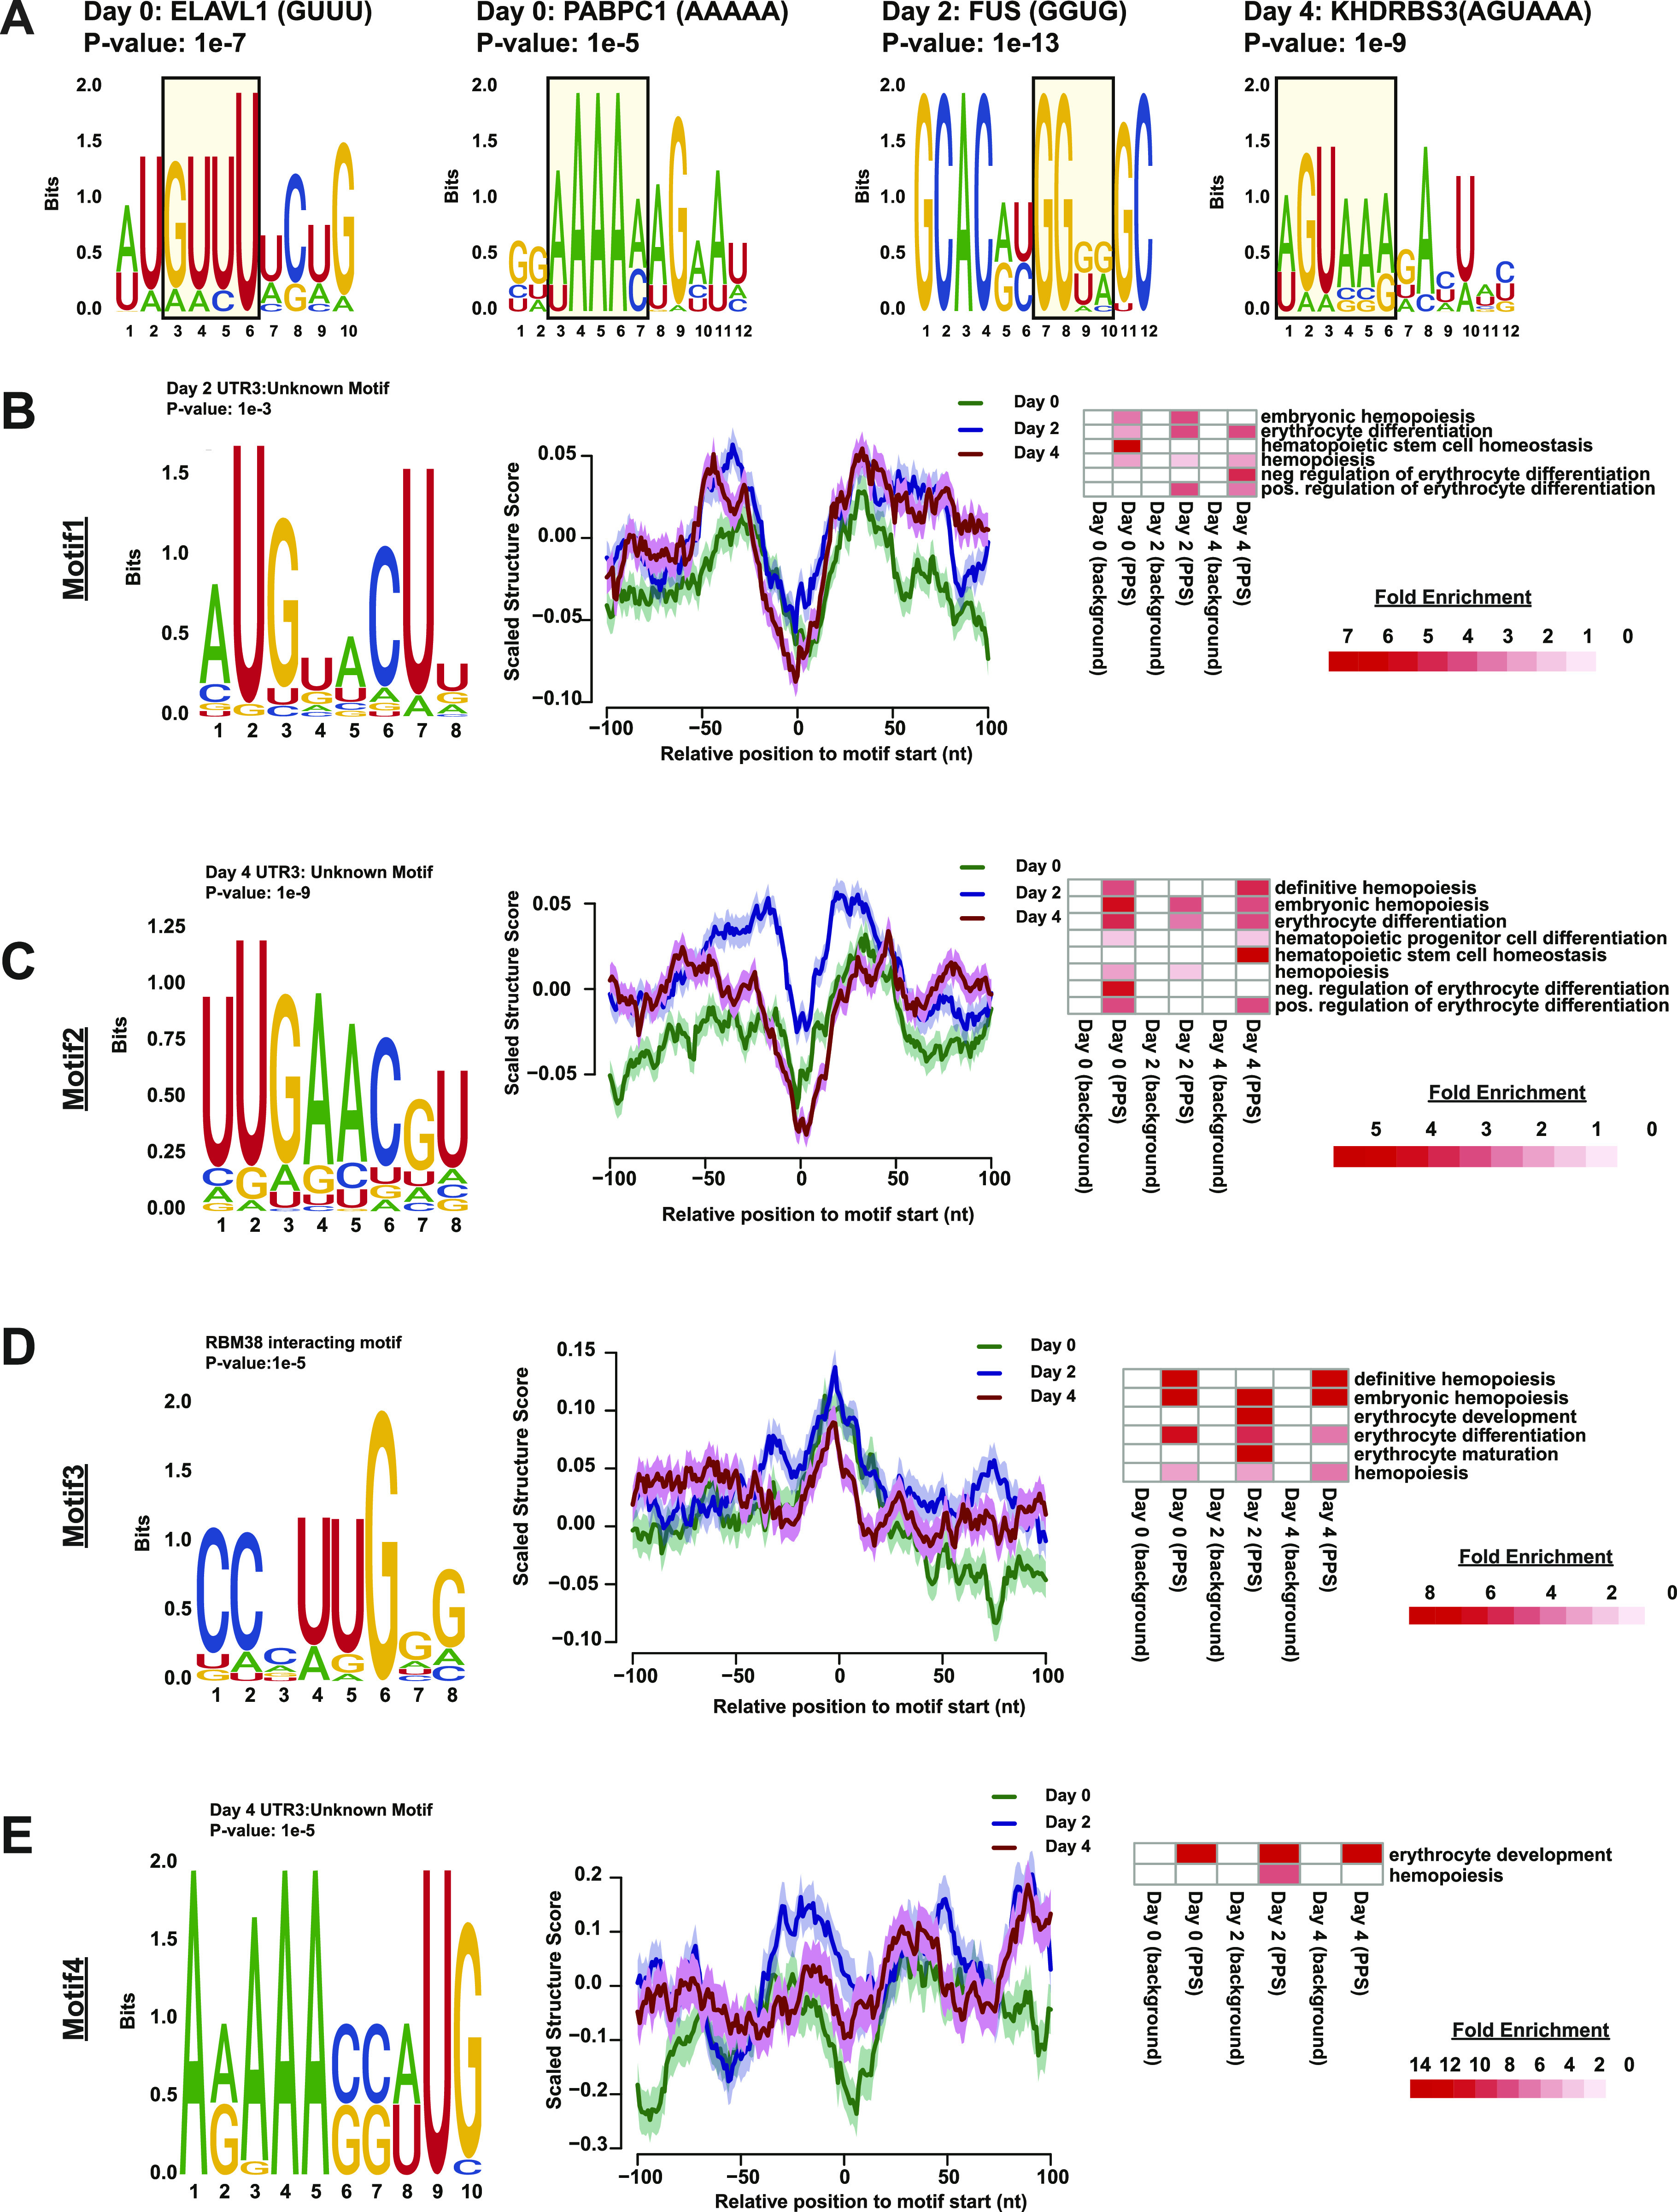
RNA-binding proteins as post-transcriptional regulators of erythropoiesis. **(A)** Selected motifs identified from time point specific protein-protected sites (PPSs) found 50–100 nt downstream of the stop codon in 3′ UTRs. Motifs containing the RNA recognition motifs of known RNA-binding proteins are annotated with the protein name. **(B, C, D, E)** Selected motif (left) enriched in (B) PPSs found in the 3′ UTR of day 2 post induction PPSs, (C) PPSs found in 3′ UTR of day 4 post induction PPSs, (D) PPSs in MEL cells overlapping known RBM38-binding sites (46), and (E) PPSs found in both biological replicates located in the 3′ UTR of erythropoiesis annotated genes as well as RNA secondary structure profile (middle) at each nucleotide ± 100 nt from the predicted start of the motif in MEL PPSs before (green line), 2 d (blue line), and 4 d (red line) after induction of MEL differentiation. Fold enrichment value erythropoiesis related Gene Ontology terms as compared to a controlled background on the left.

### Identifying novel RBP-bound RNA motifs

As only a small subset of our PPSs contained binding sequences of known RBPs, we leveraged the entire collection of PPSs to identify additional RBP interaction sequences that have not been previously identified. For this analysis, we selected the 400–500-nt window downstream of the stop codon because this region showed dramatic changes in RNA secondary structure and RBP-binding density and was away from the CDS and possible influences of ribosomal complexes. In that window, the average RNA secondary structure increased (i.e., becomes more double-stranded) in differentiated cells and the PPS density decreases at day 2 and then increases to a level higher than day 0 by day 4 (Fig 3). These changes in RNA secondary structure and PPS density suggest the presence of RBP–RNA interactions in the region that are independent of ribosome binding, which makes this area a region of interest for identifying enriched motifs. Our HOMER motif enrichment analysis of high confidence (found in both biological replicates) PPSs detected 10 statistically enriched motifs for day 2 PPSs (n = 122) (Fig S13) and 12 statistically enriched motifs in day 4 PPSs (n = 253) (Fig S14). From these sets, we selected two motifs (one from each time point) for further study (Fig 6B and C). Each selected motif ranked in the top three based on the percentage of bound mRNAs that contained the RBP interaction sequence and the *P*-value associated with the motif. We also took into account the information content of each nucleotide in the motif and tried to maximize the number of positions with high information content in each motif. Both selected motifs showed an increase in RNA secondary structure around the beginning and throughout the motif site at day 2, followed by a decrease in structure in day 4, although the trend was more obvious in the Motif 2 (day 4 3′ UTR motif) than Motif 1 (day 2 3′ UTR motif) (Fig 6B and C). An additional motif was selected do to its close proximity to known binding sites of RBM38, which is an RBP that has a well-documented role in regulating alternative splicing during terminal erythropoiesis (45) and has recently been shown to regulate translation during terminal erythropoiesis (46). To identify this enriched sequence motif, we used a set of 3,359 3′ UTR high confidence PPSs that all contained the known RBM38-binding motif and identified the 92 PPSs that directly overlapped previously identified RBM38-binding sites (38) by at least one nucleotide. These 92 PPSs were then analyzed using HOMER for enriched motifs, yielding a total of 11 significant motifs (Fig S15). From this group of 11 sequences, we selected the most significantly enriched motif that was also found in the most RBP bound target sequences as determined by our PIP-seq analysis (Fig 6D). Interestingly, this selected motif (motif 3) was identified as being bound by TAL1, which is known to be involved in erythrocyte differentiation (47); TRIM10, a protein needed for globin gene transcription (48); and other proteins of importance to erythropoiesis. A further analysis of the PIP-seq data revealed that the motif occurs in a region where RNA secondary structure increased during mammalian red blood cell development, suggesting it as a potential binding sequence for an uncharacterized RBP that prefers to bind RNA in a paired conformation (double-stranded RBP [dsRBP]) (Fig 6D). Although the overall analysis of RNA secondary structure profiles and RBP-binding densities suggests a general anti-correlation between these two features, there are RBPs that preferentially bind to double-stranded RNAs and perform a variety of post-transcriptional regulatory actions (49). 

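The 11 genes in Table S1 are Ago1, Ago3, Ago4, Ddx58, Oas1b, Oas3, Oasl2, Prkra, Sidt2, Tfrc and Zfp346. For day 4 against day 0 all 11 were higher at an edgeR adjusted p below 0.05, with and without the replicate block, and their median log2 fold change was 1.47. By comparison, 9 were called for day 2 against day 0 and 6 for day 4 against day 2, with medians of 0.98 and 0.49. Since the list holds the paper's own calls from these libraries, neither the count of 11 at day 4 nor adjustment over the list alone, which also gave 11, shows stability. The largest rise was that of Oas1b (NR_003507, chromosome 5 from 120812635 to 120824163), with a log2 fold change of 2.87 (standard error 0.22, edgeR adjusted p = 7.58e-07, and 2.86 with the block, edgeR adjusted p = 2.99e-06). Another transcript listed for Oas1b had the same counts in every library. Ddx58 (NM_172689, chromosome 4 from 40203777 to 40239825) followed, at 2.06 (standard error 0.15, edgeR adjusted p = 4.55e-07, and 2.05 with the block, edgeR adjusted p = 1.89e-06). The smallest rise was that of Ago3 (NM_153402, chromosome 4 from 126326994 to 126431670), at 1.16 (standard error 0.12, edgeR adjusted p = 7.85e-06, and also 1.16 with the block, edgeR adjusted p = 3.43e-05). Oasl2 (NM_011854, chromosome 5 from 114896926 to 114912245) rested on the fewest counts, 16 and 18 at day 0 against 21 and 62 at day 4. Its log2 fold change of 1.4 (standard error 0.41, edgeR adjusted p = 0.00935, and 1.37 with the block, edgeR adjusted p = 0.012) went down to 0.62 and up to 1.86 when single libraries were left out.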

Notably, our mRNA-seq data detected the significant increase in the levels of 11 mRNAs encoding dsRBPs when comparing day 4 RNA abundance to undifferentiated (day 0) MEL cells (Table S1). Given the existence of dsRBPs in the mammalian genome and the up-regulation of several of them throughout erythropoiesis, we included this motif on the basis of trying to identify RBPs with the potential for interacting with areas of increased structure.

**Figure S13.**
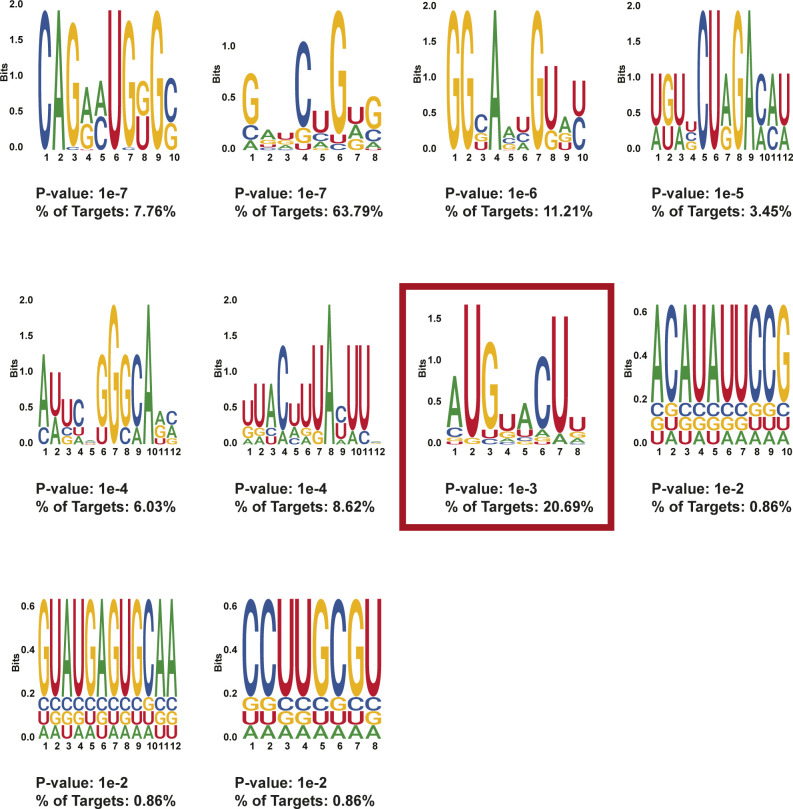
HOMER motifs detected in protein-protected sites 400–500 nt after stop codons in day 2 treated MEL cells. HOMER motifs discovered in de novo motif enrichment analysis performed with default parameters in protein-protected sites that are found in 400–500 nt after the stop codon in MEL cells after 2 d of DMSO induction. The *P*-value and the percentage of targets that contained each motif are written below each motif. The motif selected for downstream RNA affinity pulldown is indicated with a red box.

**Figure S14.**
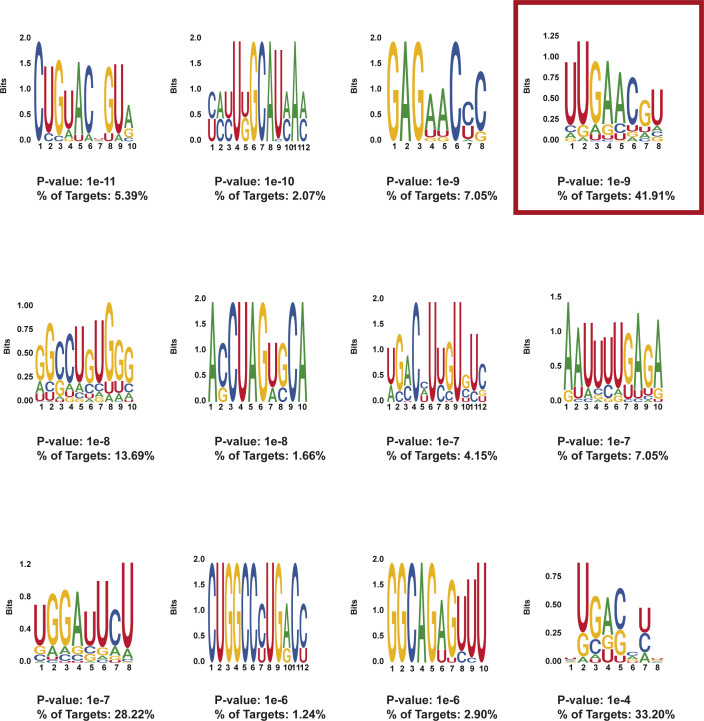
HOMER motifs detected in protein-protected sites 400–500 nt after stop codons in day 4–treated MEL cells. HOMER motifs discovered in de novo motif enrichment analysis performed with default parameters in protein-protected sites that are found in 400–500 nt after the stop codon in MEL cells after 4 d of DMSO induction. The *P*-value and the percentage of targets that contained each motif are written below each motif. The motif selected for downstream RNA affinity pulldown is indicated with a red box.

**Figure S15.**
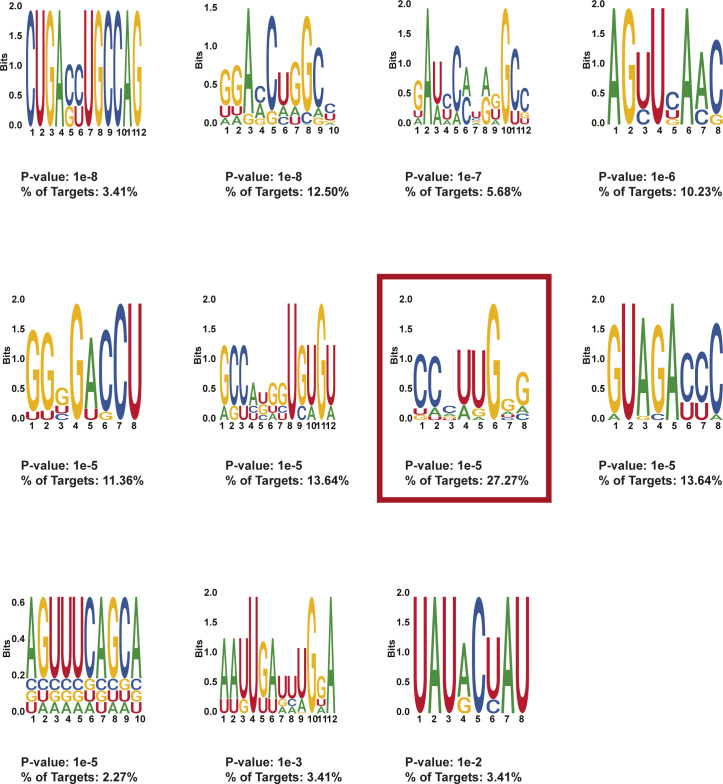
HOMER motifs detected in protein-protected sites in sites overlapping with RBM38-binding sites. HOMER motifs discovered in de novo motif enrichment analysis performed with default parameters in protein-protected sites that are found to overlap RBM38-binding sites as annotated in (46). The *P*-value and the percentage of targets that contained each motif are written below each motif. The motif selected for downstream RNA affinity pulldown is indicated with a red box.

An additional approach to identify RBP-binding motifs that are functionally important for the post-transcriptional regulation of erythropoiesis is to start with PPSs found specifically in transcripts identified relevant to red blood cell development. Using the Ensembl database and the R biomaRt tool (version 2.40.3), we identified 248 mRNAs encoding proteins that make up the categories labeled erythropoiesis or hematopoiesis in the current mouse GO annotation. To test the accuracy of the annotation, we analyzed the GO annotation of these identified transcripts using DAVID (31) and verified that they are indeed related to erythropoiesis by subjecting the list to GO analysis (Fig S16A). We then performed motif enrichment analysis on 34 high confidence day 4 PPSs found in the 3′ UTRs of these transcripts. Of the 11 enriched motifs (Fig S16B), we were particularly interested in the poly adenine (polyA) motif identified through this process (motif 4) (Fig 6E), as it ranked in the top three in terms of abundance in the target sequences and was also statistically significant. RNA secondary structure analysis around the motif start site revealed an increase in structure in differentiated cells when compared with day 0, which matched the overall trend observed in the conglomeration of all transcripts (Fig 6E).

**Figure S16.**
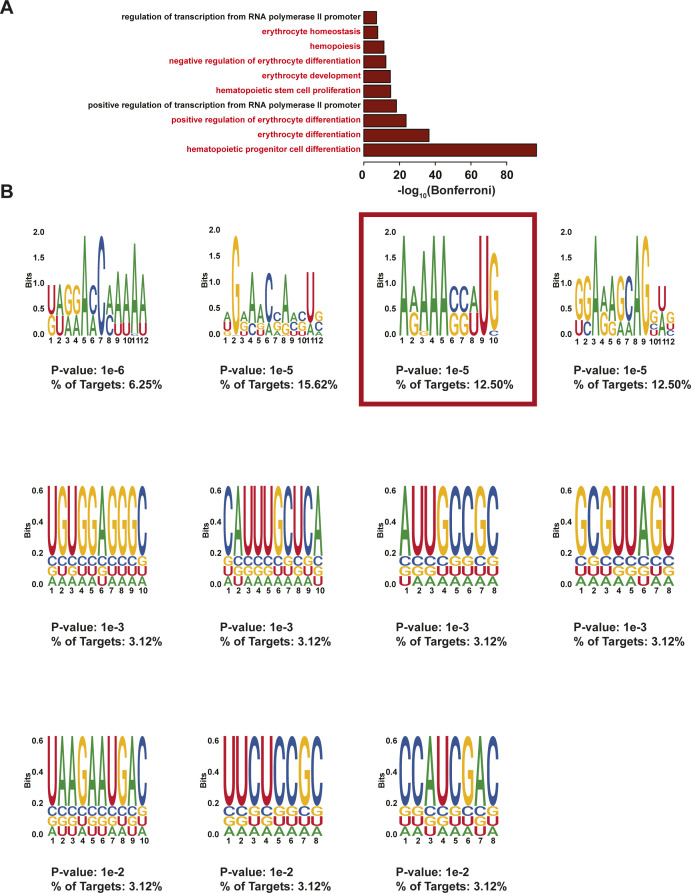
HOMER motifs detected in protein-protected sites in erythropoiesis-related transcripts. **(A)** −log_10_(Bonferroni) values of the top 10 enriched Biological Process Gene Ontology terms for transcripts containing protein-protected sites used to find the motifs. Erythropoiesis relevant terms are highlighted in red. **(A, B)** Motifs found in the 3′ UTR of transcripts from (A). The *P*-value and the percentage of targets that contained each motif are written below each motif. The motif selected for downstream RNA affinity pulldown is indicated with a red box.

After identifying these four motifs of interest (all motifs listed in Table S2), we then used reverse scanning on our entire collection of PPSs because we could not reliably restrict downstream RNA affinity tests to look at a specific genic region, to identify the number of total PPSs that contained each motif. This analysis revealed that motif 1 was found in a subset of 53,649 PPSs, motif 2 in 77,740 PPSs, motif 3 in 22,252 PPSs, and motif 4 in 2,296 PPSs. Although most of the PPSs were found within the intron region of transcripts, once the frequency was normalized to the overall distribution in the genome, PPSs were found to be positively enriched for these protein-bound motifs within the CDSs and both UTR regions of their respective transcripts (Fig S17A–D), similar to the overall observations made on the entire collection of PPSs. As with the broader set of PPSs, we see an under-enrichment of PPSs in the intronic region, which could be attributed to the splicing machinery removing most of the annotated introns during post-transcriptional transcript processing. As further evidence of their relevance in red blood cell development, when we examine transcripts containing the top 10% of matches as ranked by their respective log-odds score, we saw an enrichment for hematopoiesis relevant GO terms in comparison to the control set of transcripts that was matched for strand and chromosome bias (Fig 6B–E). In total, our findings revealed that identifying new protein-bound motifs using PIP-seq allows us to uncover protein-bound sequences in sets of transcripts that encode proteins important for the process of mammalian blood cell development. Thus, future studies can be designed to assess the roles of these putative protein-binding sites as novel posttranscriptional regulatory sites of erythroid differentiation.

**Figure S17.**
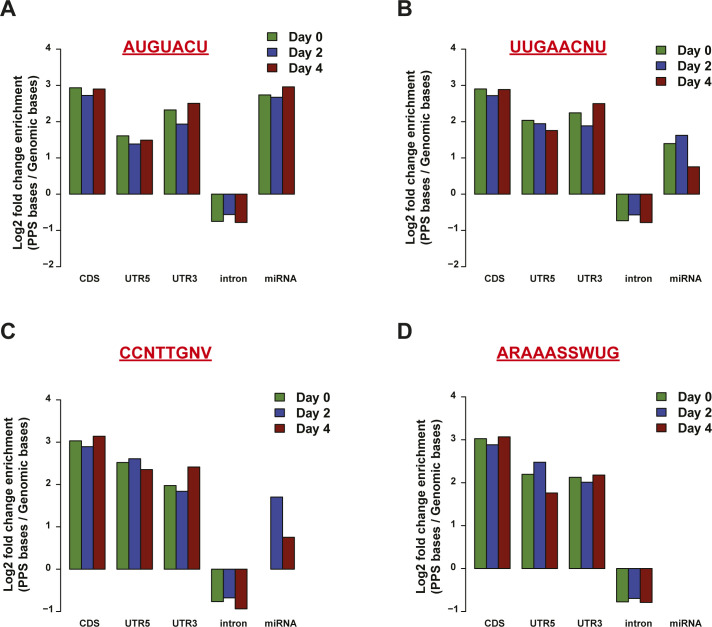
Genomic enrichment for protein-protected sites (PPSs) containing particular motifs used for RNA affinity pulldown. **(A, B, C, D)** Genomic enrichment of PPSs, measured as log_2_ enrichment of the fraction of PPS base coverage normalized to the fraction of the genomic bases covered by indicated mRNA regions, identified in MEL cells at bound PPSs and randomly selected sites for motif 1 (A), motif 2 (B), motif 3 (C), and motif 4 (D). Enrichment at day 0 (green bar), day 2 (blue bar), and day 4 (red bar) plotted for each motif.

### Identifying potential posttranscriptional regulators of erythropoiesis

We selected a small subset of motifs (Motifs 1–4) for downstream identification of their corresponding RBPs. These motifs were selected on the basis of being novel, being located in RNA regions with dynamic RNA secondary structure(s), and being enriched in hematopoiesis relevant transcripts. RNA affinity chromatography was followed by mass spectrometry analysis. In this technique, we covalently attached a synthetic RNA motif to agarose beads. We then incubated these RNA baits, as well as a bead-only control, with whole MEL cell protein lysates from the three developmental time points. The beads were then stringently washed and tightly bound proteins were pulled down and then identified via mass spectrometry (MS). Using this approach, we detected the presence of ∼647 proteins (Table S3) that potentially interacted with at least one of the four different motifs.

Table S1 Log_2_ (FC) values of double-stranded RBPs.

Table S2 HOMER results.

Table S3 iBAQ values of proteins pulled down using motifs 1–4 at 0-, 2-, or 4-d post induction.

To identify proteins that showed a stronger binding to a certain probe, we performed a fold change analysis on data normalized to the sample mean. To do this, we calculated the fold change in the normalized values for the protein of interest from that particular motif compared to the other three motifs and selected only proteins that were >10-fold enriched in at least one motif as compared with other probes. This analysis identified a smaller subset of proteins (n = 315) as being >10-fold enriched in at least one motif as compared with other probes (Table S4 and Fig S18A). Specifically, motif 1 had 156 proteins bound by proteins in lysates from the post-differentiation time points, motif 2 had 132 proteins bound by proteins in the 2- and 4-d post-differentiation lysates that were not identified in lysates from day 0, motif 3 had 18 proteins bound by proteins in lysates from day 4 but not day 0, and motif 4 had 71 proteins bound with protein lysates from day 2 or day 4. When we further required the proteins to be bound ≥ 10-fold at all tested time points (including day 0), the number significantly dropped so that neither motif 1 nor motif 2 had proteins matching that criterion, whereas motif 3 had 4 such proteins and motif 4 had seven proteins that were enriched at both day 2 and day 4.

Table S4 Proteins enriched in each comparison.

**Figure S18.**
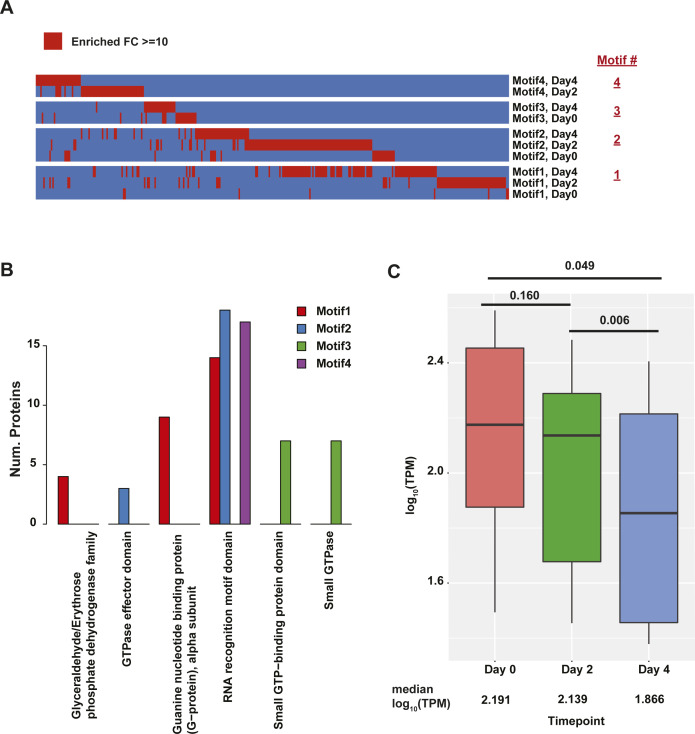
Enriched proteins in RNA affinity pulldown. **(A)** Heat map of proteins identified as being enriched with ≥ 10-fold in each comparison when compared to other probes at the same time point. Enriched proteins are denoted in red. **(B)** Boxplot of log_10_(transcripts per million) values for RNA-binding proteins that are enriched in 2- and 4-d post induction mass spectrometry at day 0 (red box), day 2 (green box), and day 4 (blue box). *P*-values are derived from paired sample Wilcoxon test. Median log_10_(transcripts per million) value noted below each box. **(C)** Bar plot of number of proteins containing each type of protein domain in enriched proteins that bind to motif 1 (red), motif 2 (blue), motif 3 (green), and motif 4 (purple).

As confirmation of the biological relevance of our approach, we observed a nice enrichment of RNA-binding proteins in the 315 proteins that were identified as interacting with at least one motif (Fig 7A). 

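The 11 pulldown proteins named in Fig 7C are encoded by Ddx17, Dkc1, Eif4a3, Eif4g1, Fxr2, Hnrnpf, Hnrnph1, Hnrnph2, Larp1, Ptbp1 and Pura. Their median log2 fold change was -0.42 for day 2 against day 0, with 3 genes higher and 8 lower. An exact sign-flip test of the mean change across genes gave a two-sided p = 0.032, where genes are not independent replicates. The other sign-flip tests given here also take the mean and not the median. The median of -0.42 lay at percentile 19.0 of 10000 random lists matched on mean expression, whose own median was -0.18. From day 2 to day 4 the median was 0.11, with 7 genes higher and 4 lower (exact sign-flip test, p = 0.78), at percentile 83.6 of the random lists. With the replicate block these medians were -0.42 and 0.11 (exact sign-flip test, p = 0.032 and 0.77). For day 4 against day 0 it was -0.42, with 4 genes higher and 7 lower (exact sign-flip test, p = 0.15), and with the block also -0.42 (exact sign-flip test, p = 0.148). That last median lay at percentile 32.4 of the random lists, whose own median was -0.25. Of the 11 genes, 10 were called for day 4 against day 0 at an edgeR adjusted p below 0.05, 3 higher and 7 lower. Ptbp1 (NM_001077363, chromosome 10 from 79854432 to 79864435) fell most (log2 fold change -1.67, standard error 0.13, edgeR adjusted p = 7.14e-07, and also -1.67 with the block, edgeR adjusted p = 5.37e-06). Ddx17 (NM_199080, chromosome 15 from 79527696 to 79546764) rose most (1.05, standard error 0.12, edgeR adjusted p = 1.4e-05, and 1.06 with the block, edgeR adjusted p = 5.44e-05). Table S4 lists 315 proteins, of which 281 were matched to a gene and 256 tested. Over these 256 genes the median log2 fold change was -0.47 for day 2 against day 0, -0.16 for day 4 against day 2 and -0.69 for day 4 against day 0, with the same rounded values under the block. At day 4, 61 of them were higher and 195 lower than at day 0 (sign-flip permutation test, p = 1e-05, the smallest that 100000 permutations can give). No random list matched on expression had a median as low. Of the 256, 203 were called at day 4, 36 higher and 167 lower, and 205 when adjusted over the list alone. The block also called 203.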

Interestingly, the RNA abundance of the transcripts encoding the proteins identified in the mass spectrometry showed an overall decrease in abundance, which was significant in the terminal stages of erythropoiesis (*P*-values < 0.05) (Fig S18B). A protein domain enrichment analysis revealed that the most prevalent protein domain is the RNA recognition motif domain (Fig S18C). GO analysis of these proteins showed that 54 are annotated as being RBPs (Bonferroni *P*-value: 5.26 × 10^−22^, hypergeometric test compared with default background) and 95 have the more general description of being nucleotide-binding (Bonferroni *P*-value: 4.47 × 10^−46^, hypergeometric test compared with default background). Although many terms relevant to RNA binding were significantly enriched with Bonferroni values < 0.05, the most significant terms were RNA binding and poly(A) RNA binding (Fig 7B). GO analysis of the RNA-binding proteins showed that a large number of them were associated with regulation of splicing (Bonferroni: 8.86 × 10^−13^, hypergeometric test) or translation (Bonferroni: 3.54 × 10^−4^, hypergeometric test). Specifically, proteins pulled down by motifs 3 and 4 were highly enriched for those that are part of the mouse spliceosome, whereas those enriched in motifs 1 and 2 are involved to a smaller degree with RNA transport (Fig 7B). This enrichment for proteins involved in alternative splicing in our mass spectrometry data highlights the potential of alternative splicing as a key post-transcriptional regulation mechanism in mammalian erythropoiesis.

**Figure 7.**
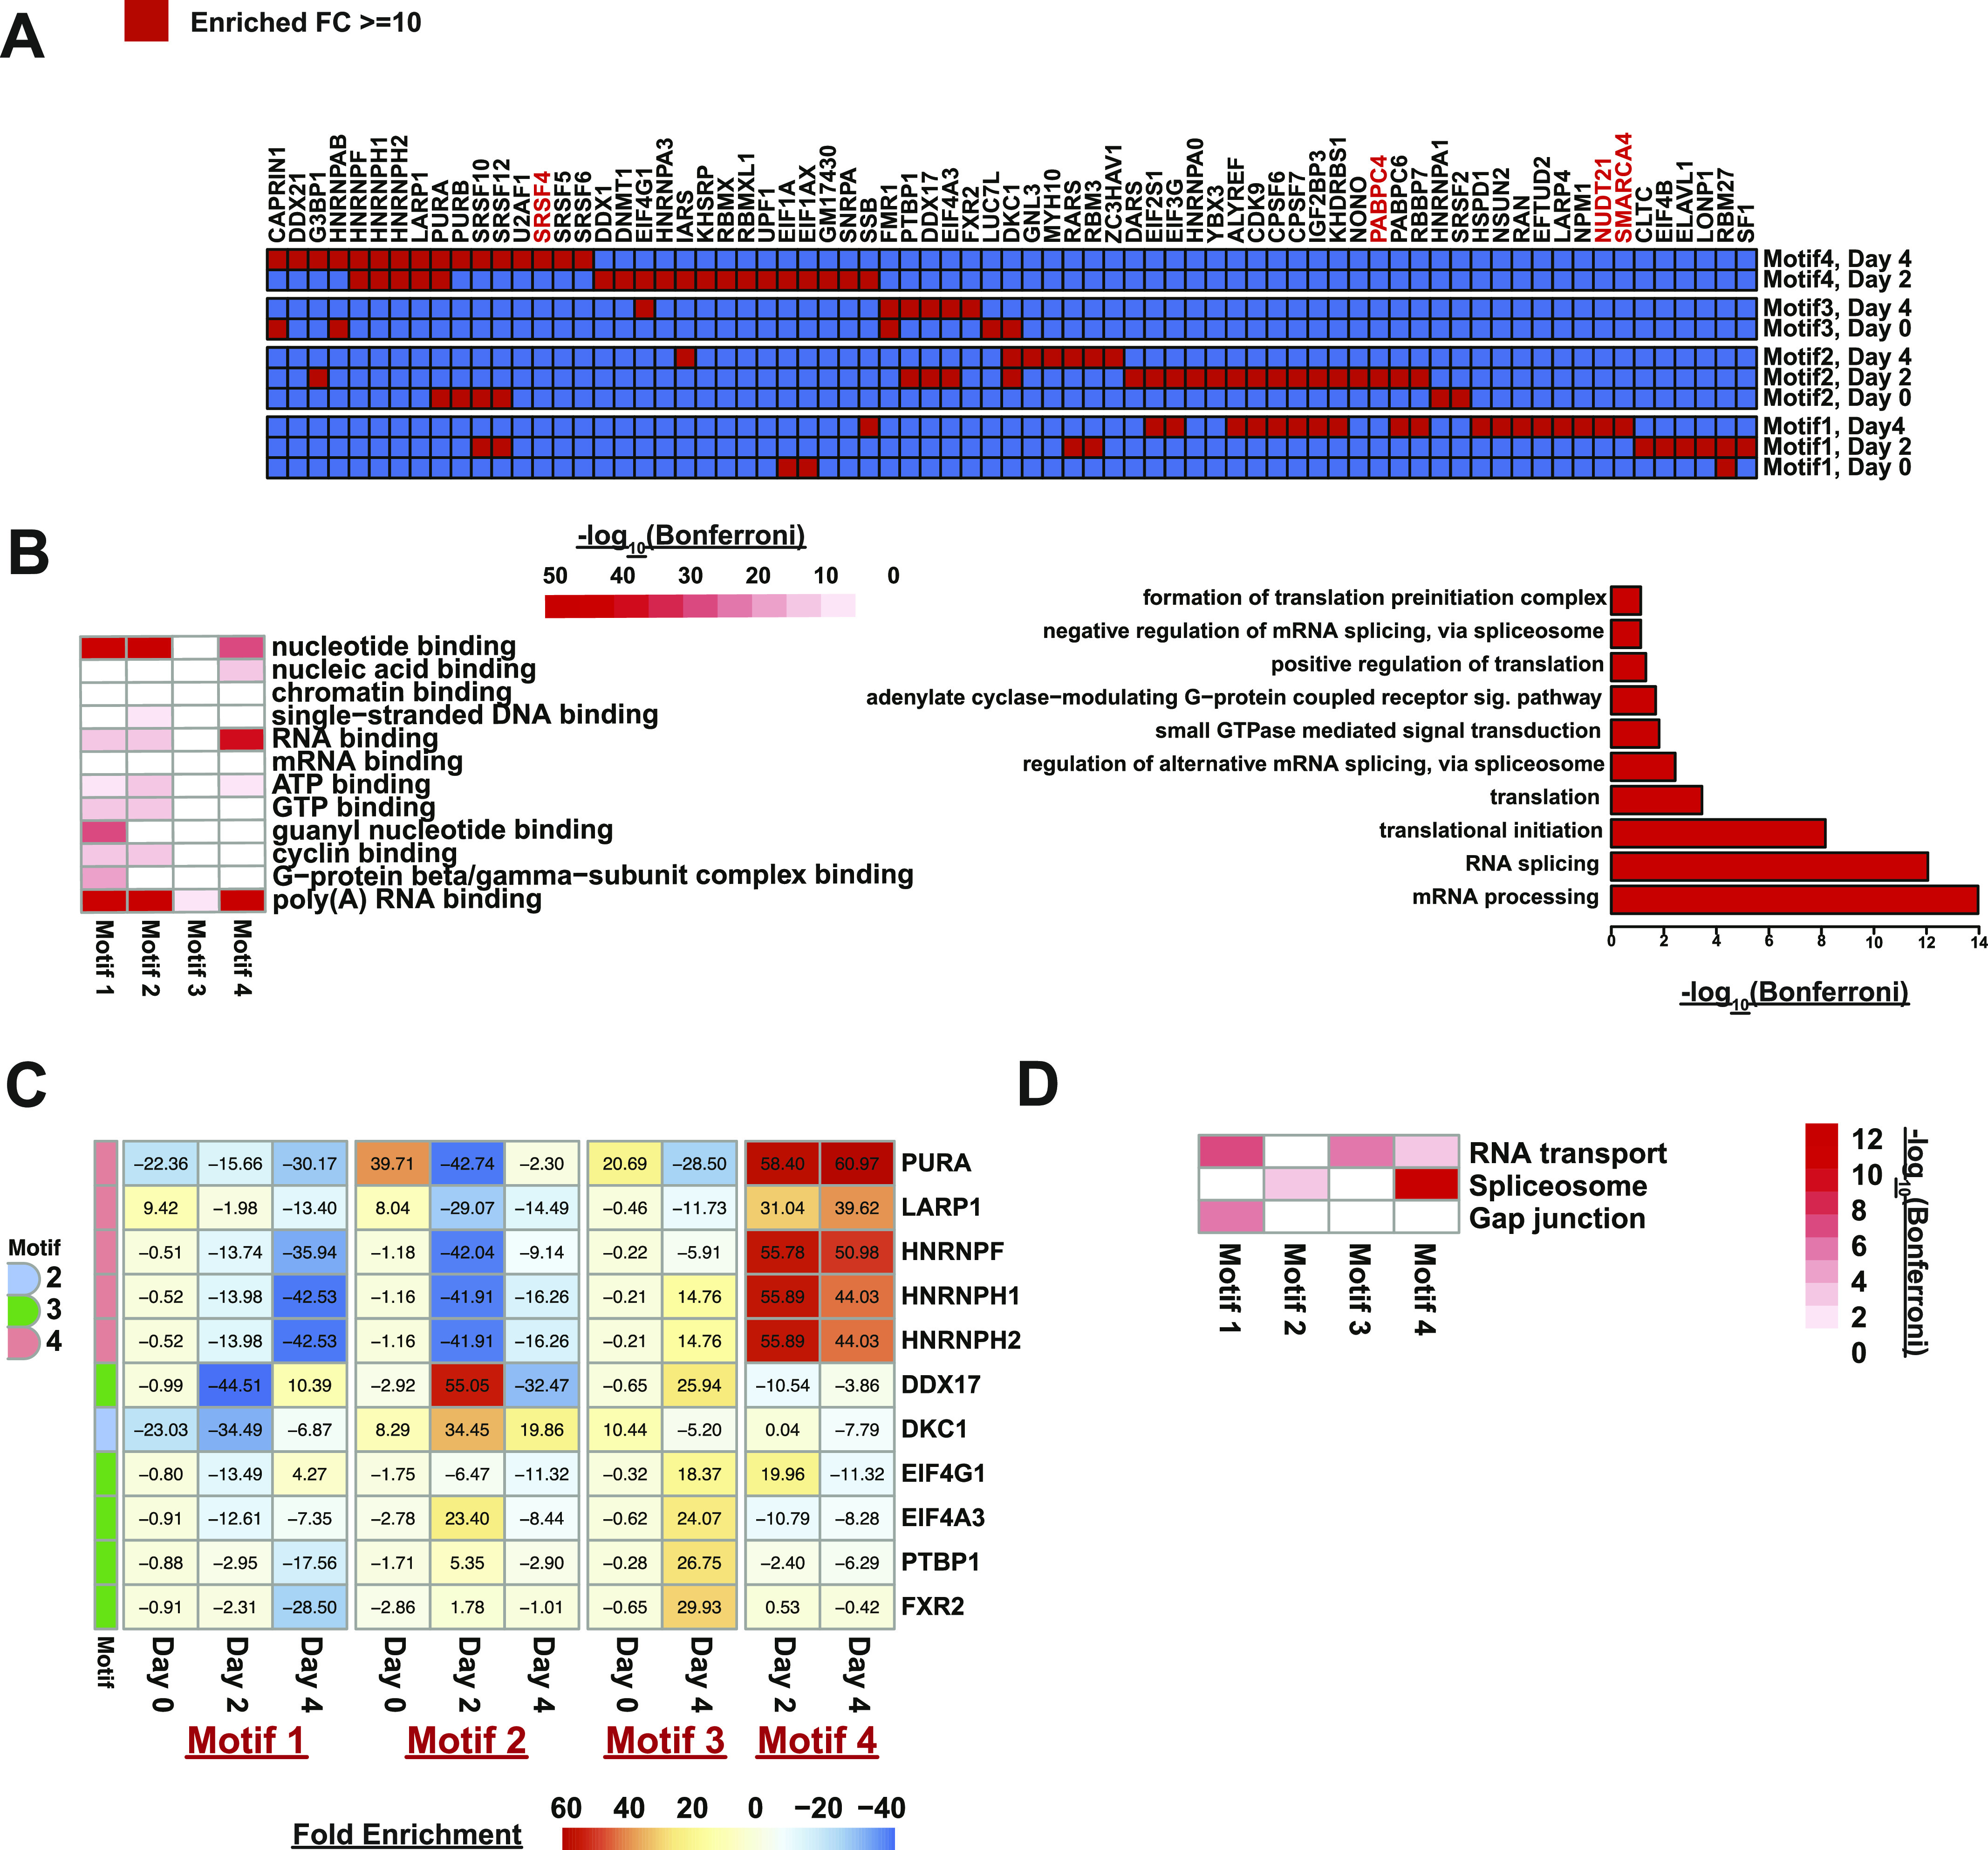
Identification of RNA-binding proteins (RBPs) that interact with motifs enriched in areas of large-scale secondary structure and RBP binding during mammalian erythropoiesis. **(A)** Heat map of RBPs identified as being enriched with ≥ 10-fold (red cell) in each comparison when compared with other probes in at the same time point. Proteins with functions relevant to erythropoiesis are written in red. **(B)** −log_10_(Bonferroni) values of RNA binding related Gene Ontology terms enriched in proteins detected using motifs 1–4 as bait in RNA affinity pulldowns followed by mass spectrometry (left). Bar plot showing the fold enrichment of pulled down RBPs’ annotated biological processes (left). **(C)** Heat map of RBPs enriched in day 2 or day 4 pulldowns. Text inside cell is the fold enrichment against other probes (i.e., probe iBAQ value/average [other probes’ iBAQ value]). Colored boxes on the left indicate what motif the protein is most strongly associated with. **(D)** KEGG pathway analysis of proteins identified as being enriched for binding to Motifs 1, 2, 3, and 4 (as noted).

To further narrow the list of interacting proteins to those that are relevant to red blood cell development, we focused on RBPs that were enriched only after differentiation (i.e., 2 or 4 d after DMSO induction) but not in day 0. Motif 1 failed to pull down any proteins matching this criterion while DKC1 was pulled down using motif 2 in both day 2 and day 4 samples. Motif 3, which is a potential binding motif for an RBM38 interacting protein, had five proteins (EIF4G1, PTBP1, DDX17, EIF4A3, and FXR3) that matched the requirement and motif 4, the poly A motif discovered in erythropoiesis relevant transcripts, had another five such proteins (HNRNPF, HNRNPH1, HNRNPH2, LARP1, and PURA) (Fig 7C). A Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis showed an enrichment for proteins associated with RNA transport and the splicing machinery in the set of proteins that were associated with the motifs. The most significant enrichment for the spliceosome observed in motif 4 (Fig 7D).

More interestingly, when we surveyed the Mouse Genome Database (17, 18, 50) for phenotypic information on mice models with the 11 proteins that were enriched at the later developmental time points as compared with day 0, we found that abnormal levels of DKC1, HNRNPH1, and PURA result in abnormalities in the hematopoietic system. Specifically, PURA is associated with reticulocytopenia (51) and *Pura* deletion is detected in patients with acute myelogenous leukemia, linking this protein to a role in mammalian hematopoiesis (52). Linkages were observed with two additional RNBPs; HNRNPH1 knockdown mice see a decreased mean corpuscular volume and decreased average hemoglobin concentration (53) and DKC1 deficient mice experience abnormal erythrocyte morphology along with decreased hemoglobin levels (54).

Although LARP1, which was identified as being enriched in pulldowns using the poly(A) motif 4, showed no identified abnormal hematopoietic phenotype in mouse models, it is a RBP recently noted to be lost in the 5q^−^ syndrome, a type of macrocytic anemia caused by monoallelic deletion of a region that encompasses the *Larp1* gene in humans (55). Furthermore, depleting LARP1 levels in CD34^+^ bone marrow precursor cells led to a reduction in 5′ TOP mRNA levels, p53 induction, and most interestingly, an anemic phenotype (56).

HNRNPH1, HNRNPF, HNRNPA3, and HNRNPH2 are all members of the heterogenous nuclear ribonucleoprotein family. As a family, hnRNPs are RBPs that interact with heterogenous nuclear RNA and function in various steps of RNA processing. HNRNPH1, HNRNPF, and HNRNPH2 are very similar to each other with amino acid sequence similarity ranging from 76% to 95%, which makes it challenging to identify which of the proteins is specifically enriched. The Human Protein Atlas detects high levels of antibody staining for all three proteins in hematopoietic cells and RNA abundance levels, measured at 102.6 TPM (HNRNPF), 175.2 TPM (HNRNPH1), and 70.1 TPM (HNRNPH2), respectively, were also correspondingly high. Mice heterozygous for *Hnrnph1* have phenotypic features such as decreased mean corpuscular hemoglobin concentration and increased mean corpuscular volume according to the Mouse Genome Database (50). Using Z-scores as a measurement of membership by association to co-expressed genes associated with the phenotype, the ARCHS^4^ database predicted HNRNPF to be associated with abnormal hematopoietic system (Z-score: 2.982) in mice and reticulocytopenia (Z-score: 3.9), abnormality of cells of the erythroid lineage (Z-score: 3.497), and abnormal number of erythroid precursors (Z-score: 3.359) (57, 58). These findings suggest that we have identified bona fide RNA-bound sequence motifs relevant to mammalian red blood cell development. By identifying the proteins interacting with these important regulatory sequences, we have identified known and potentially new posttranscriptional regulators of mammalian hematopoiesis.

### DKC1 interacts with Appl2 and Dido1 in terminal erythropoiesis

We identified DKC1 as a protein of interest based upon its enrichment in the RNA affinity pulldown experiment using motif 2 (Fig 7C) that is found in the 3′ UTR of MEL cells 4 d after DMSO induction. Furthermore, mice deficient in DKC1 develop hematopoietic symptoms including bone marrow failure, anemia, decreased hemoglobin content, etc. (54, 59). More recently, it was identified as a target of GATA1 and is noted to be an important player in the increase of telomerase activity in human erythropoiesis (60). In humans, DKC1 is associated with X-linked dyskeratosis congenita and patients exhibit abnormal blood phenotypes such as anemia, leukopenia, acute myeloid leukemia, and thrombocytopenia (61).

Based on these phenotypes and our RNA-binding observations, we selected this protein for further study. Specifically, we sought to validate some of the transcripts predicted to interact with this RBP based on sequence similarity to the motif with which we found it interacts (motif 2). We selected two transcripts (Dido1 and Appl2) that contained at least one matching motif and were annotated to exhibit abnormal erythrocyte phenotypes when mutated in mouse models (62). We performed RNA immunoprecipitation (RIP) using DKC1 as the protein of interest and ACTIN as the control protein to collect the pool of mRNAs that interact with each of the proteins. We then used these bound RNA fractions in quantitative reverse transcriptase PCR (qPCR) experiments to validate our hypothesis that these target transcripts would demonstrate an increased enrichment in the DKC1 pulldown when compared with the ACTIN pulldown as the case would be if DKC1 is indeed interacting with these two transcripts. We first performed Western Blots on the RIP lysates to confirm that that we pulled down the DKC1 and ACTIN proteins (Fig S19A). We then used qPCR, with probes designed against Dido1, Appl2, Aff1, and Adar to test the binding of DKC1 and ACTIN to each of these four transcripts. Whereas Dido1 and Appl2 were predicted targets of DKC1, DKC1 was not predicted to interact with either Aff1 or Adar, so they served as negative control transcripts in this experiment, whereas ACTIN serves as the negative protein control. In short, our hypothesis predicted that we would see an enrichment in the amount of interaction between DKC1 and Dido1 and Appl2 but not Aff1 or Adar. Based on our hypothesis, the interaction between DKC1 and its predicted targets should also be greater than the interaction observed between ACTIN and the same target RNAs. We also performed a pulldown with IgG and used that pulldown as a baseline to detect the level of interaction between our protein(s) of interest and our target transcript(s) of interest. In concordance with our predictions, the qPCR data revealed significant enrichment in the interaction between α-DKC1 and its target transcripts when compared with the α-ACTIN negative control pulldown (Fig S19B) (*P*-values < 0.05; Wilcoxon rank sum test). We did not observe the same level of enrichment in the interaction between DKC1 and the negative control transcripts Aff1 and Adar, validating our predictions.

**Figure S19.**
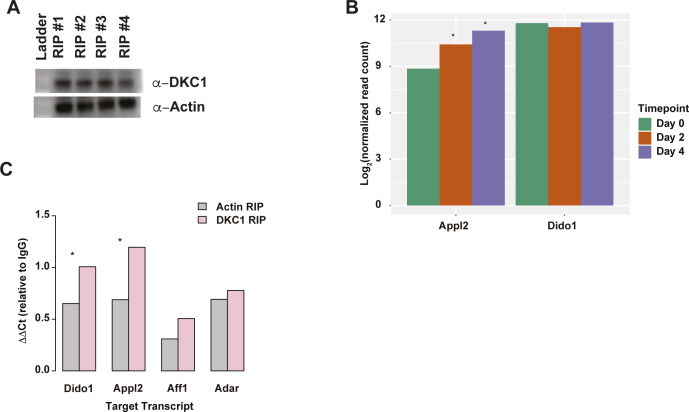
DKC1 interacts with *Appl2* and *Dido1*. **(A)** Western blot of the RIP lysate showing the presence of measurable DKC1 proteins (top) and the actin input (below) in each of the four RIP replicates. **(Β)** ΔΔCT values of target cDNA levels in RIP pulldowns with DKC1 (pink bars) in comparison to ACTIN control (gray bar). All values normalized to respective *GADPH* as a housekeeping gene and presented as relative to IgG negative control. *denotes *P*-value < 0.05, Wilcoxon rank sum test. **(C)** Log_2_ values of variance stabilized mRNA-seq read counts at each time point (day 0: green bar; day 2: orange bar; day 4: purple bar) of the two targets, *Appl2* and *Dido1*, which show a significantly increased interaction with DKC1 in the RIP-qPCR experiment. *denotes significant changes in mRNA abundance compared to undifferentiated cells, false discovery rate < 0.05.

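Appl2 (NM_145220, chromosome 10 from 83600033 to 83648877) had 4.96 ± 0.717 CPM at day 0, 25.4 ± 0.0711 at day 2 and 52.1 ± 6.08 at day 4 (SD, n = 2). Both steps exceeded the replicate error, with log2 fold changes of 2.36 (standard error 0.15, edgeR adjusted p = 4.7e-07) and 1.04 (standard error 0.13, edgeR adjusted p = 0.00047), with the same rounded values under the replicate block (edgeR adjusted p = 5.15e-06 and 0.00143). For day 4 against day 0 the value was 3.4 (standard error 0.15, edgeR adjusted p = 2.14e-08, and also 3.4 with the block, edgeR adjusted p = 4.41e-07), and it stayed between 3.24 and 3.54 with each library of those days left out. Dido1 (NM_175551, chromosome 2 from 180657963 to 180710068) was at 118 ± 14.8, 93.9 ± 2.57 and 109 ± 1.31 CPM on the 3 days (SD, n = 2). At day 2 it was lower than at day 0 (log2 fold change -0.33, standard error 0.11, edgeR adjusted p = 0.0256, and 0.0324 with the block), a call that total counts did not make (-0.13, edgeR adjusted p = 0.343), whereas day 4 against day 2 gave 0.22 (standard error 0.11, edgeR adjusted p = 0.163). Day 4 against day 0, the change of -0.11 was no larger than its standard error of 0.11 (edgeR adjusted p = 0.405, and -0.10 with the block, edgeR adjusted p = 0.423). Scaling by total counts turned the sign of this last value, to 0.0088 (edgeR adjusted p = 0.947), and over the alternatives the adjusted p lay between 0.32 and 0.947.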

When we examined our mRNA-seq data, we found that Appl2 shows a continual and significant increase in RNA abundance throughout MEL development, whereas Dido1 mRNA steady-state levels remain relatively constant throughout this developmental time period (Fig S19C). Thus, the binding of DKC1 to these transcripts could be involved in maintaining their levels throughout this developmental process by protecting them from degradation. In total, our RIP-qPCR findings validated our approach of first identifying enriched motifs, then using RNA affinity to identify associated proteins, followed by using RIP-qPCR to validate predicted mRNAs that interact with the proteins. Specifically, we identify with this approach the potential binding sequence of DKC1, a protein that could be a regulator of erythropoiesis, and identify Appl2 and Dido1 as two of its potential targets, laying the foundation for future studies on the function of this RBP in mammalian erythropoiesis.

## Discussion

In this study, we have applied the high-throughput sequencing technology PIP-seq to a model of erythropoiesis and characterized the transcriptome-wide landscape and dynamics of RNA secondary structures and RBP occupancy. Our data suggest that PPSs, which are potential sites of RBP occupancy, are more conserved throughout evolution, possibly because of their biological function. This conservation also aligns well with the idea that RNA sequence is one of the factors that determines RBP binding (3). The importance of RBPs in erythropoiesis is further borne out by the observations that transcripts with PPSs detected post-differentiation are functionally enriched for those that are involved in erythrocyte development (Fig 2C) and the transcripts that show dynamics in RBP occupancy, as measured by changes in the percentage of a transcript covered by PPSs, are enriched for those connected with abnormal hematopoietic phenotypes (Fig 2E).

We further note that throughout development, we observe an increase in the average RNA secondary structure (Fig 3A) in the 400-bp window surrounding the start and stop codon, suggesting that subsets of RNAs are transitioning from being single-stranded to being more double-stranded in nature. Hypothetically, this could then influence the interaction between RBPs and a particular subset of RNAs as binding sites are rendered inaccessible, which could be a mechanism by which the cell regulates the fate of those RNA molecules. In support of that hypothesis, we further observe that RNAs with the most dramatic changes in RNA secondary structure are, indeed, enriched for those that function in erythropoiesis (Fig 4). In the same 400-bp window around the start and stop codon, we observe the general trend that RBP occupancy and RNA secondary structure seem to be anti-correlated, perhaps suggesting that the RBPs active in erythropoiesis tend to largely prefer single-stranded RNAs (Fig S9). However, when we examine specific clusters of RNAs, the anti-correlation between RNA secondary structure and RBP occupancy vanishes (Fig 5), which could potentially suggest that the anti-correlation is on the global scale, but individual subsets of transcripts are exceptions to this general trend.

One application of PIP-seq data is using motif enrichment analysis followed by RNA affinity pulldown and mass spectrometry to identify potential post-transcriptional regulators of erythropoiesis. Using this process, we were able to identify several proteins that could potentially be regulators of erythropoiesis. Specifically, the KEGG pathway enrichment analysis revealed an enrichment for proteins involved in splicing and RNA transport, which tracts well with the idea that RNA splicing plays a large role in terminal erythropoiesis (63), and suggests that alternative splicing would be an important regulatory process to understand for erythropoiesis. However, we were interested in identifying specific proteins that may act as regulators of this process. By using RIP-qPCR, we validated that DKC1 could be a potential regulator of Appl2 and Dido1, both of which are found at significant levels throughout red blood cell development (Fig S19C).

Taken together, these data establish a comprehensive database of in vivo RNA secondary structure and RBP–RNA interactions for the important process of mammalian erythropoiesis. In total, our findings reveal the power of using a global genomic screen of RNA secondary structure and RNA-protein interaction site dynamics using PIP-seq to identify potential new post-transcriptional regulators of an important developmental process. In addition, these data provide a resource for future studies that can focus on identifying corresponding functions and novel pathways of post-transcriptional control during terminal erythroid differentiation. In the future, these newly described proteins and corresponding collections of target RNAs will be further studied to better understand the mechanisms by which they regulate this important mammalian developmental process.

## Materials and Methods

### Cell culture and differentiation

MEL cells were grown under standard conditions in minimal essential medium (MEM) and supplemented with 10% (vol/vol) FBS and 1× antibiotic antimycotic (Invitrogen). MEL cells in suspension culture at the log phase of growth at a density of 2 × 10^5^/ml were supplemented with 2% DMSO (Sigma-Aldrich) to induce differentiation, and cells were collected at various time points for further analysis.

### PIP-seq library construction and read mapping

PIP-sequencing libraries were constructed as outlined in Silverman and Gregory (2015) (19). Briefly, MEL cells were induced to differentiate and then collected 0-, 2-, and 4-d post-DMSO induction. Whole cell samples were treated to 1% formaldehyde solution under vacuum to cross-link RBP–RNA interactions. The reaction was then quenched by vacuum infiltrating 125 mM glycine into the sample, followed by washing with ddH_2_O. Then each sample was split into four libraries: two for structure only libraries and two for footprinting libraries. Footprinting libraries were treated with either 100 U/ml of a ssRNAse (RNaseONE [Promega]) in 1× RNaseONE buffer for 1 h at room temperature, or 2.5 U/ml of a dsRNase (RNAse V1 [Ambion]) in 1× RNase buffer for 1 h at 37°C as previously described (8). Protein denaturation and digestion was carried out by treating the samples with 1% SDS and 0.1 mg/ml Proteinase K (Roche) for 15 min at room temperature, followed by 2-h incubation at 65°C to reverse the cross-linking. The structure libraries were also constructed in a similar fashion, except that cross-linked lysates were treated with 1% SDS and 0.1 mg/ml Proteinase K (Roche) and then subjected to ethanol precipitation first. Then the samples underwent their respective RNAse treatments. RNA from the four samples (two footprinting libraries and two structure libraries) were then isolated using the QIAGEN miRNeasy RNA isolation kit per manufacturer protocol (QIAGEN). Then the RNA underwent strand-specific sequence library preparation as previously described and the resulting four libraries for each sample (footprinting-dsRNase, footprinting-ssRNAse, structure-dsRNAse, and structure-ssRNASE) were sequenced using Illumina HiSeq2000 following the standard protocol for 50-bp single read sequencing.

PIP-seq reads were trimmed using cutadapt to remove 3′ sequencing adapters (cutadapt version 1.2.1 with parameters –e 0.006 –O 6 –m 14). Resulting trimmed reads were then collapsed into unique reads and aligned to the mm10 mouse genome sequence using TopHat (version 2.0.10 with parameters–library-type fr-secondstrand–read-mismatches 2 –read-edit-dist 2 –max-multihits 10 –b2-very-sensitive–transcriptome-max-hits 10 –no-coverage-search–no-novel juncs). Any PCR duplicates were collapsed to single reads for all downstream analysis.

### mRNA-seq library construction, processing, and alignment

mRNA-seq libraries were constructed in biological replicates, following standard library construction protocol. Briefly total RNA was extracted using Trizol Reagent as per the manufacturer’s protocol and then sequenced using TruSeq stranded mRNA-seq. Adapters were trimmed using cutadapt with the following parameters (-f fastq -a [ADAPTER] -e 0.06 -O 6 -m 14) and then aligned against the mm10 genome using TopHat (v2.1.0) with the following parameters (--library-type fr-secondstrand --read-mismatches 2 --read-edit-dist 2 --max-multihits 10 --b2-very-sensitive --no-coverage-search -p 15).

### mRNA-seq differential gene analysis

Unadjusted read counts from the TopHat alignment were inputted into the R package DESeq2 (64) and log_2_ fold changes of MEL cells after 0, 2, or 4 d of DMSO induction were calculated. Normalized read count values are displayed using TPM values.

### GO enrichment and MP prediction

Various lists of transcripts were analyzed using DAVID (30, 31), using the entire list of transcripts with >1 FPM in at least one sample as the background for GO enrichment. Significant terms were those with a Bonferroni value <0.05. MPs and disease enrichment were predicted by submitting the same list of genes to the MouseMine (62) tool and then downloading the resulting lists of phenotypes or diseases using the same background as above, and then further using R to identify those with Bonferroni values <0.05 for subsequent visualization.

### Identification of PPSs

PPSs were identified using a modified version of the R package CSAR (65). Read coverage values were calculated for each base in the genome and a Poisson test was used to determine an enrichment score for footprint as compared with structure only libraries. PPSs were then called with a FDR of 5% as previously described (8, 20, 21).

### Random background PPSs

Background mock PPSs were generated by taking the high confidence PPSs and then randomly shuffling them in the transcriptome (i.e., regions annotated as being either UTR, CDS, exon, or intron) such that chromosome, feature size, and strandedness were preserved while averting any region that is called as a PPS in any sample. This was accomplished by using the bedtools shuffle feature with the following parameters (-incl -[annotated_gene_file] -excl [PPS_file_for_timepoint_anyrep] -chrom -noOverlapping) using the browser extensible data (BED) file of high-confidence PPSs for a particular time point as the input.

### Analysis of PPSs

PPS annotation was performed using the mm10 genome annotations in a “greedy” fashion such that all annotations overlapping a PPS by one nucleotide was counted equally (i.e., if a PPS overlapped both an miRNA and a CDS, both categories increased their count by 1). Conservation of PPSs was determined by comparing PhastCons scores and the number of SNPs within PPSs relative to equally sized flanking regions. PhastCon scores for PPSs compared with the same-sized flanking regions were calculated as previously described (8, 21).

### Calculating the structure score statistic

For every base in our set of detectable transcripts, we calculated the ratio of dsRNA-seq and ssRNA-seq coverages from the structure only samples as previously described (60). Briefly, for every coverage value of dsRNA-seq (*n*_*ds*_) and ssRNA-seq (*n*_*ss*_) of a given base *I*, the structure score is calculated as follows:

$$S_{i}=\mathrm{glog}\left(ds_{i}\right)-\mathrm{glog}\left(ss_{i}\right)=\mathrm{lo}g_{2}\left(ds_{i}+\sqrt{1+ds_{i}^{2}}\right)-\mathrm{lo}g_{2}\left(ss_{i}+\sqrt{1+ss_{i}^{2}}\right),$$

$$ds_{i}=n_{\mathrm{ds}}\frac{\max\left(L_{\mathrm{ds}},L_{\mathrm{ss}}\right)}{L_{\mathrm{ds}}},\;\;ss_{i}=n_{\mathrm{ss}}\frac{\max\left(L_{\mathrm{ds}},L_{\mathrm{ss}}\right)}{L_{\mathrm{ss}}},$$

where *S*_*i*_ is the structure score, *ds*_*i*_ and *ss*_*i*_ are the normalized read coverages, and *L*_*ds*_ and *L*_*ss*_ are the total covered length by mapped dsRNA-seq and ssRNA-seq reads, respectively. In this analysis, we used the total coverage length because we believe it is a more reasonable assumption for the transcriptome to have comparable levels of paired/unpaired regions. We used a generalized log ratio (glog) instead of the normal log-odds because of its ability to tolerate values of 0 (i.e., regions where there are neither ds- nor ssRNA reads). In addition, the glog function is still asymptotically equivalent to the standard log ratio when coverage values are large. Because we are only interested in the intra-molecular interactions that contribute to the self-folding secondary structure, we used only sense-mapping reads. Near the CDS boundaries, we calculated the structure score for up/downstream of the CDS start and end sites, aligned those to detectable mRNAs, and then averaged the score to produce the profile.

Identifying changes in RNA secondary structure was carried out by calculating the structure scores as outlined above and then filtering for the transcripts with a structure score at all time points. Hierarchical clustering was performed by first calculating the average RNA secondary structure score in the 200-nt window around the start codon for each transcript and then using the built-in hierarchical clustering function in R with default parameters to identify the six clusters. Transcripts from each of the cluster was then submitted to MouseMine for GO and MP analysis (62).

### RBP bound sequence motif identification and profiling secondary structure at these sites

HOMER (38) was used to identify any enriched motifs with parameters –rna –size gven–p 2, respectively. Using HOMER, we also mapped detected motifs back to the genome to identify every occurrence of the motif in our bound mRNAs using scanMotifsGenomeWide.pl with -bed option to format output into a BED6 format. Then we extracted a window of ± 100 nt up- and downstream of the predicted motif start position and plotted the structure score of nucleotides within that region as previously described.

### Searching for motifs in PPSs

The collection of PPSs was scanned for each of the motifs in order to identify which PPSs contained those sequences, and subsequently which encompassing transcripts, contained binding sites for putative RBPs using HOMER’s scanMotifGenomeWide.pl command with the -bed option to format output into a BED file.

The list of sites containing each motif was then mapped back to their corresponding transcripts using genomic coordinates. The transcripts were then subsequently analyzed for GO enrichment using DAVID’s default options against the mm10 background (30, 31).

### RNA affinity pulldown

MEL cells 0, 2, and 4 d post differentiation were collected and washed 2× with 1× PBS and lysed in 500 μL–1 ml of Lysis buffer with the addition of complete EDTA-free protease inhibitor (1 mini tablet per 10 ml; Roche). Cells were sheared with a 26-gauge needle and the supernatant was collected after spinning at 13,000*g* for 10 min at 4°C. Samples were stored at −80°C. We then used motifs identified within PPSs of interest (Figs S9S–Figs S12) as “bait” to pull down any interacting proteins. The protocol used was identical to the one previously used in Foley 2017 (21). Briefly, the motifs were converted to RNA “baits” (IDT) and covalently linked to agarose beads before being incubated in a binding reaction (3.2 mM MgCl_2_, 20 mM creatine phosphate, 1 mM ATP, 1.3% polyvinyl alcohol, 25 ng of yeast tRNA, 70 mM KCl, 10 mM Tris, pH 7.5, and 0.1 mM EDTA) with ∼ 50 μg of protein lysate for 30 min at RT. Beads were then washed four times with GFB-200 (20 mM TE, 200 mM KCl, and 6 mM MgCl_2_) and once with 20 mM Tris–HCL (pH 7.4). The proteins were then directly trypsinized on the beads.

### Preparing samples for mass spectrometry analysis

RNA-bound proteins were treated with 100 mM NH_4_HCO_3_ containing ∼6 ng/μl of MS-grade trypsin (Promega) and incubated at 37°C overnight for 12–18 h. The samples were then vacuum dried before being submitted to MS analysis.

### Mass spectrometry analysis

Mass spectrometry analysis was performed similarly to previous reports (66, 67). Samples were desalted on in-house StageTips which were created by pushing a small punch of 3 M Empore C18 paper into a P200 pipette tip. StageTips were prepared by flushing with acetonitrile (ACN) and then 0.1% TFA. Samples were loaded in 0.1% TFA, washed with 0.1% TFA, and eluted with 0.1% TFA in 70% ACN. Samples were placed in a Savant SpeedVac SC100 to be dried and then resuspended in 0.1% TFA, the peptides were separated on a Dionex UltiMate 3000 with a C18 trap column and an in-house C18 analytical nanoflow column using 0.1% formic acid as buffer A and 0.1% formic acid in 80% ACN as buffer B. Peptides were analyzed by a Thermo Fisher Scientific Q Exactive HF Hybrid Quadrupole-Orbitrap Mass Spectrometer using higher-energy collisional dissociation (HCD) fragmentation. Data were processed in MaxQuant using iBAQ quantitation and a FDR of 1%.

### Identifying enriched proteins

Any proteins without an iBAQ value were assigned a default value of 0 before the analysis. Possible contaminants and confounding proteins such as keratin and ribosomal proteins were filtered out from the analysis. The iBAQ values were then log transformed and centered around the mean of each sample. Enriched proteins were identified by calculating the log_2_ fold change of a test probe versus the average of all other probes tested in the same sample. The list of enriched proteins was then manually checked in the MGI database and proteins with a known hematopoietic phenotype was noted.

### RIP-qPCR

MEL cells were induced with DMSO and collected after 4 d. These cells were then cross-linked by adding 37% formaldehyde drop-wise to confluent cell culture dishes for a final concentration of 1%. Then the cell cultures were incubated for 10 min at room temperature before being treated with 1 M glycine for a final concentration of 125 mM. Cell lysis and the subsequent RIP protocol was performed using the Magna RIP Kit (17-701; Millipore) according to manufacturer instructions with a rabbit polyclonal antibody α−DKC1 (ab93777; Abcam) and the rabbit polyclonal antibody against β-ACTIN (ab8227; Abcam) as control. The resulting RNA was reverse transcribed using the iScript Reverse Transcription Supermix for RT-qPCR (1708840; Bio-Rad) and then pre-amplified with SsoAdvanced PreAmp Supermix (172-5160; Bio-Rad), following the manufacturer’s instructions. Standard qPCR was performed for Adar (F: TGAGCATAGCAAGTGGAGATACC; R: GCCGCCCTTTGAGAAACTCT), Aff1 (F: GAAGGAAAGACGCAACC AAGA; R: TAGCTCATCGCCTTTTGCAGT), Appl2 (F: CACCCTCACAGATTACACC AAC; R: GGAGAACCATAGTGTCTGCCAG), Dido1 (F: GAAGCACCCAAGGCTATCAAA; R: GTCCACCTCCGTGTCTCCT) and GAPDH (F: CGTCCCGTAGACAAAATGGT; R: TTGATGGCAACAATCTCCAC). The primers for Appl2, Dido1, Aff1, and Adar were identified using PrimerBank (68 and 69), whereas GAPDH primers were the same as used in reference 70.

### Western blot

Protein lysates were prepared from cross-linked 4-d post-DMSO induction cells using RIPA buffer and run on 4–12% Bis–Tris Gels (NP0322; Invitrogen) in MES at 100 V for 2 h. Then the gel was transferred to polyvinylidene fluoride (PVDF) membranes at 200 mA at 4°C for 2 h. After 2 h of blocking in 5% BSA at room temperature, the membrane was incubated in primary α−DKC1 (6 μl antibody in/10 ml of 5% BSA; ab93777; Abcam) or α-ACTIN (9 μl antibody/10 ml of 5% BSA; ab8227; Abcam) antibody overnight in 4°C. Membranes were then washed three times in tris-buffered saline (TBST) for 10 min each then incubated for an hour in goat anti-Rabbit secondary (1:3,000 in 3% BSA; ab6721; Abcam). After three 10-min washes with TBST, the membrane was then removed from the liquid and ECL Prime Western Blotting Detection Reagent (GE Healthcare) was applied to the membrane for 1 min. Images were then taken in 10 s increments until saturation.

## Data Availability

Raw FASTQ files for the PIP-seq libraries as well as processed BED files containing PPSs and calculated RNA secondary structure scores are available on GEO under the accession number GSE142242 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142242). The FASTQ files for accompanying mRNA-seq are available on GEO under the accession number GSE148421 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE148421).

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

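The data are mRNA-seq libraries of MEL cells, a mouse erythroleukemia line, at 0, 2 and 4 days of treatment with 2% DMSO, with 2 cultures per day and 6 libraries in all. Day and replicate number were taken from the sample labels, and the days match those the paper gives. The replicate numbers in the labels are also where the pairing of libraries across days comes from.

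The authors built poly(A)-selected, strand-specific libraries, trimmed adapters with cutadapt, aligned the reads to mm10 with TopHat, and deposited raw read counts per RefSeq transcript, with no normalization and no pooling of replicates. The paper's text does not name the program that assigned reads to transcripts, its use of strand, its handling of reads shared by overlapping transcripts, or the annotation release. Reads assigned to no feature are listed beside the deposited counts and were left out. Genes whose near-identical copies share reads, such as the globin genes, and genes with processed pseudogenes are therefore uncertain in level. The paper tested these counts with DESeq2 at a false discovery rate of 0.05 and states no limit on the size of a change.

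Counts on transcripts ranged from 35294930 to 53899476 per library. A transcript with at most 3 counts in every library of a day was treated as at the floor for that day, and a fold change against it is given as a lower bound computed from the floor, which covers counting error only. Gene symbols and coordinates came from a RefSeq table of GRCm38, the build the authors used, and from GENCODE. For results per gene, the transcript with the highest mean count stands for the gene, which gave 12489 tested genes.

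The main test was edgeR 4.0.16 (R 4.3.3) on the deposited counts, with TMM factors, the filterByExpr filter by day (18351 transcripts kept), and 1 quasi-likelihood fit (glmQLFit, glmQLFTest) over all 6 libraries with a mean per day, since 2 libraries per day say little about the spread alone. The p-values were adjusted by the Benjamini-Hochberg method, and an adjusted p below 0.05 was a call. Standard errors were computed from the log2 fold change and the F statistic. Library-scaled counts (CPM) are relative to TMM-scaled library sizes and are given as mean and SD over 2 cultures. A transcript was continuously increasing or decreasing when both steps between days were called in that direction.

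Gene lists were compared with all tested genes by two-sided Fisher's exact test, on genes tested in every comparison the definition needs. Median changes of lists were set against 10000 random lists of the same size drawn within 20 bins of mean expression. Signs of the changes were also flipped across genes, exactly for short lists and 100000 times for others. The statistic of this test was the mean log2 fold change of the list, also where its p stands beside a median. These are tests across genes, which are not independent replicates. The paper's Gene Ontology, Mouse Genome Institute and RBPDB sets were not used here, and the erythroid, interferon and proliferation lists, the histone and RNA-binding protein symbols, the design of each test and the alternatives were fixed before the data were examined, except where the text says otherwise. Genes named in Fig S6A, Fig S6C and Fig 7C were read from the figures, and those of Table S1 and Table S4 from the tables.

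The genes named in the text follow a rule fixed with the designs. They are every gene the paper names from these libraries, and the 5 genes with the largest rise and the 5 with the largest fall for day 4 against day 0 among called genes with an average log2 CPM of at least 1 and every day 4 library on the same side of every day 0 library. Members of the lists drawn up here are named only within a summary of their list, and some genes are not reported here. Ldha, Pgk1 and Eno1 lie outside the rule and were chosen after their values were seen.

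The alternatives were DESeq2 1.42.0 with its own size factors, relative log expression factors in edgeR, total counts alone, library sizes and TMM factors without the globin transcripts, no filter beyond 1 count in total, a fit of only the 2 days compared, the replicate number as a block, a required log2 fold change of at least 1 in size, 1 transcript per gene or any transcript of a gene, another definition of a continuous change, and leaving out each replicate. With 2 libraries per day, leaving out a replicate gives a value without a test. Transcript levels (TPM) and variance-stabilized counts were computed to set beside figures of the paper. Added after the data were seen were DESeq2 combined with the limit on the size of a change, TPM computed over 1 transcript per gene, leaving out replicates for these levels, the alternatives for single steps between days of named transcripts, and the replicate block for gene lists and for the correlations with transcript length and GC content.

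The fits were tested on simulated counts drawn from the means and library sizes of these libraries. In each of 8 draws, 200 genes were changed at day 4 only. As many were raised as lowered, each by a log2 fold change of 1 in size. In the data, 72.3% of transcripts were called for day 4 against day 0. The simulation therefore does not show how the fits or the TMM factors perform under so broad a change. With counts drawn at the trended dispersion, edgeR recovered 97.1% of the changed genes and 4.9% of its calls were false (1% to 9.7% over the draws, 12316 to 12343 genes tested), the replicate block 96.9% and 4.4%, and DESeq2 95.1% and 7.3% (12489 genes). With each gene's own (tagwise) dispersion, edgeR recovered 94.9% and 7.1% of its calls were false (3.1% to 11.9% over the draws, 12326 to 12352 genes tested). Among 20 simulated lists without a change, 1 fell outside the middle 95% of the random lists, and all 20 raised lists fell above it. Sign flips gave a p below 0.05 in 22 of 400 simulated lists without a change. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.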

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

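The test of reads shared between Apol genes and that of reads displaced by globin reads were chosen only after the counts had been seen, and so was the replicate block for the gene lists and for the correlations with transcript length and GC content. The mast cell and basophil list and the glycolysis list were drawn up after Hdc, Gzmb, Cd200r3, Gapdh, Ldha, Pgk1 and Eno1 had been seen, and leave those genes out.

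The genes with the largest rises for day 4 against day 0 are ones whose changes the paper does not report. Apol10a (chromosome 15 from 77476953 to 77491069) had 2 and 0 counts in the day 0 replicates and 456 and 354 at day 4, at least 139-fold higher. Nptxr (chromosome 15 from 79786351 to 79804709) had 3 counts in each day 0 library and 310 and 894 at day 4. It was at least 193-fold higher by the mean of the day 4 replicates, which lay well apart. Leaving out single day 0 or day 4 libraries moved the log2 fold change of Nptxr between 6.95 and 8.16. Ripor3 (chromosome 2 from 167980161 to 168050889), Apol11b (chromosome 15 from 77633951 to 77643286) and Slc4a1 (chromosome 11 from 102348820 to 102365281), which encodes the band 3 anion exchanger of the red cell membrane, had log2 fold changes of 7.53, 7.52 and 7.42 (standard errors 0.30, 0.32 and 0.28; edgeR adjusted p = 1.24e-08, 1.89e-08 and 9.69e-09). With the replicate block they were 7.53, 7.52 and 7.41 (edgeR adjusted p = 1.25e-07, 4.86e-07 and 2.4e-07). The total counts of Apol11b were 10.6 times those of Apol10a, so the pair did not simply receive the same reads, although sharing of part of their reads was not excluded.

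The largest falls were of genes the paper does not discuss. Cd200r3 (chromosome 16 from 44943596 to 45058365) had 416 and 444 counts at day 0 and 0 in both day 4 libraries, at least 115-fold lower. Gzmb (chromosome 14 from 56258836 to 56262334) had 1001 and 1133 counts at day 0 and 3 and 0 at day 4, at least 285-fold lower. Pilrb2 (chromosome 5 from 137865821 to 137871758), Fbp2 (chromosome 13 from 62836884 to 62858400) and Hdc (chromosome 2 from 126593659 to 126624025) had log2 fold changes of -8.13, -7.95 and -7.90 (standard errors 0.45, 0.28 and 0.22; edgeR adjusted p = 8.46e-08, 8.22e-09 and 6.88e-09), and -8.13, -7.95 and -7.89 with the replicate block (edgeR adjusted p = 9.63e-07, 1.64e-07 and 1.17e-07). Leaving out single day 0 or day 4 libraries moved Pilrb2 between -12.67 and -7.00. Fbp2 stayed between -8.11 and -7.79, and Hdc between -8.13 and -7.66. Hdc, Gzmb and Cd200r3 are known from mast cells and basophils. On a list of 25 other genes of these cells, 15 were tested, and their median log2 fold change was -1.30, at percentile 0.19 of random lists matched on expression, whose median was -0.06. Of the 15, 4 were higher and 11 lower (5 and 10 with scaling by total counts), 12 were called, and the sign-flip permutation test across genes gave p = 0.012. With the block the median was -1.34, at percentile 0.14 (permutation p = 0.012). Not every member fell: Csf2rb rose by 1.85. A candidate explanation is that day 0 cultures express part of a mast cell or basophil program that is lost with DMSO. RNA from other cells in the day 0 cultures was not tested separately, and the pattern cannot be told apart from it.

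Across all genes, technical sources of change between day 0 and day 4 were tested as follows. The log2 fold change correlated across genes with transcript length at a Spearman's rho of 0.163 and with GC content at 0.034, over 12229 of 12489 genes (97.9%), and at 0.162 and 0.035 with the replicate block, where 0.3 in size had been set as the limit; genes are not independent replicates. Computing library sizes and factors without the globin transcripts moved the median log2 fold change of all transcripts by 0.0001, but TMM leaves out extreme transcripts, so this median could hardly have moved and shows nothing either way. The share of globin transcripts, 0.034% to 0.043% at day 0 and 3.85% to 4.13% at day 4, gives a bound instead: through it alone, the log2 share of any other transcript fell by 0.06 at most, under the limit of 0.1 set for this test. Neither the labels nor the paper give sequencing batches, so a batch that coincides with the days was not tested.

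The proliferation list of 26 genes had a median log2 fold change of -1.38 for day 4 against day 0, with all 26 lower and called, and also lower under each scaling tried (median -1.27 with total counts and -1.38 with the replicate block). No random list had a median as low (percentile 0.0). Fewer proliferating cells at day 4 may therefore underlie the fall of the histone genes, whose main expression is in S phase. The histone fall has a technical alternative, since many histone mRNAs lack a poly(A) tail and the share of such RNA carried through poly(A) selection can differ between libraries. The median of 112 short noncoding RNA genes was at percentile 98.34 of random lists (median 0.38, 77 higher and 35 lower), but reads counted on such short genes can come from the genes that host them and need not measure this carry-over. The histone fall therefore cannot be told apart from that alternative. Fewer dividing cells remains a hypothesis, as the cell cycle was not measured in these libraries.

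The interferon list, of which 26 of 30 genes were tested, had a median log2 fold change of 0.80 for day 4 against day 0, at percentile 99.92 of random lists. Its members went in different directions, 17 higher and 9 lower (18 and 8 with total counts), from -3.38 to 4.33, with 19 called. The sign-flip permutation test of the mean across these genes gave p = 0.076. With the replicate block the median was 0.79, at percentile 99.9 (permutation p = 0.076). For day 2 against day 0 the median was 0.55, with 19 higher and 7 lower (permutation p = 0.016). Day 4 against day 2 gave 0.11, with 17 higher and 9 lower (permutation p = 0.94). The increases of Oas1b, Oas3, Oasl2 and Ddx58, genes of double-stranded RNA-binding proteins that interferon also induces, may belong to a partial interferon response, and the paper does not discuss this reading. None of those genes is on the interferon list. The data do not separate an interferon response from regulation of these genes by other routes.

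Gapdh fell together with other glycolysis genes. On a list of 18 such genes, 17 were tested, and the median log2 fold change for day 4 against day 0 was -1.63, lower than in every random list (percentile 0.0, random median -0.16). Of the 17, 3 were higher and 14 lower under each scaling tried, 14 were called, and the sign-flip permutation test gave p = 0.00016. The replicate block gave a median of -1.59 and the same number of calls (permutation p = 0.00016). The genes left out of the list fell further than Gapdh: Ldha by -3.77, Pgk1 by -3.16 and Eno1 by -2.56 on the log2 scale. Lower expression of the glycolysis pathway is a candidate explanation for the fall of Gapdh.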

How the results depend on the processing

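The combination of DESeq2 with a limit on the size of a change, the alternatives for TPM and variance-stabilized values, those for single steps between days, and the replicate block for gene lists, were chosen after seeing the data, and no others in this part were.

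For 16 main results, 141 recomputed values kept their direction and their side of the threshold, stayed within 1.5 times the main count, or moved by less than the SD between replicates. Another 17 moved, 1 became significant and, of the values with a test, 1 changed sign. The cause was not tested except where a value here shows it. With 2 libraries per day, leaving out a replicate nearly always moves a value by less than the SD between replicates. Unchanged values of this kind therefore show no stability. A required log2 fold change of at least 1 in size, which can only remove calls, lowered the transcripts called to 4209 for day 2 against day 0, 1082 for day 4 against day 2 and 6450 for day 4 against day 0. It also left 216 continuously increasing and 330 continuously decreasing transcripts, 96 RNA-binding protein family genes, 12 genes of Fig S6A and 9 of Fig S6C. Combined with DESeq2, it gave 13 and 9 genes of these figures, in an alternative chosen after seeing the data. With 1 transcript per gene, 12489 transcripts were tested in place of 18351, and 7753 were called for day 2 against day 0 and 3691 for day 4 against day 2. These are 62.1% and 29.6% of those tested, against 63.4% and 31.0% of all transcripts, so the counts fell with the number tested. In that setting 1022 and 1102 were continuously increasing and decreasing, of which 1014 and 1101 were also so in the full set. Group means in order, with a call for day 4 against day 0, gave 5253 and 5160, which take in all 1592 and 1702 of the stricter definition. Library sizes and TMM factors without the globin transcripts could hardly move any result, since TMM leaves out extreme transcripts, and their unchanged values show no stability. All 256 tested genes of Table S4 in place of the 11 of Fig 7C gave a median log2 fold change of -0.69 (permutation p = 1e-05, the smallest possible), where the p over the alternatives for this result ran from 1e-05 to 0.5. With each day 0 and day 4 replicate left out, the median of the 11 stayed between -0.47 and -0.41.

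Dido1 changed sign for day 4 against day 0 with total counts, at 0.0088 (edgeR adjusted p = 0.947, in a range of 0.32 to 0.947 over the alternatives). Its sign also changed in values without a test, 0.19 for its other tested transcripts and 0.01 without day 0 replicate 2, and with single replicates left out its value ran from -0.24 to 0.01. No alternative with a test called it.

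The fit with the replicate number as a block called 11564, 5578 and 13246 transcripts in the 3 comparisons, and every main result with a test stayed on the same side of its threshold as without the pairing. Of the medians of gene lists over the 3 comparisons, 26 others were recomputed with the block, and all 26 kept their direction and their side of the threshold of the sign-flip test.

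Fewer of the results for named transcripts, single steps between days included, changed. Of 138 recomputed, 114 were unchanged in the above sense under every alternative. Over all of them, 936 values were unchanged, 8 moved with a replicate left out, 9 became significant, 8 lost significance and, of the values with a test, 5 changed sign. Here too, unchanged values with a replicate left out show no stability. The unchanged values include 13 that changed sign with a replicate left out but moved by less than the replicate SD, in 10 results whose main log2 fold change was 0.13 or less in size. Those that changed sign in a test were not significant before or after: with total counts, Drosha at 0.0247 (adjusted p over its alternatives 0.445 to 0.87), Eef2 at 0.0927 (0.596 to 0.909), Rps6 at 0.0082 (0.403 to 0.966) and Nfkb1 for day 2 against day 0 at 0.1713 (0.176 to 0.827), and with DESeq2 Zfp36l1 at -0.0058 (0.681 to 0.987).

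Of the levels set beside the paper's figures, 32 log10 TPM values moved by more than the replicate SD and 1 did not when TPM was computed over 1 transcript per gene, an alternative chosen after seeing the data. With 2 replicates, leaving either out moved each of these values by less than that SD, which the design nearly ensures.

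Low counts limit Nova2, Oasl2, Elavl3 and Pcbp3, with 227, 179, 216 and 74 counts over the 6 libraries. With 2 libraries per day, no count over other splits of the libraries could be made, and leaving out a replicate gives no test.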

Differences from the paper's values

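The computation of TPM over 1 transcript per gene, DESeq2 combined with a limit on the size of a change, and the leaving out of replicates for the values read from figures, were chosen after seeing the values.

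Of the RNA-binding protein genes in Fig S6A, 43 were called, against the paper's 13. Among the alternatives set before the data were examined, a required log2 fold change of at least 1 gave 12, all of them among the paper's 13, and the others gave 43 to 45. DESeq2 with that limit, chosen after seeing the values, gave the same 13 genes as the paper. Of the genes in Fig S6C, 18 were called, against the paper's 9. The limit on the size of a change, set before the data were examined, gave the same 9 genes as the paper, and so did DESeq2 with that limit, chosen after seeing the values, whereas the other alternatives gave 17 or 18.

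The variance-stabilized log2 count of Appl2 at day 0 was 8.15, against about 8.8 in Fig S19C, read by eye. No alternative for this value was set before the data were examined. Leaving out day 0 replicate 2, chosen after seeing the values, gave 8.27, within the limit used for a difference, and leaving out day 0 replicate 1 did not close the gap.

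Values of log10 TPM in Fig S1 were read by eye. For Hba-a2 they were 2.7, 4.08 and 4.67 at days 0, 2 and 4, against about 3.2, about 4.5 and about 4.9 in Fig S1A. For Gapdh they were 2.25, 1.71 and 1.71, against about 3.3, about 2.6 and about 2.5 in Fig S1B. Cdk4 was at 2.79 at day 0 and 2.58 at day 2, against about 3.1 and about 2.8 in Fig S1B. Myb was at 2.37, 1.88 and 1.29 over the days, against about 2.0, about 1.4 and about 0.7 in Fig S1B. Myc was at 2.22 at day 0 and 2.21 at day 2, against about 2.4 on each day in Fig S1B. Junb was at 1.70, 1.91 and 2.08, against about 2.2, about 2.4 and about 2.4 in Fig S1B. Rpl35a was at 2.27, 2.24 and 2.08, against about 2.7, about 2.7 and about 2.4 in Fig S1B. Ccnd3 was at 2.23, 2.20 and 2.35, against about 1.2, about 1.1 and about 1.1 in Fig S1B. No alternative for these values was set before the data were examined. With each replicate left out, an alternative chosen after seeing the values, Myc at day 0 without replicate 1 (2.27) closed its gap and no other gap closed. TPM over 1 transcript per gene, chosen after seeing the values, closed the gap for Hba-a2 at day 4 (4.82), Cdk4 at days 0 and 2 (2.95 and 2.74), Myc at days 0 and 2 (2.38 and 2.37), Junb at day 4 (2.23) and Rpl35a at day 4 (2.23), and no others. The same setting opened gaps for Hba-x at day 2 (2.72, against about 2.5) and Cdk2 at day 4 (1.87, against about 1.6). It also opened gaps for the median of the Fig 7C genes at days 2 and 4 (2.31 and 2.20, against about 2.1 and about 1.9 in Fig S18B). The legend of Fig S18B does not say that its boxes hold the Fig 7C genes, so the sets compared may differ. Myb and Ccnd3 moved further from the figure on every day. Without day 4 replicate 2, the median of the Fig 7C genes at day 4 (2.09) also differed from Fig S18B.

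Some results also went against a statement or a figure of the paper. The paper counts Nfkb1 among the transcripts without differential abundance, and here it was called lower for day 4 against day 0 (log2 fold change -0.30, edgeR adjusted p = 0.0206). Among the alternatives set before the data were examined, it was not called with a required log2 fold change of at least 1, nor with total counts, at -0.18 (edgeR adjusted p = 0.15, where the alternatives ranged from 0.0132 to 0.15). Fig S19C, read by eye, marks no significant change of Dido1, and here it was called lower at day 2 (-0.33, edgeR adjusted p = 0.0256), although its variance-stabilized counts on the 3 days did not differ from those of the figure by the limit used. It was not called with that limit on the size of a change, and with total counts, an alternative chosen for this step after seeing the values, it was also not called (-0.13, edgeR adjusted p = 0.343, where the alternatives ranged from 0.0112 to 0.343). Junb and Rpl35a are not in red in Fig S1B, and here both were called for day 4 against day 0 (1.15 and -0.74). With a log2 fold change of at least 1 required, Junb was called and Rpl35a was not. In Fig S6A, the boxes of Jmjd6 and Thra, read by eye, stand on the line for day 2 against day 0 only, and here both were also called for day 4 against day 0 (-1.37 and 1.01, edgeR adjusted p = 7.94e-07 and 4.21e-05). DESeq2 with the limit on the size of a change, chosen after seeing the values, called Jmjd6 and not Thra for these days. For the 13 accessions of Table S1, the largest difference from the paper's log2 fold changes was 0.03.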

Other observations

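The test of transcripts of at least 300 bases on opposite strands was chosen only after the test of short transcripts had been seen.

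Reads of a strand-specific library counted without regard to strand would give similar densities to genes that overlap on opposite strands. For 17 pairs of a short noncoding transcript and an opposite coding transcript, the median ratio of read densities was 0.0, but most of these are microRNA precursors of 55 to 131 bases. How reads reaching beyond such short transcripts were counted is not known here, so these pairs do not settle the use of strand. For 40 pairs in which the noncoding transcript had at least 300 bases, each ratio was divided by the overlapped share of that transcript. The median of these adjusted ratios was 0.0304, with 23 at 0.1 or less and 8 at 0.5 or more. Counting without strand would give adjusted ratios near 1. A program that drops reads shared by both genes would also give low ratios. Against this, no read is listed as ambiguous, and 5245 transcripts had the same counts as another transcript in every library. That match was not limited to overlapping transcripts, so it is only partial evidence that shared reads were counted on each.

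Gapdh was low for an abundant gene, at 114 CPM at day 0. Across 79 ribosomal protein genes, mean log2 CPM correlated with the number of pseudogene transcripts that share at least 50% of their 31-base words at a Spearman's rho of -0.305 (permutation p = 0.0065; genes are not independent replicates). Gapdh has 22 such pseudogene transcripts. Reads lost to processed pseudogenes may therefore lower the counts of Gapdh, though ribosomal protein genes differ in other ways, which were not tested.

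The day 4 replicates of Hba-x were at 209 and 462 CPM. Across 10546 genes, the difference between these replicates correlated with the log2 fold change of day 2 against day 0, which uses neither library, at a Pearson's r of 0.272 (genes are not independent replicates). One candidate explanation is that the day 4 cultures stood at different points of the same course. Globin transcripts together took 3.85% and 4.13% of the counts of these replicates, so the globins as a whole did not share the wide gap of Hba-x. With 2 cultures per day this stays a hypothesis.

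A single RefSeq transcript, NR_046233, which the tables used here pair with no gene symbol, took between 3.78% and 4.98% of the counts of every library, without a steady course over the days (4.74% and 4.98% at day 0, 4.97% and 4.21% at day 2, 3.78% and 4.86% at day 4). No explanation was tested.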
